# The Transcription Factor STAT6 Mediates Direct Repression of Inflammatory Enhancers and Limits Activation of Alternatively Polarized Macrophages

**DOI:** 10.1016/j.immuni.2017.12.010

**Published:** 2018-01-16

**Authors:** Zsolt Czimmerer, Bence Daniel, Attila Horvath, Dominik Rückerl, Gergely Nagy, Mate Kiss, Matthew Peloquin, Marietta M. Budai, Ixchelt Cuaranta-Monroy, Zoltan Simandi, Laszlo Steiner, Bela Nagy, Szilard Poliska, Csaba Banko, Zsolt Bacso, Ira G. Schulman, Sascha Sauer, Jean-Francois Deleuze, Judith E. Allen, Szilvia Benko, Laszlo Nagy

**Keywords:** IL-4, STAT6, alternative macrophage polarization, transcription, repression, inflammation, inflammasome activation, pyroptosis, IL-1β, macrophage epigenomics

## Abstract

The molecular basis of signal-dependent transcriptional activation has been extensively studied in macrophage polarization, but our understanding remains limited regarding the molecular determinants of repression. Here we show that IL-4-activated STAT6 transcription factor is required for the direct transcriptional repression of a large number of genes during *in vitro* and *in vivo* alternative macrophage polarization. Repression results in decreased lineage-determining transcription factor, p300, and RNA polymerase II binding followed by reduced enhancer RNA expression, H3K27 acetylation, and chromatin accessibility. The repressor function of STAT6 is HDAC3 dependent on a subset of IL-4-repressed genes. In addition, STAT6-repressed enhancers show extensive overlap with the NF-κB p65 cistrome and exhibit decreased responsiveness to lipopolysaccharide after IL-4 stimulus on a subset of genes. As a consequence, macrophages exhibit diminished inflammasome activation, decreased IL-1β production, and pyroptosis. Thus, the IL-4-STAT6 signaling pathway establishes an alternative polarization-specific epigenenomic signature resulting in dampened macrophage responsiveness to inflammatory stimuli.

## Highlights

• IL-4-activated STAT6 acts as a transcriptional repressor in macrophages
• IL-4-STAT6-repressed enhancers associate with reduced LDTF and p300 binding
• Inflammatory responsiveness of the IL-4-repressed enhancers is attenuated
• IL-4 limits the LPS-induced inflammasome activation, IL-1β production, and pyroptosis

## Introduction

Macrophage plasticity is ensured by dynamic and partially reversible responsiveness to pathogen-derived molecules as well as the cytokine and lipid microenvironment. The two well-characterized extreme functional outcomes of macrophage polarization are T helper 1 (Th1) cell-type cytokine interferon-gamma (IFN-γ)-induced classical or M(INF-γ)-type polarization with enhanced bactericidal capacity and Th2 cell-type cytokine interleukin-4 (IL-4)-induced alternative or M(IL-4)-type polarization with anti-inflammatory properties, but complex molecular cues can generate an entire spectrum of different activation states (Gordon and Martinez, 2010, Murray et al., 2014).

The major determinant of macrophage plasticity is their specific transcriptional program dictated primarily by lineage-determining transcription factors (LDTFs) including ETS-domain transcription factor PU.1, CCAAT/enhancer binding proteins (C/EBPs), activator protein 1 (AP-1), or Runt-related transcription factor 1 (RUNX1) as well as extracellular signal-dependent transcription factors (SDTFs) including LPS-activated nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) or AP-1, IFN-γ-activated signal transducer and activator of transcription 1 (STAT1), or IL-4- and IL-13-activated STAT6; for a review see Glass and Natoli (2016). Despite the fact that polarization signals repress large sets of genes, the repressive activity of polarization-specific transcription factors has not been studied in detail (Bhatt et al., 2012, Martinez et al., 2013). Recently, a whole new spectrum of next-generation sequencing-based methods has evolved, enabling the characterization of the molecular features of transcriptional repression in macrophages at an unprecedented level (Hah et al., 2015, Kang et al., 2017).

IL-4- or IL-13-induced alternative macrophage polarization occurs in a number of pathological processes including nematode infection, tumor development, lung inflammation, and fibrosis (Gordon and Martinez, 2010). Given the complex immunological milieu that characterizes each of these conditions, alternatively polarized macrophages are likely to encounter inflammatory stimuli as well (Fort et al., 2001, Ruffell et al., 2012). It has been shown that *in vitro* modeling of complex immunological microenvironment by IL-4 and IFN-γ co-stimulation leads to the attenuation of IFN-γ-induced transcriptional activation due to the effects of IL-4 on restrictive set of auxiliary transcription factors in mouse macrophages (Piccolo et al., 2017). These results suggest that alternatively polarized macrophages exhibit an altered responsiveness to inflammatory signals. The underlying crosstalk at the epigenomic and transcriptional levels remained largely unexplored. One of the effector functions of macrophages is the integration of different danger signals with NLRP3 inflammasome activation (Rathinam and Fitzgerald, 2016). Inflammasomes play key roles in the generation of secreted forms of proinflammatory IL-1β and IL-18 from their precursors. In parallel, macrophages undergo active NLRP3 inflammasome-dependent cell death termed “pyroptosis” (Rathinam and Fitzgerald, 2016). The integration of this process to inflammatory epigenomic signaling is also not known.

We sought to address these questions regarding the integration and regulation of the alternatively polarized macrophage phenotype by carrying out systemic genome-wide studies.

## Results

### IL-4 Induces Transcriptional Activation and Repression via STAT6

We determined the STAT6-dependent IL-4-regulated genes in a time course in wild-type (WT) and *Stat6*^−/−^ bone marrow-derived macrophages (BMDMs) using RNA-seq (Figure S1A). First, we examined the gene expression pattern of the 1,614 IL-4-regulated genes (Fc ≥ 2, p value < 0.05) and identified four IL-4-induced gene expression clusters based on expression dynamics and fold induction (Figures 1A and S1B; Table S1). We also found that a high proportion of IL-4-responsive genes (39%) were repressed. Repression by IL-4 was observed after 3 hr and remained attenuated at later time points (6, 24 hr) (Figure 1A, cluster E; Table S1). IL-4-mediated repression is dependent on STAT6 (Figure 1B). For validation, we measured the mRNA level of six IL-4-repressed (*Abca1*, *Clec4d*, *Fos*, *Tlr2*, *Cd14*, and *Nlrp3*) and three activated (*Klf4*, *Hbegf*, and *Edn1*) genes with RT-qPCR, and we confirmed the IL-4-mediated and STAT6-dependent regulation (Figures 1C and S1C).

**Figure 1:**
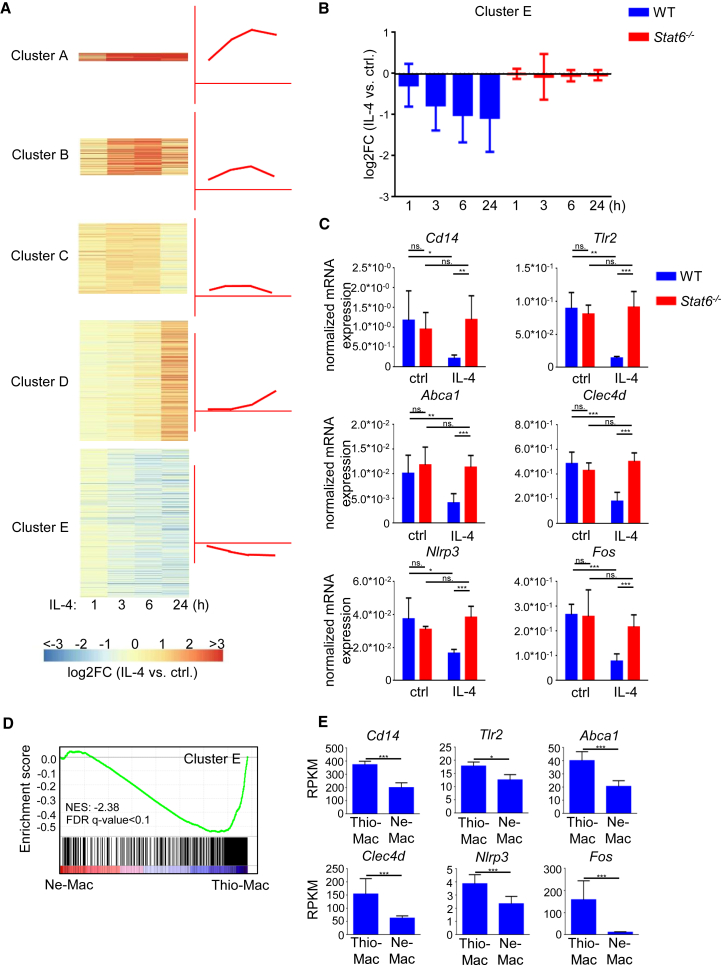
The IL-4-STAT6 Signaling Pathway Induced Gene Expression during Mouse Alternative Macrophage Polarization (A) Heatmap of IL-4-regulated (p value ≤ 0.05, FC ≥ 2) gene expression clusters in WT murine BMDMs. Data represent the average fold changes of four individual animals. (B) The average fold change from the IL-4-repressed gene cluster at the indicated time points following IL-4 stimulation in WT (n = 4) and *Stat6*^−/−^ (n = 2) BMDMs. Error bars represent means ± SD. (C) RT-qPCR analysis of gene expression on a set of IL-4-repressed genes in WT and *Stat6*^−/−^ BMDMs. BMDMs were treated with IL-4 for 6 hr. Data are representative of five individual animals per genotype from two independent experiments. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ns, not significant change. Error bars represent means ± SD. (D) GSEA analysis of IL-4-repressed genes (*in vitro*) against a ranked list of genes regulated in the *Brugia malayi*-implanted mice-derived macrophages (Ne-Mac) compared to the intraperitoneal thioglycollate-administrated mice-derived peritoneal macrophages (Thio-Mac). (E) Expression of IL-4-repressed genes in the *Brugia malayi*-implanted mice-derived macrophages (Ne-Mac) and the intraperitoneal thioglycollate-administrated mice-derived peritoneal macrophages (Thio-Mac). Reads per kilobase per million values (RPKM) are presented as the mean and SD of three individual animals per group quantified by RNA-seq. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001.

Filarial nematode infection is associated with the accumulation of alternatively polarized macrophages, exhibiting elevated expression of *Ym1* and *Fizz1*/RELM-α (Anthony et al., 2006). In order to determine whether transcriptional repression in response to alternative polarization signals occurs *in vivo*, we compared the gene expression profile of peritoneal macrophages from *Brugia malayi* nematode-implanted mice (Ne-Mac) and thioglycollate-elicited peritoneal macrophages (Thio-Mac) utilizing publicly available RNA-seq data (Thomas et al., 2012). Gene set enrichment analysis (GSEA) showed that the *in vitro* IL-4-repressed gene set was significantly enriched (FDR q-value < 0.1, NER: −2.38) among the genes that were downregulated in response to nematode infection in peritoneal macrophages (Figure 1D). In addition, all selected IL-4-STAT6-repressed genes were significantly downregulated during *Brugia malayi*-induced *in vivo* alternative macrophage polarization compared to thioglycollate-elicited peritoneal macrophages (Figure 1E).

Next, we determined whether IL-4-STAT6 signaling represses gene expression at the transcriptional or post-transcriptional level. 

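BMDMs are macrophages grown from mouse bone marrow, and ChIP-seq sequences the DNA that an antibody pulls down with a protein or a histone mark. For the exposure of 1 hr to IL-4 (20 ng/ml), the files analysed here hold 2 untreated and 2 IL-4-treated samples for each of RNAPII-pS5, RNAPII-pS2, and H3K27Ac. GRO-seq was not in the files analysed here. The authors aligned the reads to mm10 with BWA and called peaks in each sample separately, with MACS2 for RNAPII (q-value cut-off of 0.01) and with HOMER's findPeaks for H3K27Ac. They removed blacklisted regions and deposited a list of annotated peaks per sample, without reads or coverage. The depth is therefore unknown, and the number of peaks is the nearest record of it. RNAPII-pS5 had 35424 and 30639 peaks in the untreated replicates and 31883 and 30420 peaks in the IL-4 replicates. RNAPII-pS2 had 16689 and 20677 untreated peaks and 16479 and 19492 IL-4 peaks by the sample labels. H3K27Ac had 27750 and 27797 untreated regions and 26995 and 26982 IL-4 regions, each 1001 bp wide. The score of a MACS2 peak is the −log10 of a p- or q-value, which grows with depth as well as with enrichment, while the score of an H3K27Ac region is a signal of normalized tags. In the H3K27Ac lists, 1 tag was worth 0.307 and 0.312 in the untreated replicates and 0.331 and 0.347 in the IL-4 replicates, so the untreated samples held more tags. For each gene, the scores of the peaks annotated to it and not intergenic were summed, and for each STAT6 site the highest score of an overlapping peak was taken. A missing peak was given the lowest score found in that antibody's files, scores were put on a log2 scale, and each sample was centred on the median of the peaks or genes shared by all samples. A log2 change is thus a change of peak score and not a fold change of binding. Mean changes were tested by flipping the signs of the single changes at random across genes or sites (permutation test, 100000 resamples), for which 1e-05 is the smallest p that can be given. Genes and sites are not independent replicates, and an exact permutation test of 2 samples against 2 samples cannot give a p under 0.333. Replicate numbers come from the labels, and samples with the same number did not deviate together from their group means (r = 0.032 for RNAPII-pS5, 0.012 for RNAPII-pS2, and 0.048 for H3K27Ac across shared peaks). In the 4 RNAPII-pS2 lists, the names of the peaks carry the treatment opposite to the label of the sample. The labels were followed, and values of RNAPII-pS2 at 1 hr are given by the labels. The change by the labels ran against the paper's own values per gene (Spearman rho −0.528 across 2443 genes), which favours swapped labels. The signs of these RNAPII-pS2 values should therefore not be read as effects of IL-4.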

We assessed the immediate early effect of IL-4 on two serine phosphorylated forms of RNA polymerase II (RNAPII), the active histone mark H3K27Ac using chromatin immunoprecipitation sequencing (ChIP-seq), and nascent RNA expression by Global Run-On sequencing (GRO-seq) after 1 hr of exposure. Elongation-specific RNAPII-pS2 ChIP-seq revealed 5,931 gene bodies, exhibiting significantly changing read enrichments (3,008 downregulated and 2,923 upregulated, p ≤ 0.1) (Figure S2A and Table S2). 

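RNAPII-pS2 peak scores were summed for the 8687 genes with a peak in at least 2 of the 4 samples and compared with limma, a linear model with a spread shared across genes. By the sample labels, 962 genes were lower and 950 genes were higher after IL-4 at a limma p of at most 0.1. Benjamini-Hochberg adjustment moved these counts most, to 33 lower and 23 higher genes, with a smallest adjusted p of 0.098 from limma. With the replicate number as a block, which pairs the samples by the numbers of the labels, 989 genes were lower and 928 higher, and the smallest adjusted p from limma was 0.234. The pairing had no visible basis in the values, since deviations of samples with the same number correlated at r = 0.012. Leaving out each replicate in turn gave between 706 and 1144 lower genes and between 720 and 1048 higher genes. The names of the peaks in these lists carry the treatment opposite to the labels.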

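The changes after IL-4 were compared across genes that had peaks of both antibodies in at least 2 samples each. By the sample labels, the changes of RNAPII-pS2 and RNAPII-pS5 gave a Pearson r of −0.257 (permutation p = 1e-05) and a Spearman rho of −0.249 (permutation p = 1e-05) across 8028 genes. RNAPII-pS2 and H3K27Ac gave a Pearson r of −0.208 (permutation p = 1e-05) and a Spearman rho of −0.313 (permutation p = 1e-05) across 7279 genes. These 2 relations were the only ones computed in the family, and Benjamini-Hochberg adjustment left their p at 1e-05. The correlations run across genes, which are not independent replicates. Counting intergenic peaks annotated to a gene as well moved r furthest, to −0.336 for RNAPII-pS5 and −0.279 for H3K27Ac. The peak names in the RNAPII-pS2 lists state the opposite treatment to the labels used for these changes. With the labels exchanged, both correlations would be positive. The paper set the marks beside each other at gene bodies and concluded that RNAPII-pS2 binding, RNAPII-pS5 binding, H3K27Ac, and nascent RNA vary together.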

RNAPII-pS2 binding showed positive correlation with transcription initiation-specific RNAPII-pS5 binding, H3K27Ac enrichment, and nascent RNA expression at the gene bodies (Figure S2B). Importantly, the gene bodies of IL-4-repressed genes (cluster E) showed attenuated RNAPII-pS2, RNAPII-pS5, and H3K27Ac enrichment and nascent RNA expression (Figures 2A, 2B, and S2C). 

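Of the 625 genes of cluster E, 579 had an RNAPII-pS5 peak in at least 1 sample. Their mean centred log2 score of RNAPII-pS5 was −0.412 ± 0.009 (SD, n = 2) in untreated BMDMs and −0.714 ± 0.012 (SD, n = 2) after IL-4, a mean log2 change of −0.303 (sign-flip permutation p = 1e-05). The change lay between −0.318 and −0.288 in the 4 pairs of an untreated and an IL-4 sample, and 75.1% of the genes were lower after IL-4. H3K27Ac was measured at 529 of these genes and went from 0.269 ± 0.025 (SD, n = 2) to 0.009 ± 0.012 (SD, n = 2), a mean log2 change of −0.259 (permutation p = 1e-05) with 80.3% of the genes lower. For RNAPII-pS2, with 471 genes, the mean score by the labels went from −1.180 ± 0.024 (SD, n = 2) to −0.514 ± 0.072 (SD, n = 2), a mean log2 change of 0.666 (permutation p = 1e-05) with 76.0% of the genes higher. The peak names in those lists give the reverse treatments, under which RNAPII-pS2 was lower after IL-4. All 4 pairs of samples changed in the same direction for each antibody. The H3K27Ac change was largest, −0.346, when only genes with a region in every sample were kept. From lower enrichment of these marks and of nascent RNA over the gene bodies of cluster E, the paper concludes that IL-4 represses these genes at the level of transcription.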

In contrast, IL-4-dependent induction of RNAPII-pS2, RNAPII-pS5, and H3K27Ac enrichment as well as nascent RNA expression was detected at gene bodies of IL-4-induced genes (clusters A–C) (Figures 2A, S2C, and S2D). 

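RNAPII-pS5 rose at the genes of all 3 clusters. The mean log2 change was 1.722 at 29 of the 32 genes of cluster A, 0.612 at 149 of the 164 genes of cluster B, and 0.222 at 271 of the 292 genes of cluster C (sign-flip permutation p = 1e-05 for each). In cluster A the mean centred log2 score went from −2.613 ± 0.082 (SD, n = 2) in untreated cells to −0.891 ± 0.184 (SD, n = 2) after IL-4, and in cluster C from −0.637 ± 0.031 (SD, n = 2) to −0.415 ± 0.003 (SD, n = 2). H3K27Ac rose by 1.179 on the log2 scale at 23 genes of cluster A (permutation p = 6.4e-04), by 0.854 at 132 genes of cluster B, and by 0.546 at 254 genes of cluster C (permutation p = 1e-05 for both). By the sample labels, RNAPII-pS2 changed by −1.747 at 25 genes of cluster A (permutation p = 9e-05), −1.120 at 122 genes of cluster B, and −0.783 at 222 genes of cluster C (permutation p = 1e-05 for both), while the peak names of these lists give the reverse treatments. Every one of the 4 pairs of samples showed the direction of the mean in each of these comparisons. Cluster D, the remaining set of IL-4-induced genes, changed little after 1 hr, with a mean log2 change of 0.007 for RNAPII-pS5 (permutation p = 0.843), 0.043 for H3K27Ac (permutation p = 0.289), and −0.065 for RNAPII-pS2 by the labels (permutation p = 0.228). The smaller number of RNAPII-pS2 genes limits cluster A: restricted to the 7 genes with a peak in every sample, its change was −0.499 (exact permutation p = 0.359). From increased marks at clusters A–C beside decreased marks at cluster E, the paper concludes that IL-4-STAT6 signaling represses genes directly, mainly through transcription.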

These results indicate that IL-4-STAT6 signaling directly represses gene expression, primarily at the transcriptional level during alternative macrophage polarization *in vitro* and *in vivo*.

**Figure 2:**
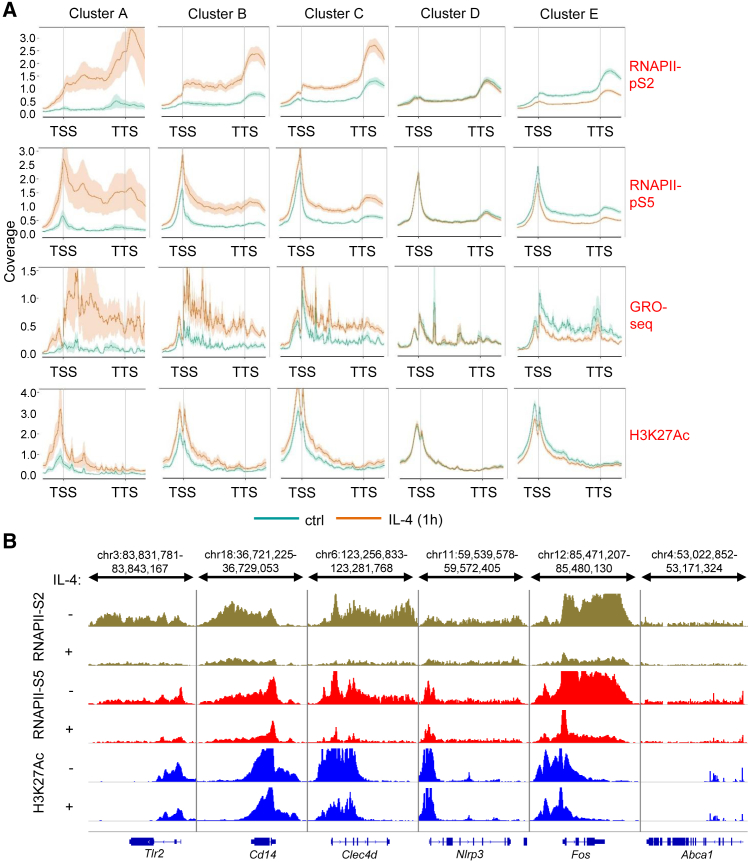
Changes in RNAPII and H3K27Ac Enrichments as well as Nascent RNA Transcription Are Immediate Early Markers of IL-4-STAT6-Regulated Transcription (A) Metagene plot of RNAPII-pS5-, RNAPII-pS2-, and H3K27Ac-specific ChIP-seq enrichments and GRO-seq signals on the gene bodies of regulated gene clusters (Figure 1A) in the presence of IL-4 in WT BMDMs (TSS, transcription start site; TTS, transcription termination site). Coverage is defined as read count per million mapped reads. Data (H3K27Ac, RNAPII-pS2, and RNAPII-pS5) are combined from two independent biological replicates. (B) H3K27Ac, RNAPII-pS5, and RNAPII-pS2 ChIP-seq signals at the selected IL-4-repressed gene bodies. ChIP-seq signals are visualized by the Integrative Genomics Viewer. Data are representative of two independent biological replicates. BMDMs were treated with IL-4 for 1 hr.

### IL-4-Activated STAT6 Binding Is Required for Transcriptional Repression

We also determined the STAT6 cistrome using a time course of 1, 6, and 24 hr of IL-4 stimulation (Figure S1A). STAT6 binding was negligible in unstimulated BMDMs (Figure 3A), but as little as 1 hr of stimulation dramatically induced the binding of STAT6, which was followed by a decline after 24 hr (Figure 3A). Comparing the STAT6 cistrome (20,119 genomic regions in IL-4-stimulated cells) to the RNAPII-pS5-positive genomic regions revealed that 60.5% of STAT6 peaks overlapped with the union of those genomic regions bound by RNAPII-pS5 in resting or IL-4-treated BMDMs (Figure 3B), suggesting that transcription could be directly regulated by STAT6 at these sites. 

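Of the STAT6 sites of Table S3, the first 1998 sites of each cluster were available for analysis, in mm10 coordinates. The lists are cut off partway through the chromosomes, so the clusters cover different parts of the genome. An RNAPII-pS5 peak overlapped 1987 repressor sites, 1982 neutral sites, and 1980 activator sites in at least 1 of the 4 samples, or 99.5%, 99.2%, and 99.1%. The paper formed the clusters only from STAT6 peaks positive for RNAPII-pS5, so shares near 100% were set by that choice. They cannot be set against the paper's share among all STAT6 peaks. At repressor sites the mean centred log2 score was −0.295 ± 0.036 (SD, n = 2) in untreated BMDMs and −0.907 ± 0.048 (SD, n = 2) after 1 hr of IL-4, a mean log2 change of −0.612 (sign-flip permutation p = 1e-05). At activator sites it was −1.796 ± 0.021 (SD, n = 2) and −0.461 ± 0.086 (SD, n = 2), a mean log2 change of 1.336 (permutation p = 1e-05). At neutral sites the change was −0.023 (permutation p = 0.226), and the 4 pairs of samples ranged from −0.083 to 0.038. A change at sites was counted as past the threshold when its permutation p was at most 0.0001 and its ratio at least 1.15 in either direction, which held for the repressor and activator sites. The paper applies a ratio of 1.15 to read coverage, which is not the scale of peak scores. A floor 4 times as high for missing peaks moved the repressor value most, to −0.359, and keeping only the upper 50% of each sample's peaks by score moved the activator value most, to 0.455. The paper assigned the clusters from RNAPII-pS5 reads of the same samples by DiffBind, so these changes restate its grouping on the scale of peak scores. On this basis the paper divided the STAT6-bound regions by the direction in which IL-4 regulates RNAPII-pS5.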

Therefore, we next classified the RNAPII-pS5-positive STAT6 peaks based on IL-4-dependent regulation of RNAPII-pS5 binding, and we divided the STAT6-bound genomic regions into three different clusters: “repressor,” “neutral,” and “activator” STAT6 peak clusters (Figure 3C and Table S3). We noted that repressor and neutral STAT6 peaks showed typically lower occupancies if compared to the IL-4-induced RNAPII-pS5-associated activator STAT6 peaks (Figure S3A). Interestingly, IL-4-dependent regulation of RNAPII-pS2 binding as well as H3K27Ac enrichments showed similar patterns to RNAPII-pS5 in all three STAT6 clusters (Figures 3C and 3D). 

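H3K27Ac regions overlapped 1426 of the 1998 repressor sites, 1502 of the neutral sites, and 1326 of the activator sites. At repressor sites, the mean centred log2 signal was 0.955 ± 0.070 (SD, n = 2) in untreated cells and 0.781 ± 0.060 (SD, n = 2) after IL-4, a mean log2 change of −0.174 (sign-flip permutation p = 2e-05). The 4 pairs of samples ranged from −0.266 to −0.082, and 85.4% of the sites were lower, but the mean ratio of 0.886 did not reach the cut-off of 1.15 in either direction. With only sites that had a region in every sample, the change was −0.478 (permutation p = 1e-05). At activator sites H3K27Ac went from −0.548 ± 0.023 (SD, n = 2) to 0.514 ± 0.008 (SD, n = 2), a mean log2 change of 1.062 (permutation p = 1e-05), and at neutral sites it changed by 0.066 (permutation p = 0.0239). RNAPII-pS2 peaks overlapped 1303 repressor, 873 neutral, and 1232 activator sites. By the sample labels, RNAPII-pS2 changed by 0.648 at repressor sites (permutation p = 1e-05), −0.031 at neutral sites (permutation p = 0.317), and −1.218 at activator sites (permutation p = 1e-05). The peak names in the RNAPII-pS2 lists carry the opposite treatments, under which the changes at repressor and activator sites have the sign of RNAPII-pS5. Its 2 replicates of each group lay closer together than the groups did, with −1.384 ± 0.127 (SD, n = 2) against −0.736 ± 0.059 (SD, n = 2) at repressor sites. The paper reports that RNAPII-pS2 and H3K27Ac followed the RNAPII-pS5 pattern in each cluster in its read enrichments.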

These findings support the conclusion that IL-4-activated STAT6 can be associated with either transcriptional activation or repression at different genomic loci.

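Counted site by site, RNAPII-pS5 was lower after IL-4 at 82.5% of the repressor sites with a peak and higher at 87.5% of the activator sites with a peak. For H3K27Ac, 85.4% of the repressor sites were lower and 89.3% of the activator sites higher, while 48.4% of the neutral sites were lower and 51.6% higher. The mean RNAPII-pS5 change at repressor sites was −0.603 between the samples numbered 1 and −0.620 between those numbered 2, and at activator sites it was 1.411 and 1.260. Among the alternatives, H3K27Ac at activator sites moved most with the upper 50% of peaks, where its mean log2 change was 0.662. From opposite changes of the same marks at different STAT6-bound loci, the paper concludes that STAT6 can accompany activation at some sites and repression at others.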

**Figure 3:**
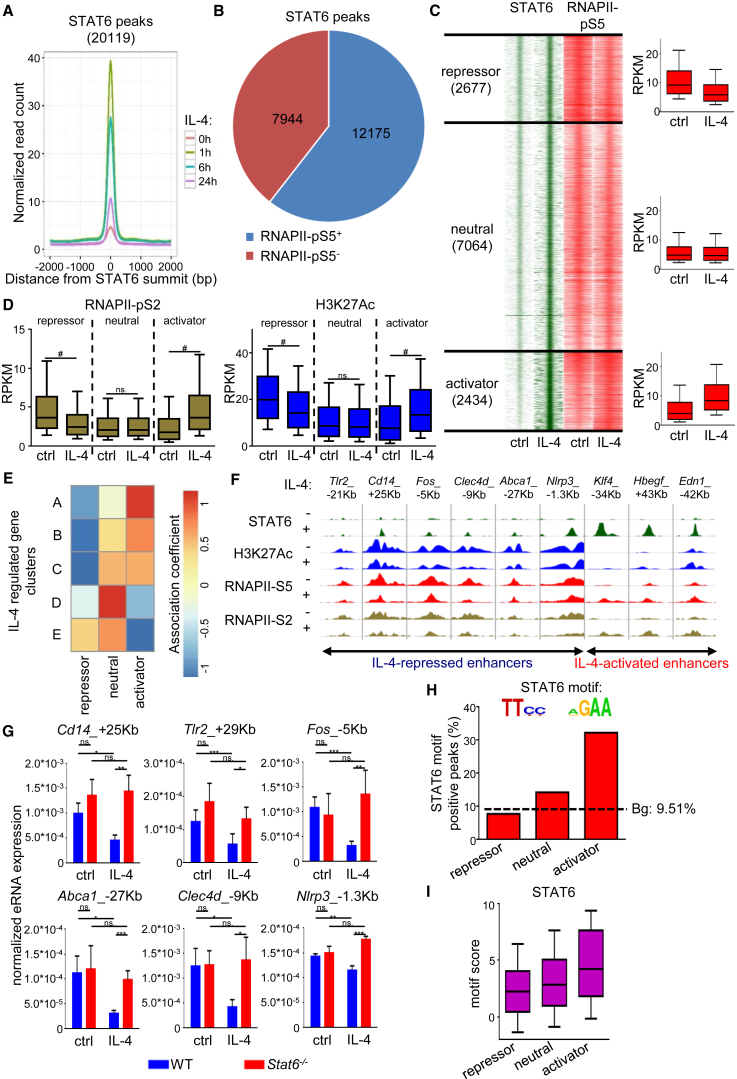
RNAPII-pS5-Based Characterization of IL-4-Activated STAT6 Cistrome in Mouse Macrophages (A) Histograms of the average coverage of STAT6 peaks at the indicated period of time following IL-4 treatment in WT BMDMs. (B) Pie chart of the RNAPII-pS5-positive and -negative STAT6-bound regulatory regions, 1 hr of IL-4 stimulation. (C) Read distribution plot of ChIP-seq intensities for STAT6 and RNAPII-pS5 around the summit of the detected STAT6 peaks in a 4 kb window (left). Clustering of STAT6-RNAPII-pS5 co-bound genomic regions was based on the usage of DiffBind analysis (p ≤ 0.05). Boxplots of the average RPKM values for RNAPII-pS5 in each cluster (right). Boxes encompass the 25^th^ to 75^th^ percentile RPKMs. Whiskers extend to the 10^th^ and 90^th^ percentiles. (D) Boxplots of RNAPII-pS2 and H3K27Ac read enrichments (RPKM) around the identified STAT6 peak clusters in WT BMDMs. Boxes encompass the 25^th^ to 75^th^ percentile RPKMs. Whiskers extend to the 10^th^ and 90^th^ percentiles. (E) Heatmap of correlations between STAT6 peak (C) and IL-4-regulated gene clusters (Figure 1A) based on genomic proximity and functional chromatin domain prediction. (F) Integrative Genomics Viewer snapshots of STAT6, H3K27Ac, RNAPII-pS5, and RNAPII-pS2 ChIP-seq signals on a set of IL-4-repressed and activated genomic loci. (G) RT-qPCR measurements of eRNA expression at IL-4-repressed enhancers in WT and *Stat6*^−/−^ macrophages. (H) Bar plots showing the percentage of the STAT6 motif-positive STAT6 peaks in the clusters on (C). The STAT6 binding motif was used for targeted search. Dashed line indicates background (Bg: 9.51%). (I) Boxplot of STAT6 motif scores at the functionally distinct STAT6 peak clusters. Boxes encompass the 25^th^ to 75^th^ percentile motif scores. Whiskers extend to the 10^th^ and 90^th^ percentiles. BMDMs (B–D, F, and G) were treated with IL-4 for 1 hr. Data in (A)–(D) are combined from two independent biological replicates. Changes in (D) were considered significant at p < 0.00001 using paired t test and an average fold change cut off value of ≥ 1.15 was used between control and IL-4-treated samples. # means significant difference, n.s. indicates not significant change. Data in (F) are representative of two independent biological replicates. Data in (G) are representative of five individual animals per genotype from two independent experiments. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ns, not significant change. Error bars represent mean ± SD.

Next we assigned STAT6-bound genomic regions to genes in order to assess the correlation between IL-4-repressed enhancer activity (RNAPII-pS5 by ChIP-seq) and gene expression (mRNA by RNA-seq). For this analysis, we predicted the sub-topologically associated domains (subTADs) in which gene regulation by STAT6 might take place, using CTCF and RAD21 ChIP-seq datasets from BMDM, utilizing a previously described algorithm (Daniel et al., 2014, Rao et al., 2014). As shown in Figure 3E, we found that repressor STAT6 peaks were tightly associated with the IL-4-repressed gene cluster (cluster E). In contrast, activator STAT6 peaks were associated with the immediate early IL-4-induced genes represented by clusters A–C (Figure 3E). These results suggest a tight connection between STAT6-dependent regulation of enhancer activity and neighboring gene expression in the same genomic compartment or transcription unit.

To understand the IL-4-STAT6 signaling-mediated transcriptional regulation in more detail, we carried out analyses on individual genes and enhancers. For the selected repressed and activated genes, we identified at least one STAT6-bound enhancer showing reduced and induced H3K27 acetylation and RNAPII binding, respectively (Figure 3F). 

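The enhancers were placed by the distance in their name from the transcription start site of the GENCODE vM21 gene in mm10, and the highest score of a peak within 1000 bp was taken in each of 2 untreated and 2 IL-4 samples. The primer positions of the paper were not matched to the genome, so the window is an approximation. At Tlr2_−21Kb (chromosome 3, position 83862767), RNAPII-pS5 scores were 33.27 and 31.80 in untreated cells and 13.92 and 15.79 after IL-4, and H3K27Ac signals fell from 180.5 and 172.5 to 103.0 and 97.9. The centred log2 changes were −1.021 for RNAPII-pS5 and −0.760 for H3K27Ac. At Clec4d_−9Kb (chromosome 6, position 123253111), the log2 changes were −1.227 and −1.191 for the same marks. At Abca1_−27Kb (chromosome 4, position 53186895), H3K27Ac changed by −0.754, while RNAPII-pS5 changed by 0.058 with 2 of the 4 pairs of samples up and 2 down. At Cd14_+25Kb (chromosome 18, position 36701798), RNAPII-pS5 changed by −0.267 and no H3K27Ac region was called in the window. At Fos_−5Kb (chromosome 12, position 85468890), RNAPII-pS5 changed by 0.591, higher in 4 of 4 pairs, and no H3K27Ac region was called either. No RNAPII-pS5, RNAPII-pS2, or H3K27Ac peak was called within 1000 bp of Nlrp3_−1.3Kb (chromosome 11, position 59540268). Within 2000 bp of it, RNAPII-pS5 changed by 0.092 and RNAPII-pS2 by 0.373 by the labels. Within 2000 bp of Cd14_+25Kb, H3K27Ac changed by −0.324. At the activated enhancers, Klf4_−34Kb (chromosome 4, position 55566466) had no RNAPII-pS5 peak in untreated cells and scores of 27.79 and 17.98 after IL-4, with an H3K27Ac change of 2.150. Hbegf_+43Kb (chromosome 18, position 36472805) changed by 0.643 in RNAPII-pS5 and 1.977 in H3K27Ac, and Edn1_−42Kb (chromosome 13, position 42259476) by 0.601 and 0.989. RNAPII-pS2 by the sample labels changed by 1.715 at Tlr2_−21Kb, 1.764 at Abca1_−27Kb, −1.772 at Klf4_−34Kb, −2.891 at Hbegf_+43Kb, and −1.958 at Edn1_−42Kb, with the peak names carrying the opposite treatments. It changed by 0.072 at Clec4d_−9Kb, 0.128 at Fos_−5Kb, and −0.003 at Cd14_+25Kb, each with 2 pairs up and 2 down. Apart from Abca1_−27Kb, each RNAPII-pS5 and H3K27Ac change given within 1000 bp had the direction of the mean in 4 of 4 pairs. With 2 samples against 2, that is as far as an exact permutation test can go (p = 0.333). A window of 500 bp moved Edn1_−42Kb most, to a RNAPII-pS5 change of 3.996. From such loci the paper concludes that the selected genes have at least one STAT6-bound enhancer whose acetylation and RNAPII binding change with the gene.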

Enhancer RNA (eRNA) expression is a reliable marker of enhancer activity (Natoli and Andrau, 2012). Therefore, we measured eRNA expression at the repressor and activator STAT6 peaks by RT-qPCR. The expression of eRNAs were regulated in a similar manner as the enrichment of RNAPII-pS5 and RNAPII-pS2 and changes of H3K27Ac levels at the repressor and activator STAT6 sites in WT BMDMs (Figures 3F, 3G, and S3B). Importantly, IL-4-mediated regulation of eRNA expression was abolished in the absence of STAT6 at the examined enhancers (Figures 3G and S3B). Taken together, these results show that IL-4-activated STAT6 is required for the transcriptional repression characterized by decreasing RNAPII binding, histone acetylation, and consequently enhancer activity.

### STAT6 Binds to Repressed Sites in the Absence of a Canonical Binding Motif

In order to investigate whether the functional characteristics of STAT6 peaks (activator versus repressor) are influenced by their genomic localization and/or the DNA sequences they are associated with, we analyzed the genomic distribution of STAT6 peak clusters. We found only minor differences between the distinct STAT6 peak clusters regarding genomic localization relative to genes (Table S4). The majority of STAT6 peaks were localized in intergenic and intronic regions in the genome in all three clusters, and only about 10% of STAT6 binding sites were detected in promoter-proximal regions (Table S4). We also examined the enrichment of active histone mark H3K4m1 at the STAT6-bound genomic regions using a publicly available ChIP-seq dataset (Ostuni et al., 2013). Although H3K4m1 enrichment was observed at more than 98% of STAT6-bound genomic regions, it was not influenced by IL-4 treatment (Table S4, Figure S3C). These findings suggest that STAT6 primarily binds enhancers and that the functional characteristics of different STAT6 peak clusters cannot be explained by their genomic localization relative to genes.

Next, we carried out *de novo* motif enrichment analysis of the sequences under the STAT6 peaks. PU.1, TRE, RUNX, and C/EBP motifs were enriched under all three clusters (Figure S3D). However, the canonical STAT6 motif was significantly under-represented under repressor and neutral STAT6 peaks if compared to the activator STAT6 peaks (Figures 3H and S3D). Plotting the motif scores for PU.1, TRE, RUNX, and C/EBP revealed no significant differences between the different STAT6 peak clusters (Figure S3E). In contrast, motif score for STAT6 was lower in the repressor and neutral STAT6 peak clusters compared to the activator STAT6 peak cluster (Figure 3I). Considering that the presence of STAT6 is needed for repression (Figure 1B), these findings raise the possibilities that STAT6 is bound without direct DNA contact or that it recognizes non-canonical STAT6-binding motifs at repressed enhancers.

### STAT6-Mediated Repression of Enhancer Activity Is Accompanied by Decreased Chromatin Accessibility and Lineage-Determining Transcription Factor Binding

We investigated whether chromatin accessibility is affected at the STAT6-bound genomic regions by performing Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq) experiments. Our genome-wide analyses showed increased chromatin accessibility at the activator STAT6-bound sites (Figure 4A), while significant reduction was detected in chromatin accessibility at the repressor STAT6-bound genomic regions (Figure 4A). These results suggest that both STAT6-mediated enhancer activation and repression are associated with the modification of chromatin structure during alternative macrophage polarization.

**Figure 4:**
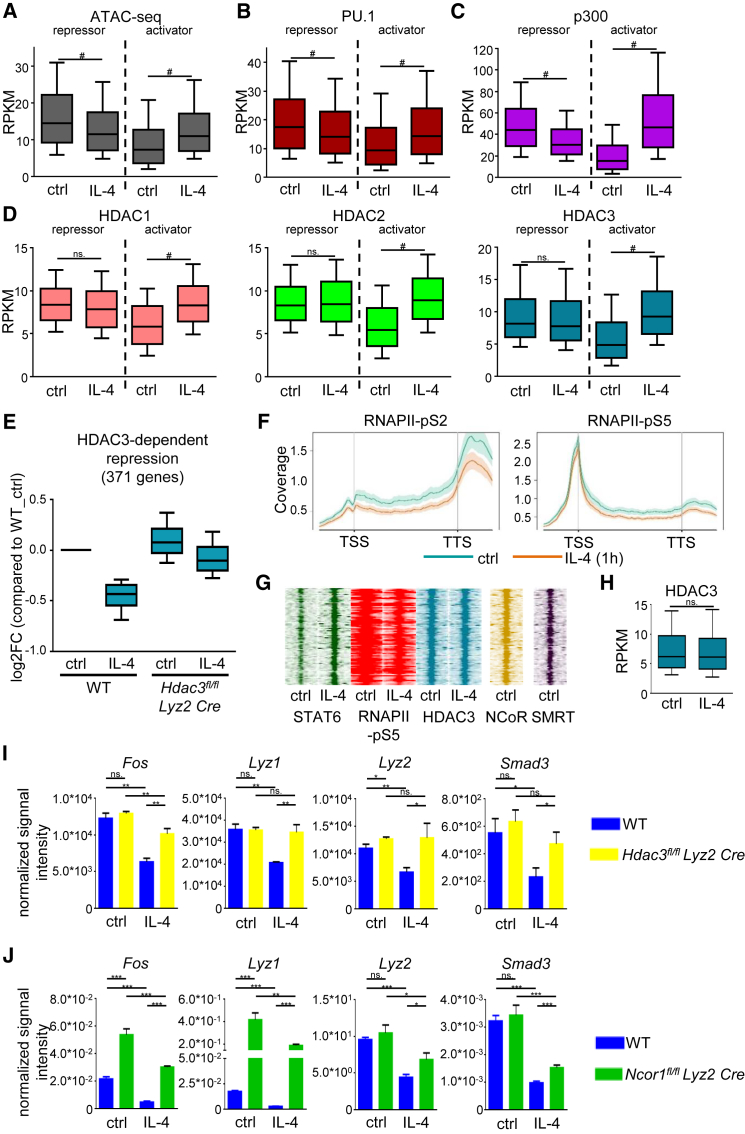
IL-4-Induced Changes at Repressor and Activator STAT6 Sites and the Role of HDAC3 in IL-4-STAT6-Mediated Repression (A–D) Boxplots of ATAC-seq (A) and ChIP-seq (B–D) signals for PU.1 (B), p300 (C), HDAC1 (D), HDAC2 (D), and HDAC3 (D) on the repressor and activator STAT6 sites in WT BMDMs. Boxes encompass the 25^th^ to 75^th^ percentile RPKMs. Whiskers extend to the 10^th^ and 90^th^ percentiles. (E) Boxplots of the expression of IL-4-HDAC3-dependent repressed genes in WT (n = 3) and *Hdac3^fl/fl^ Lyz2 Cre* (n = 3) BMDMs using publicly available microarray results. Boxes encompass the 25^th^ to 75^th^ percentile changes. Whiskers extend to the 10^th^ and 90^th^ percentiles. (F) Metagene plots of RNAPII-pS5 and RNAPII-pS2 signals at the gene bodies of IL-4-HDAC3-dependent repressed genes. Coverage is defined as read count per million mapped reads. (G) Read distribution plot of ChIP-seq intensities for RNAPII-pS5, STAT6, HDAC3, NCoR, and SMRT around the summit of the detected STAT6 peaks at the IL-4-repressed enhancers (n = 325) in the subTADs of HDAC3-dependent repressed genes, 1 hr of IL-4 stimulation. (H) Boxplot of the average HDAC3 binding intensity on the genomic regions (G). Boxes encompass the 25^th^ to 75^th^ percentile RPKMs. Whiskers extend to the 10^th^ and 90^th^ percentiles. (I) Normalized microarray signal intensity of *Fos*, *Lyz1*, *Lyz2*, and *Smad3* in control or IL-4-stimulated WT and *Hdac3^fl/fl^ Lyz2 Cre* BMDMs. (J) RT-qPCR measurements of *Fos*, *Lyz1*, *Lyz2*, and *Smad3* expression in control or IL-4-stimulated WT and *Ncor1^fl/fl^ Lyz2 Cre* iBMDMs. BMDMs were treated with IL-4 for 1 hr (A–D, F–H) or 24 hr (E, I, and J). Data (A–D, F, and H) are combined from two independent biological replicates. Changes (A–D and H) were considered significant at p < 0.00001 using paired t test and an average fold change cut off value of ≥ 1.15 was used between control and IL-4-treated samples. # means significant difference, ns indicates not significant change. Data (I) represent the mean and SD of three independent biological replicates. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ns, no significant difference. Error bars represent means ± SD. Data (J) represent the mean and SD of three independent biological replicates. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ns, no significant difference. Error bars represent means ± SD.

Chromatin openness determines enhancer activity in different cell types (Shlyueva et al., 2014). Moreover, binding of macrophage LDTFs, PU.1, JUNB, IRF8, and C/EBPα are associated with active enhancers in macrophages (Glass and Natoli, 2016). In addition, their binding motifs were among the most enriched transcription factor motifs under STAT6 peaks (Figure S3D). 

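PU.1 is a lineage-determining transcription factor (LDTF) of macrophages, and it is the only LDTF among the files analysed here. The files hold its peaks in 2 untreated samples and 2 samples treated with IL-4 for 1 hr (20 ng/ml). The authors called peaks with MACS2 in each sample, and the lists hold 70936 and 65055 peaks in the untreated replicates and 65403 and 71027 in the IL-4 replicates. The median −log10 peak score was 8.66 and 6.98 in the untreated replicates and 9.95 and 8.27 in the IL-4 replicates, so scores were higher after IL-4 on average but overlapped between the groups. Each sample was therefore centred on the median of the 38796 peaks shared by all 4 samples, and this choice decides the sign of small changes. Deviations of samples with the same replicate number correlated at r = 0.055 across shared peaks.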

Therefore, we decided to determine whether IL-4-STAT6 signaling-mediated repression is associated with modified binding of LDTFs and examined their binding at repressed enhancers in the presence or absence of IL-4 using ChIP-seq. A high portion of the STAT6 cistrome overlapped with the examined LDTF cistromes except for JUNB, which showed moderated overlap (Table S4). 

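A PU.1 peak in at least 1 of the 4 samples overlapped 98.6% of the 1998 listed repressor STAT6 sites, 97.6% of the neutral sites, and 95.6% of the activator sites by at least 1 bp. The paper's reported shares in Table S4 are 97.2%, 96.9%, and 93.3%. Single samples covered between 94.54% and 96.15% of the repressor sites. At activator sites the share was 76.88% and 72.62% in the untreated replicates and 91.64% and 93.34% in the IL-4 replicates. Requiring a peak in every sample lowered the shares most, to 91.44% of the repressor, 88.44% of the neutral, and 68.87% of the activator sites. JUNB, IRF8, and C/EBPα were not analysed here.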

Intriguingly, PU.1, JUNB, and C/EBPα binding was significantly decreased, while IRF8 binding was not modulated at the repressed STAT6-bound genomic regions after 1 hr IL-4 treatment in BMDMs (Figures 4B and S4A). 

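At the 1970 repressor STAT6 sites with a PU.1 peak, the mean centred log2 score was 1.065 ± 0.035 (SD, n = 2) in untreated BMDMs and 0.911 ± 0.084 (SD, n = 2) after 1 hr of IL-4. The mean log2 change was −0.154 (sign-flip permutation p = 1e-05), between −0.239 and −0.070 in the 4 pairs of samples, and 62.4% of the sites were lower. The ratio of 0.899 stayed inside the cut-off of 1.15. Without centring, the mean change was 0.180 (permutation p = 1e-05), since the scores of shared peaks were higher in the IL-4 samples. The paper reports reduced PU.1, JUNB, and C/EBPα binding at these regions. It proposes that IL-4-STAT6 signaling shifts LDTF binding in opposite directions at repressed and activated enhancers.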

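At the 1910 activator STAT6 sites with a PU.1 peak, the mean centred log2 score rose from −0.301 ± 0.026 (SD, n = 2) in untreated cells to 0.824 ± 0.090 (SD, n = 2) after IL-4, a mean log2 change of 1.126 (sign-flip permutation p = 1e-05). The 4 pairs of samples ranged from 1.043 to 1.208, and 88.6% of the sites were higher. With the upper 50% of each sample's peaks the change was 0.660, the furthest any alternative moved it. PU.1 at the 1950 neutral sites with a peak changed by 0.165 (permutation p = 1e-05), with a ratio of 1.121 that did not reach the cut-off. For the paper, elevated enrichment of the 4 LDTFs at these enhancers sets them apart from the repressed ones.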

In contrast, all four LDTFs showed significantly elevated binding at the IL-4-activated enhancers following IL-4 stimulation (Figures 4B and S4A). These findings suggest that IL-4-STAT6 signaling pathway modulates the binding of LDTFs at STAT6-activated and -repressed enhancers to opposite directions.

### IL-4-STAT6 Signaling Pathway-Mediated Repression of Enhancers Is Characterized by an Altered p300:HDAC Ratio

The acetylation status and thus the activity of enhancers are tightly controlled by histone acetyltransferase (HAT) and histone deacetylase (HDAC) enzymes (Calo and Wysocka, 2013). 

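p300 is a histone acetyltransferase, which adds acetyl groups to histones, and HDAC1, HDAC2, and HDAC3 are deacetylases, which remove them. Each was profiled in 2 untreated samples and 2 samples treated with IL-4 for 1 hr (20 ng/ml), and the authors called peaks per sample with MACS2. The p300 lists hold 44787 and 66710 peaks in the untreated replicates and 67026 and 69360 in the IL-4 replicates, and the median −log10 score of 11.04 in untreated replicate 1 was well below the 18.18 to 19.23 of the other samples. Untreated replicate 1 of p300 was thus the weakest of its set. HDAC1 had 30511 and 26836 untreated peaks and 23270 and 22340 IL-4 peaks, HDAC2 had 23403 and 20954 untreated and 28017 and 19683 IL-4 peaks, and HDAC3 had 11985 and 8440 untreated and 13599 and 11971 IL-4 peaks. The highest score at each STAT6 site was compared on a log2 scale after centring each sample on its shared peaks, as for the RNAPII samples. Across shared peaks, samples with the same replicate number did not deviate together. The r was 0.013 for p300, 0.000 for HDAC1, 0.028 for HDAC2, and 0.060 for HDAC3. Such an r can miss a shift at one set of sites: at repressor sites, replicate 1 of each HDAC scored above replicate 2 in both groups.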

Therefore, we examined the binding of the histone acetyltransferase p300 as well as classical histone deacetylases, including HDAC1, 2, and 3 at the STAT6-bound genomic regions after 1 hr of IL-4 exposure by ChIP-seq. 

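A p300 peak in at least 1 of 4 samples overlapped 99.75% of the repressor, 99.95% of the neutral, and 99.3% of the activator STAT6 sites, 1998 of which were listed per cluster. For HDAC1 the shares were 92.29%, 92.14%, and 84.18%, for HDAC2 93.44%, 93.24%, and 87.29%, and for HDAC3 83.48%, 79.38%, and 72.62%. The paper's reported values in Table S4 are 99.8%, 99.8%, and 99% for p300, 90%, 89.1%, and 80.2% for HDAC1, 91.8%, 91.7%, and 85.9% for HDAC2, and 81.2%, 74.9%, and 69.1% for HDAC3. In the untreated replicates, 59.51% and 50.65% of the activator sites had an HDAC1 peak, 54.95% and 49.55% an HDAC2 peak, and 38.59% and 27.93% an HDAC3 peak. After IL-4, HDAC3 peaks overlapped 65.22% and 61.26% of the activator sites. The shares of HDAC3 moved most when a peak was required in every sample, to 48.6% of the repressor and 24.37% of the activator sites. The paper reads such overlaps as sites that are either pre-loaded with these enzymes or recruit them upon IL-4.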

We found that the majority of STAT6-bound genomic regions were either pre-loaded by p300 and classical HDACs or recruited these factors upon IL-4 stimulation (Table S4). The binding of p300 was significantly increased at STAT6-activated enhancers, but significantly reduced at STAT6-repressed enhancers upon IL-4 treatment (Figure 4C). 

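At 1984 activator STAT6 sites with a p300 peak, the mean centred log2 score rose from −0.099 ± 0.057 (SD, n = 2) to 1.694 ± 0.008 (SD, n = 2), a mean log2 change of 1.793 (sign-flip permutation p = 1e-05) with 89.7% of the sites higher. At 1993 repressor sites it fell from 1.672 ± 0.172 (SD, n = 2) to 1.443 ± 0.012 (SD, n = 2), a mean log2 change of −0.230 (permutation p = 1e-05) with 77.8% of the sites lower. The ratio of 0.853 at repressor sites passed the cut-off, and the 4 pairs of samples lay between −0.360 and −0.100. Neutral sites rose by 0.272 (permutation p = 1e-05). Without untreated replicate 1, which had the fewest peaks, the change at repressor sites was −0.108, short of the ratio cut-off. Without centring it was 0.441 (permutation p = 1e-05), the largest shift of any alternative. The paper takes lower p300 enrichment at repressed enhancers and higher enrichment at activated ones as opposite regulation of the acetyltransferase by IL-4.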

Interestingly, genome-wide analysis of IL-4-modulated HDAC binding showed significantly enhanced HDAC1, 2, and 3 occupancy at STAT6-activated enhancers, while STAT6-repressed enhancers showed no effect to IL-4, but exhibited HDAC binding at the basal state (Figure 4D). 

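At activator STAT6 sites, the mean log2 change after IL-4 was 0.625 for HDAC1 (1682 sites), 0.813 for HDAC2 (1744 sites), and 1.117 for HDAC3 (1451 sites), each with a sign-flip permutation p of 1e-05 and the same direction in 4 of 4 pairs of samples. HDAC3 went from −1.745 ± 0.032 (SD, n = 2) to −0.628 ± 0.045 (SD, n = 2), and 83.2% of the sites were higher. At repressor sites the changes were smaller, with −0.210 for HDAC1 (1844 sites, permutation p = 1e-05), −0.091 for HDAC2 (1867 sites, permutation p = 2e-05), and −0.139 for HDAC3 (1668 sites, permutation p = 1e-05). HDAC1 passed the ratio cut-off with 0.864, whereas HDAC2 with 0.939 and HDAC3 with 0.908 did not. At repressor sites the 4 pairs of samples ranged from −0.222 to 0.041 for HDAC2 and from −0.286 to 0.010 for HDAC3, with 3 of 4 lower for each, among them both pairs of the same replicate number, and replicate 1 scored above replicate 2 in both groups. At neutral sites the mean log2 changes were −0.099 for HDAC1, 0.068 for HDAC2 (permutation p = 3.3e-04), and 0.205 for HDAC3. The HDAC1 value at repressor sites was −0.017 (permutation p = 0.249) when only sites with a peak in every sample were kept and 0.063 (permutation p = 1e-05) with a floor 4 times as high, and without centring the HDAC3 value was 0.149. The paper concludes from these enrichments that IL-4 increases HDAC occupancy at activated enhancers and leaves the basal HDAC binding of repressed enhancers as it was.

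**Figure D1:**
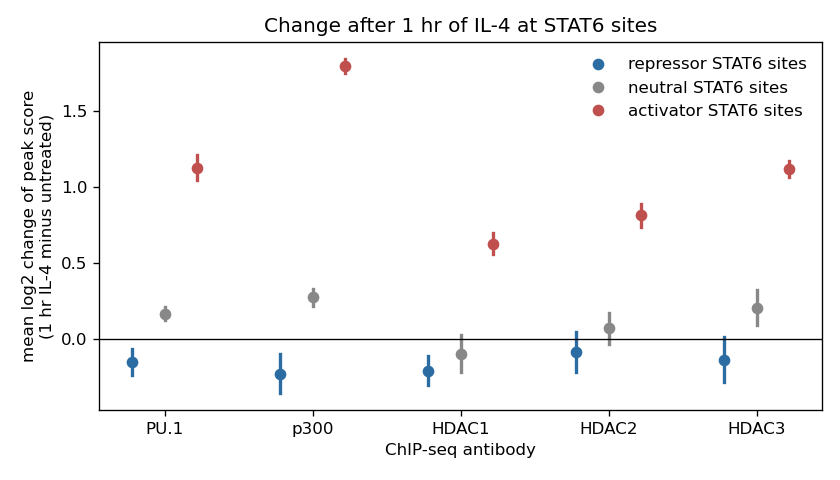
Mean log2 change of the peak score (1 hr IL-4 minus untreated, y axis) of PU.1, p300, HDAC1, HDAC2, and HDAC3 (x axis) at repressor, neutral, and activator STAT6 sites. Points are means over sites, and vertical lines span the 4 pairs of an untreated and an IL-4 sample. Activator sites lie between 0.625 and 1.793, and repressor sites between −0.230 and −0.091.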

Collectively, these results show that STAT6-repressed enhancers are bound by both HATs and HDACs at the steady state and that p300 binding is selectively reduced by IL-4, resulting in a changed equilibrium favoring HDAC activity.

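In untreated BMDMs, p300 peaks overlapped 97.60% and 99.20% of the 1998 repressor STAT6 sites in the 2 replicates. HDAC1 peaks overlapped 85.84% and 79.03%, HDAC2 peaks 84.18% and 78.88%, and HDAC3 peaks 73.42% and 57.96% of these sites. After IL-4 the shares were 99.65% and 99.70% for p300, 71.32% and 69.72% for HDAC1, 85.59% and 74.87% for HDAC2, and 70.37% and 65.42% for HDAC3. On the scale of scores the repressor sites changed by −0.230 for p300 and −0.210 for HDAC1, and the difference between these changes was not tested. Under a stricter rule, a peak in every sample, 97.55% of the repressor sites had p300 and 55.81% had HDAC1. The paper reasons that with both kinds of enzyme present at the steady state, a loss of p300 shifts the balance toward deacetylation.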

### The Presence of HDAC3 Is Required for IL-4-STAT6-Mediated Repression on a Subset of Genes

Direct interactions between classical HDACs and STAT transcription factors have been observed previously in numerous cell types influencing STAT-mediated direct transcriptional regulation (Icardi et al., 2012, Nusinzon and Horvath, 2003). In addition, HDAC3 has been shown to participate in the regulation of alternative macrophage polarization *in vitro* and *in vivo* (Mullican et al., 2011). Thus, we hypothesized that HDAC3, which is present at repressed enhancers (Figure 4D), might also contribute to IL-4-STAT6-induced repression. Therefore, we decided to examine the role of HDAC3 using a dataset from Mullican et al. (2011). Applying K-mean clustering method, we found 1,628 IL-4-repressed genes (p ≤ 0.05) in WT BMDMs (Figure S4B) and identified an IL-4-repressed gene cluster (cluster III, 371 genes) that showed attenuated repression in *Hdac3^fl/fl^ Lyz2 Cre* BMDMs following IL-4 treatment (Figures 4E and S4B). Although the basal expression of these genes did not show major differences between WT and *Hdac3^fl/fl^ Lyz2 Cre* BMDMs, the IL-4-induced repression was partially or completely abolished in the absence of HDAC3 (Figures 4E and S4B). In addition, enrichments of RNAPII-pS5 and RNAPII-S2 were reduced at these gene bodies after 1 hr of IL-4 treatment in WT BMDMs (Figure 4F). Interestingly, 325 STAT6-repressed enhancers were found within the subTADs of IL-4-HDAC3-repressed genes (Figure 4G). These enhancers were bound by HDAC3, but HDAC3 occupancy was not altered by IL-4 stimulation (Figures 4G and 4H). Our results indicate that HDAC3 is required for the IL-4-induced repression of a specific subset of genes.

Due to the fact that HDAC3 is one of the key components of NCoR and SMRT corepressor complexes (Karagianni and Wong, 2007), we decided to determine whether the NCoR-SMRT complex itself participates in IL-4-STAT6-HDAC3-mediated repression as well. First, we determined the occupancy of NCoR and SMRT at HDAC3-bound enhancers using ChIP-seq data generated by others (Barish et al., 2012). We found that the IL-4-STAT6-HDAC3-repressed enhancer set was bound by both NCoR and SMRT in unstimulated BMDMs (Figure 4G). Next, we investigated the requirement of NCoR in the IL-4-STAT6-HDAC3-mediated repression using *Ncor1^fl/fl^ Lyz2 Cre* immortalized bone marrow-derived macrophages (iBMDMs). 

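HDAC3 peaks that the files annotate to these genes were read from 2 untreated and 2 IL-4 samples (1 hr). The strongest peak of Fos lay in intergenic sequence on chromosome 12 of mm10, from 85468647 to 85469064 in untreated replicate 1, with −log10 scores of 43.00 and 33.97 in untreated cells and 52.43 and 47.15 after IL-4. Lyz1 had its strongest peak in intergenic sequence on chromosome 10 (117301754 to 117302189), scored 29.30 and 21.92 untreated and 62.05 and 44.80 after IL-4. Lyz2 had a weak intergenic peak on chromosome 10 (117285059 to 117285299), scored 7.62 and 4.63 untreated, and after IL-4 a promoter peak scored 9.19 in replicate 1 and none in replicate 2. Smad3 had its strongest untreated peak in an intron on chromosome 9 (63716180 to 63716587), scored 55.56 and 45.69. After IL-4, its strongest peak lay at the same place in replicate 1, with a score of 36.78. In replicate 2 it was another intron peak (63738063 to 63738445) with a score of 25.89, so the scores do not follow a single peak. The scores are as deposited, without centring, and 2 samples per group allow no test below an exact permutation p of 0.333. HDAC3 occupancy at their enhancers is one of the grounds on which the paper chose these genes for the experiment without NCoR.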

We selected four genes for this analysis (*Fos*, *Lyz1*, *Lyz2*, and *Smad3*) based on their IL-4-STAT6-HDAC3-dependent repression (Figures 4I, S4C, and S4D) and due to the fact that their enhancers were bound by HDAC3, NCoR, and SMRT (Figure S4C). Gene expression analysis showed that *Fos* and *Lyz1* were expressed at a significantly higher level in unstimulated iBMDMs in the absence of NCoR compared to WT iBMDMs, while the basal expression of *Lyz2* and *Smad3* were not affected by NCoR (Figure 4J). In addition, IL-4-mediated repression of these genes was diminished in *Ncor1^fl/fl^ Lyz2 Cre* iBMDMs (Figures 4J and S4E). In contrast, the basal expression and IL-4-induced repression of HDAC3-independent genes were not affected by NCoR, except for *Abca1* (Figure S4F). Taken together, our findings suggest that IL-4-activated STAT6 mediates transcriptional repression via the NCoR-HDAC3 complex at a subset of genes representing one of the molecular mechanisms for STAT6-dependent transcriptional repression.

### IL-4-STAT6-Mediated Direct Transcriptional Repression Affects the LPS-Induced Inflammatory Program of Macrophages

Next we were wondering whether the repressive action of IL-4-STAT6 leaves its footprint on the epigenome and affects the subsequent response of the cells to other stimuli. Using KEGG pathway analysis, we identified 12 signaling pathways whose overrepresentation was specific to IL-4-repressed genes (Figure S5A). NOD-like receptor signaling and Toll-like receptor signaling among the top hits, which are known to be two major regulators of the inflammatory response (Figure S5A; Chen et al., 2009, Takeda et al., 2003). In addition, upstream transcriptional regulator analysis with Ingenuity Pathway Analysis (IPA) software revealed that the LPS-activated p65 (RelA) is one of the most significantly inhibited transcriptional regulators upon IL-4 stimulation (Figure S5B). Interestingly, the majority of IL-4-STAT6-repressed genes included several members of NOD-like and Toll-like receptor signaling pathways showing attenuated mRNA expression following 24 hr of IL-4 stimulation and reduced STAT6 binding at the repressed enhancers (Figures 1A, 1B, S5C, and S5D). These results raised the possibility that IL-4 is able to modulate the subsequent inflammatory response of the macrophage epigenome via directly repressed enhancers following the dissociation of STAT6.

In order to determine whether prior activation of IL-4-STAT6 signaling is able to influence the inflammatory program of macrophages, we performed RNA-seq as well as RNAPII-pS5-, RNAPII-pS2-, and p65-specific ChIP-seq experiments on IL-4-pretreated and LPS-activated BMDMs (Figure 5A). 

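In the pretreatment experiment, BMDMs received IL-4 (20 ng/ml) for 24 hr or no IL-4, followed by lipopolysaccharide (LPS) for 1 hr or no LPS, which gives the groups ctrl/ctrl, IL-4 PT/ctrl, ctrl/LPS, and IL-4 PT/LPS. The paper gives the LPS dose as 100 nM, while the sample labels give 100 ng/ml. RNAPII-pS5, RNAPII-pS2, and p65 were each profiled in 2 samples per group, or 8 samples per antibody, and RNA-seq was not in the files analysed here. As in the 1 hr experiment, the authors called peaks per sample with MACS2 and deposited annotated peak lists with a −log10 score. RNAPII-pS5 had between 14476 and 22149 peaks per sample, with 14476 and 15349 in ctrl/LPS and 17826 and 18207 in IL-4 PT/LPS. RNAPII-pS2 had between 25838 and 29235 peaks per sample. The p65 lists differed most between groups, with 9706 and 9556 peaks in ctrl/ctrl, 11026 and 10253 in IL-4 PT/ctrl, 26305 and 26820 in ctrl/LPS, and 36738 and 38955 in IL-4 PT/LPS. Scores were summed per gene or taken as the highest per site, put on a log2 scale, and centred on the peaks or genes shared by all 8 samples. Centring removes a shift common to all shared peaks, including one that LPS or IL-4 causes. Deviations of samples with the same replicate number correlated on average at r = −0.004 for RNAPII-pS5, −0.002 for RNAPII-pS2, and −0.013 for p65. A pairing by the numbers of the labels was thus not visible in the peak scores. Whether samples with the same number were prepared together is not known.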

Our global transcriptome analysis identified 1,350 LPS-activated genes (p ≤ 0.05) in BMDMs (Figure 5B, Table S5). Intriguingly, 520 genes showed significantly attenuated (p ≤ 0.05) LPS responsiveness following IL-4 pretreatment including the above examined *Tlr2*, *Cd14*, *Clec4d*, and *Nlrp3* (Figure 5B, Table S5). In addition, LPS-mediated induction of 686 genes was not influenced significantly by IL-4 pretreatment, while 144 genes showed significantly elevated LPS activation in IL-4-pretreated BMDMs (Figure 5B and Table S5), suggesting that the interaction between the two pathways is not a general interference or attenuation, but it takes place on selective genomic regions. Interestingly, 6 out of 12 IL-4-repressed signaling pathways were also significantly overrepresented among the genes that were less induced by LPS following IL-4 pretreatment, including NOD-like receptor and Toll-like receptor signaling pathways (Figure S5E). Next, we investigated whether IL-4-STAT6 signaling modulates LPS-dependent activation of inflammatory genes at the transcriptional or post-transcriptional level. We examined the IL-4- and LPS-regulated binding of RNAPII-pS2 at the gene bodies of LPS-induced genes using ChIP-seq. 

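RNAPII-pS2 scores were compared at the gene sets of Table S5 with peaks in at least 1 of the 8 samples. At 485 of the 520 attenuated genes, the mean centred log2 score rose from −0.551 ± 0.020 (SD, n = 2) in ctrl/ctrl to −0.198 ± 0.031 (SD, n = 2) in ctrl/LPS, a mean log2 change of 0.353 (sign-flip permutation p = 1e-05). It was −0.352 ± 0.031 (SD, n = 2) in IL-4 PT/LPS, a change of −0.154 with IL-4 pretreatment (permutation p = 1.5e-04), lower at 60.0% of the genes. At 638 of the 686 genes not influenced by IL-4 pretreatment, LPS raised RNAPII-pS2 by 0.448 (permutation p = 1e-05), and pretreatment changed it by 0.054 (permutation p = 0.0973). At 138 of the 144 genes with elevated LPS activation, LPS raised it by 0.462 (permutation p = 1e-04) and pretreatment by a further 0.287 (permutation p = 0.00196). Each change kept its direction in 4 of 4 pairs of samples. The increase at the last set depended most on the choice of genes, since it was 0.040 (permutation p = 0.581) at genes with a peak in every sample. The paper reasons that if RNAPII-pS2 at gene bodies follows the mRNA level in each set, the effect of IL-4 pretreatment lies mainly in transcription.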

RNAPII-pS2 binding showed a similar pattern to “steady-state” mRNA level in all three gene expression clusters, suggesting that IL-4 pretreatment modulates LPS-induced gene expression primarily at the transcriptional level (Figure 5C). In order to investigate whether the IL-4-attenuated inflammatory response is STAT6 dependent, we measured the expression of *Tlr2*, *Cd14*, *Clec4d*, and *Nlrp3* in WT and *Stat6*^−/−^ BMDMs after 24 hr of IL-4 pretreatment followed by 3 hr of LPS activation. As expected, IL-4 pretreatment failed to inhibit the LPS response of these genes in the absence of STAT6 (Figure 5D), raising the possibility that IL-4-activated STAT6 can directly modulate LPS responsiveness in macrophages via transcriptional repression of certain components of the inflammatory program.

**Figure 5:**
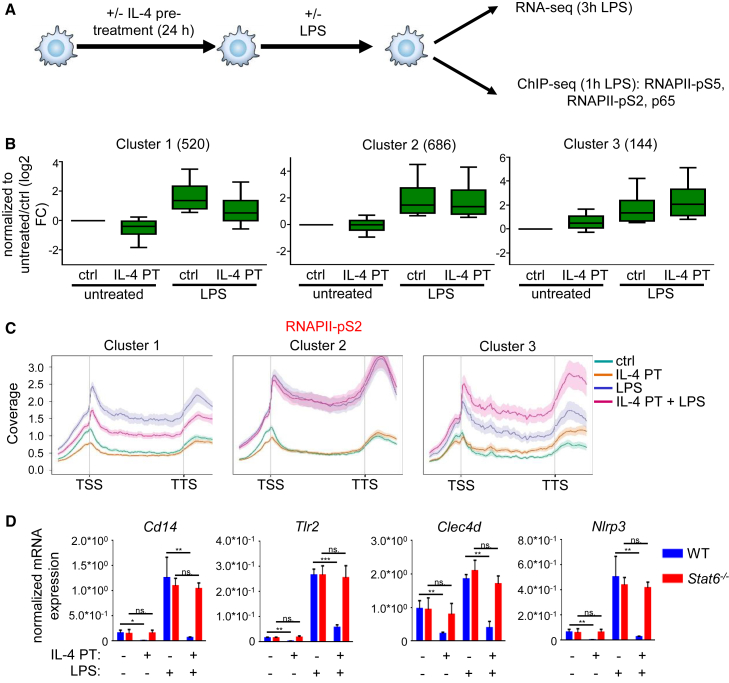
Selective Repression of LPS-Activated Inflammatory Program by IL-4-Activated STAT6 (A) Schematic representation of the experimental system. (B) Boxplot of the fold changes of LPS-activated genes (RNA-seq). Clustering was based on the different LPS-induced gene expression effects on IL-4-pretreated and untreated BMDMs (p < 0.05). Data represent the average fold changes of three individual animals from two independent experiments. Boxes encompass the 25^th^ to 75^th^ percentile changes. Whiskers extend to the 10^th^ and 90^th^ percentiles. (C) Metagene plot of RNAPII-pS2 signals over the gene bodies of the genes in the clusters (B). Coverage is defined as read count per million mapped reads. Data are combined from two independent biological replicates. (D) RT-qPCR measurements of basal and LPS-induced expression of the inflammation-associated genes in IL-4-pretreated and unstimulated WT and *Stat6*^−/−^ BMDMs. Data are cumulative of four individual animals per genotype from two independent experiments. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ns, no significant difference. Error bars represent means ± SD. BMDMs were pretreated with IL-4 for 24 hr followed by LPS exposure for 3 hr (B and D) or 1 hr (C).

To determine whether the crosstalk between IL-4-STAT6 signaling and inflammation-activated signaling pathways can also be observed at the enhancer level, we compared the IL-4-activated STAT6- and LPS-activated p65 cistromes in the subTADs of IL-4-attenuated LPS-responsive genes. 

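The comparison of the STAT6 and p65 cistromes was repeated on the 5994 STAT6 sites that were available from Table S3 (1998 per cluster), in mm10 coordinates. A p65 peak in at least 1 ctrl/LPS replicate overlapped 4264 of them, or 71.1%, by at least 1 bp. The share was 81.6% of the repressor, 75.7% of the neutral, and 56.1% of the activator sites. In single replicates, 3834 and 3915 sites had a p65 peak. Sites were then kept when their p65 peak was annotated to 1 of the 520 genes with attenuated LPS response, which left 414 sites, 159 repressor, 153 neutral, and 102 activator. Assignment of sites to genes by subTAD could not be repeated, since the CTCF and RAD21 data were not in the files analysed here, and the nearest gene in the files' annotation was used in its place. Requiring the p65 peak in both ctrl/LPS replicates left 362 sites.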

961 genomic regions were identified with overlapping STAT6 and p65 peaks revealing a partial overlap between the STAT6 and p65 cistromes (Figures 6A and 6B). Next, we decided to investigate whether IL-4-STAT6 and inflammatory signaling pathways are able to interact with each other using RNAPII-specific ChIP-seq analysis. 

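RNAPII-pS5 and RNAPII-pS2 peak scores of the 8 samples were compared with limma over all merged peaks, and a site counted as raised when a peak of either form that overlapped it was higher in ctrl/LPS than in ctrl/ctrl at a limma p of at most 0.05. This held for 130 of the 414 STAT6-p65 sites. With the replicate number as a block, which pairs the samples by number, 115 sites were raised, and with Benjamini-Hochberg adjustment, the alternative with the lowest count, 92 sites. Leaving out each replicate in turn gave between 106 and 135 sites. On average over the sites, LPS changed RNAPII-pS5 by 0.026 (385 sites with a peak, sign-flip permutation p = 0.761). RNAPII-pS2 changed by −0.023 (407 sites with a peak, permutation p = 0.760). The sign of the RNAPII-pS5 change turned on the processing. It was 0.298 with a peak in every sample (permutation p = 6.5e-04, short of the threshold) and −0.155 without centring (permutation p = 0.0636). The mean p65 change with LPS was 0.923 (permutation p = 1e-05). The choice of sites by a p65 peak in ctrl/LPS favours such a rise, and with a peak in every sample it was 0.1909 (permutation p = 0.0273).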

641 out of 961 genomic regions were associated with significantly elevated RNAPII-binding following LPS activation (Figure 6B). Intriguingly, 70% (448/641) of LPS-activated enhancers showed significantly reduced basal and LPS-induced RNAPII binding after 24 hr of IL-4 pretreatment (Figures 6B–6E). 

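Of the 130 STAT6-p65 sites with raised RNAPII, 36 were also lower in IL-4 PT/LPS than in ctrl/LPS at a limma p of at most 0.05, which is 27.7% (95% Wilson interval from 20.7% to 35.9%). The interval treats sites as independent and leaves out the spread between samples and between settings. Both comparisons also use the same ctrl/LPS samples. With the replicate number as a block for pairing, 29 of 115 sites were lower, or 25.2%. Benjamini-Hochberg adjustment changed the count most, to 12 of 92 sites. Fits that each left out one replicate gave between 24 and 42 sites. Across the STAT6-p65 sites, IL-4 pretreatment changed RNAPII-pS5 under LPS from −1.123 ± 0.054 (SD, n = 2) to −1.503 ± 0.048 (SD, n = 2), a mean log2 change of −0.381 (sign-flip permutation p = 1e-05) with 74.0% of the 385 sites lower. RNAPII-pS2 changed by −0.180 under LPS (permutation p = 1.2e-04), with all 4 pairs of samples between −0.198 and −0.161. Its p and its ratio of 0.883 both stayed short of the threshold for sites. This RNAPII-pS2 change turned on the processing. It was −0.0064 (permutation p = 0.821) when only the higher-scoring peaks of each sample were kept, the furthest any alternative moved it. Without centring it was −0.237 (permutation p = 1e-05), past the threshold, and ranks in place of scores passed it too. Without LPS, IL-4 pretreatment changed RNAPII-pS5 by −0.083 (permutation p = 0.183) and RNAPII-pS2 by −0.041 (permutation p = 0.512). Neither passed the threshold. All 4 pairs of samples were lower for both, from −0.154 to −0.011 for RNAPII-pS5 and from −0.070 to −0.011 for RNAPII-pS2. From reduced RNAPII at LPS-activated enhancers and its other findings, the paper proposes that IL-4-STAT6 signaling can dampen the inflammatory response by repressing such enhancers.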

To further explore the mechanism of IL-4-STAT6-attenuated inflammatory responsiveness, we determined LPS-induced p65 binding at this enhancer set in IL-4-pretreated and unstimulated BMDMs. Based on p65 binding, we could identify two subsets of these enhancers including IL-4-insensitive and IL-4-attenuated p65 binding-associated enhancers (Figures 6E and 6F). 

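Peak scores of p65 were read within 1000 bp of the enhancers shown in the paper, in 2 samples per group. Among those with IL-4-insensitive p65 binding, Cd14_+6.8Kb (chromosome 18, position 36719998) had p65 scores of 51.93 and 37.39 in ctrl/LPS and 44.94 and 58.11 in IL-4 PT/LPS, a centred log2 change of −0.055. Tlr2_−21Kb (chromosome 3, position 83862767) had 137.11 and 138.01 in ctrl/LPS and 120.77 and 124.52 in IL-4 PT/LPS, a change of −0.435. No p65 peak was called within 1000 bp of Cxcl11_−6.7Kb or Cxcl11_−11Kb (chromosome 5, positions 92372185 and 92376485). Within 2000 bp of them p65 peaks were called, with changes of −0.316 and −0.080 with IL-4 pretreatment under LPS. Among those with IL-4-attenuated p65 binding, Bcl6_−4.7Kb (chromosome 16, position 23993552) had 44.35 and 43.01 in ctrl/LPS and 33.52 and 34.51 in IL-4 PT/LPS, a change of −0.630. Fcgr1_−7.7Kb (chromosome 3, position 96301669) had 42.61 and 48.69 in ctrl/LPS and 47.10 and 45.26 in IL-4 PT/LPS, a change of −0.249, and no p65 peak was called within 1000 bp of Il18_+25Kb (chromosome 9, position 50579827). No other antibody had a peak in the Il18_+25Kb window either, so the placed position may miss the enhancer. Irak3_+10Kb (chromosome 10, position 120192130), which the figure does not show but for which the paper lists ChIP-qPCR primers, had 84.72 and 102.07 in ctrl/LPS and 52.10 and 42.48 in IL-4 PT/LPS, a change of −1.252, with no p65 peak within 500 bp. The centred change is lower than the scores alone show because shared p65 peaks scored higher in the IL-4 PT/LPS samples. Except at Cd14_+6.8Kb, where 2 pairs were lower and 2 higher, all 4 pairs of samples were lower, and an exact permutation test of 2 samples against 2 gives at best p = 0.333. A window of 500 bp, which moved Fcgr1_−7.7Kb most, reversed its p65 change with LPS from 0.923 to −1.720. The paper separates the enhancers into subsets according to whether IL-4 pretreatment lowers p65 while RNAPII falls.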

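Of the 36 STAT6-p65 sites with RNAPII raised by LPS and lowered by IL-4 pretreatment, 12 also had a lower p65 score in IL-4 PT/LPS than in ctrl/LPS at a limma p of at most 0.05, and 24 did not. With the replicate number as a block, the paired counts were 10 and 19. Benjamini-Hochberg adjustment left 4 and 8 sites, the furthest from the main counts, and leaving out each replicate in turn gave between 6 and 16 sites with lower p65. Over all 414 sites, the mean centred log2 p65 score was −0.704 ± 0.007 (SD, n = 2) in ctrl/LPS and −0.951 ± 0.056 (SD, n = 2) in IL-4 PT/LPS, a change of −0.247 (sign-flip permutation p = 1e-05) with 62.1% of the sites lower. The sites were chosen for a p65 peak in ctrl/LPS, so a lower score in IL-4 PT/LPS is expected in part from that choice. With a peak in every sample the change was −0.0761 (permutation p = 0.0949). Without LPS, IL-4 pretreatment changed p65 by 0.276 (permutation p = 1e-05). Without centring, the change under LPS was 0.022 (permutation p = 0.623).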

LPS-induced p65 binding was significantly reduced at 74 IL-4-repressed enhancers, while IL-4-repressed inflammatory response was not associated with modulated p65 binding at 374 enhancers (Figures 6E and 6F). To investigate the STAT6 dependency of IL-4-repressed enhancer activity and p65 binding, we selected three enhancers for both analyses. RT-qPCR-based eRNA expression analysis confirmed IL-4-mediated and STAT6-dependent repression of basal and LPS-induced activity at the selected enhancers (Figure S6A). By performing ChIP-qPCR on the selected IL-4-reduced p65 binding-associated enhancers, we confirmed that IL-4-dependent reduction of LPS-induced p65 binding was completely abolished in the absence of STAT6 (Figure S6B).

**Figure 6:**
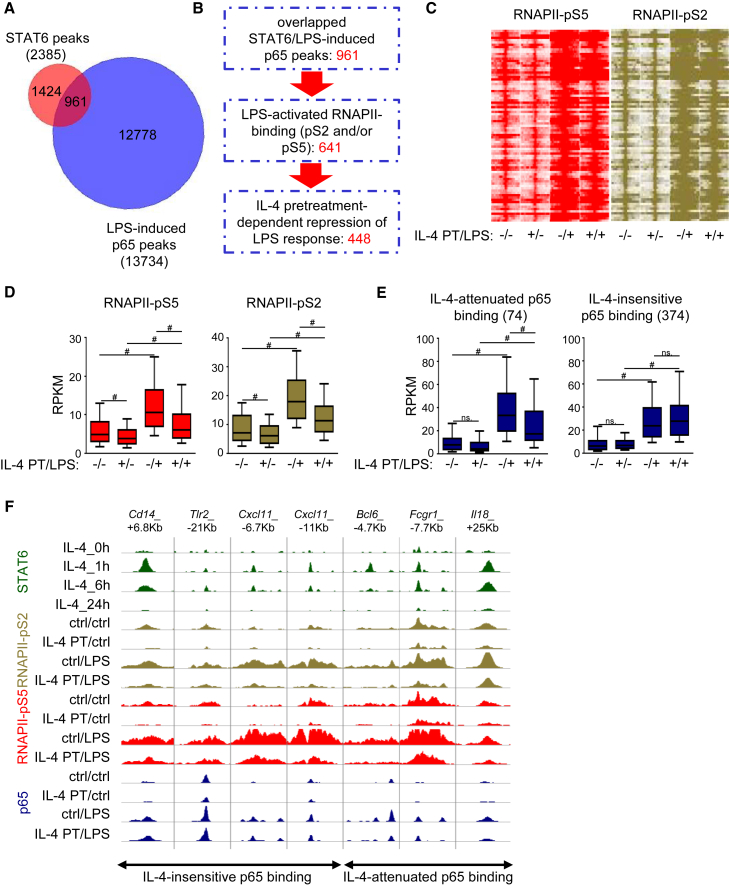
Attenuated Inflammatory Response Is Conferred by the Repressive Action of IL-4-STAT6 Signaling on a Subset of Enhancers (A) Venn diagram of the overlap between the STAT6-bound regulatory regions associated to IL-4-inhibited LPS-responsive genes and the LPS-activated p65 cistrome. (B) Flowchart of the identification of IL-4-repressed, LPS-inducible inflammatory enhancers. Significant changes in RNAPII binding were identified by DiffBind analysis (p ≤ 0.05). (C) Read distribution plot of ChIP-seq intensities for RNAPII-pS5 and RNAPII-pS2 around the summit of STAT6 peaks on the identified 448 overlapping STAT6 and p65-bound regulatory elements exhibiting IL-4-dependent attenuation of LPS response. (D) Boxplot of the average coverage (RPKM) for RNAPII-pS5 and RNAPII-pS2 binding at the regulatory regions presented on the read distribution plot on (C), exhibiting attenuated LPS response in IL-4-pretreated BMDMs. Boxes encompass the 25^th^ to 75^th^ percentile RPKMs. Whiskers extend to the 10^th^ and 90^th^ percentiles. (E) Boxplot of the average coverage (RPKM) for p65 binding at the regulatory regions presented on the read distribution plot on (C), exhibiting attenuated LPS response in IL-4-pretreated BMDMs. Regulatory regions showing repressed (left) and not influenced (right) p65 binding are shown. Boxes encompass the 25^th^ to 75^th^ percentile RPKMs. Whiskers extend to the 10^th^ and 90^th^ percentiles. (F) Genome browser views of the IL-4 repressed regulatory regions showing attenuated LPS response in IL-4-pretreated BMDMs. ChIP-seq signals for RNAPII-pS5, RNAPII-pS2, and p65 are shown. BMDMs were pretreated with IL-4 for 24 hr followed by 1 hr LPS exposure (A–E). Data (A–E) are combined from two independent biological replicates. Changes (D, E) were considered significant at p < 0.00001 using paired t test and an average fold change cut off value of ≥ 1.15 was used between control and IL-4-treated samples. # means significant difference, ns indicates not significant difference. Data (F) are representative of two independent biological replicates.

Taken together, these findings suggest that the activation of IL-4-STAT6 signaling is able to attenuate the inflammatory response of macrophages through selective, direct repression of a distinct LPS-activated enhancer set.

### IL-4-Mediated Repression of Inflammatory Response Results in Attenuated Inflammasome Activation, Decreased IL-1β Production, and Pyroptosis

Genes showing antagonistic regulation by IL-4 and LPS were mostly associated with inflammation-associated pathways, including NOD-like and Toll-like receptor signaling (Figure S5E). It is known that NOD-like receptors are required for inflammasome activation leading to IL-1β secretion and inflammasome-associated cell death, pyroptosis (Rathinam and Fitzgerald, 2016). As shown above, IL-4-STAT6 was able to reduce the basal and LPS-induced expression of a key inflammasome component, *Nlrp3* (Figures 1C and 5D). Therefore, we investigated whether IL-4-STAT6 signaling is able to influence IL-1β production and pyroptosis. First, we examined the transcriptional regulation of *Il1b* expression in IL-4-pretreated and LPS-activated BMDMs. 

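Il1b lies on chromosome 2 of mm10 from 129364570 to 129371139 on the minus strand. RNAPII peaks over this span were called only with LPS, apart from 1 RNAPII-pS5 peak in IL-4 PT/ctrl replicate 1 with a score of 5.00. The summed RNAPII-pS5 scores over the span were 36.51 and 49.48 in ctrl/LPS and 9.94 and 15.71 in IL-4 PT/LPS, a centred log2 change of −2.131 with IL-4 pretreatment, lower in 4 of 4 pairs of samples (from −2.638 to −1.625). The summed RNAPII-pS2 scores were 46.43 and 41.37 in ctrl/LPS and 40.59 and 32.90 in IL-4 PT/LPS, a change of −0.327, also lower in 4 of 4 pairs (from −0.504 to −0.151). LPS itself raised RNAPII-pS5 by 5.17 and RNAPII-pS2 by 4.876 on the log2 scale, from a ctrl/ctrl group without peaks. A reduction without LPS was not detectable over the span, since ctrl/ctrl had no peak there that could be lowered, and the changes with pretreatment alone were 0.810 for RNAPII-pS5 (2 of 4 pairs up) and 0.118 for RNAPII-pS2 (3 of 4 pairs up). This use of the gene span was chosen after seeing the data, because the files annotate the peaks over the gene body under LPS to the neighbouring transcript Gm14047. By the gene annotation of the files, the rule set before the files arrived, Il1b peaks were found only without LPS, most of them in an intron annotation upstream of the gene, and pretreatment without LPS raised RNAPII-pS5 by 1.945 and RNAPII-pS2 by 1.236. That rule gives no measured effect of pretreatment under LPS, where neither group had such a peak. LPS by that rule changed RNAPII-pS2 by −4.336 and RNAPII-pS5 by −0.535. With 2 samples per group, an exact permutation test gives no p under 0.333. The paper reports reduced RNAPII over the gene body and reduced Il1b mRNA after IL-4 pretreatment, both basal and under LPS. With later experiments, it proposes direct repression of Il1b by IL-4-STAT6 signaling.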

Reduced basal and LPS-induced RNAPII-pS2 and RNAPII-pS5 binding at *Il1b* gene body as well as *Il1b* mRNA expression were found in IL-4-pretreated BMDMs (Figures 7A and 7B). 

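The Il1b_−9.7Kb enhancer was placed at position 129380839 of chromosome 2 in mm10, in sequence the files annotate as intergenic. RNAPII-pS5 scores within 1000 bp were 6.53 and 7.35 in ctrl/ctrl, 3.75 and 6.72 in IL-4 PT/ctrl, 16.88 and 20.74 in ctrl/LPS, and 13.71 and 10.03 in IL-4 PT/LPS. RNAPII-pS2 scores were 11.73 and 9.79, 3.37 and 4.25, 36.40 and 25.29, and 14.46 and 9.45 in the same groups. The centred log2 change with LPS was 1.614 for RNAPII-pS5 and 1.310 for RNAPII-pS2, and IL-4 pretreatment under LPS changed them by −0.864 and −1.319. Each of these changes had the same direction in 4 of 4 pairs of samples, for which an exact permutation test of 2 samples against 2 gives p = 0.333. Windows of 500 and 2000 bp left the 4 changes as they were. The paper describes the opposite directions of the LPS and IL-4 effects as antagonistic regulation of the enhancer.

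**Figure D2:**
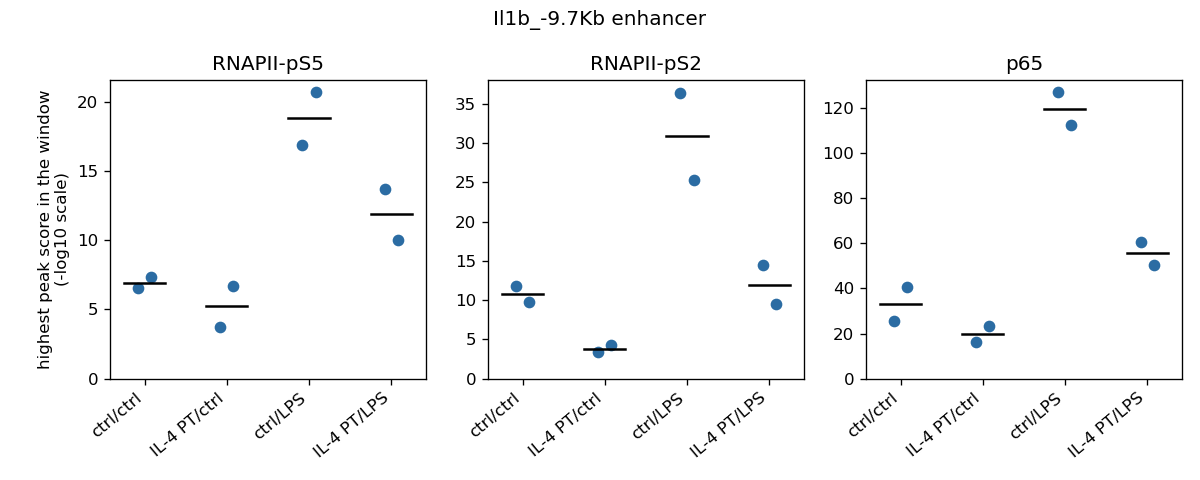
Highest peak score (−log10 scale, y axis) within 1000 bp of the Il1b_−9.7Kb enhancer for RNAPII-pS5, RNAPII-pS2, and p65 in the 4 groups of the pretreatment experiment (x axis). Points are single samples and horizontal lines the means of 2 samples. Both p65 samples of IL-4 PT/LPS (60.66 and 50.65) lie below both ctrl/LPS samples (127.14 and 112.64).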

Moreover, *Il1b*_−9.7Kb enhancer located within the predicted subTAD of *Il1b* showed antagonistic regulation by LPS and IL-4 (Figure 7A). Intriguingly, LPS-induced p65-binding at the STAT6-bound *Il1b*_−9.7Kb enhancer (in case of one out of two p65 peaks) was partially attenuated by IL-4-STAT6 signaling pathway similarly to *Fcgr1*_−7.7Kb and *Il18*_+25Kb enhancers described above (Figures 7A and 7C). 

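The p65 peak at Il1b_−9.7Kb (129380211 to 129381243 on chromosome 2 in ctrl/LPS replicate 1, mm10, intergenic) scored 25.47 and 40.53 in ctrl/ctrl, 16.38 and 23.18 in IL-4 PT/ctrl, 127.14 and 112.64 in ctrl/LPS, and 60.66 and 50.65 in IL-4 PT/LPS. Its centred log2 change was 0.852 with LPS and −1.379 with IL-4 pretreatment under LPS, the same direction in 4 of 4 pairs of samples. A second p65 peak 16.7 kb upstream of the transcription start site scored 23.49 and 18.87 in ctrl/LPS and 29.58 and 34.31 in IL-4 PT/LPS, and was not called without LPS. A weaker peak at 18.9 kb scored 7.84 and 5.24 in ctrl/LPS and 14.32 and 16.62 in IL-4 PT/LPS. Shared p65 peaks scored higher in IL-4 PT/LPS than in ctrl/LPS, so the lower scores at the first peak do not follow the general shift. At Fcgr1_−7.7Kb, p65 changed by −0.249 with IL-4 pretreatment under LPS, with scores of 42.61 and 48.69 against 47.10 and 45.26, and at Il18_+25Kb no p65 peak was called within 1000 bp. No other antibody had a peak there either, so the placed position of Il18_+25Kb may be off. The p65 change with LPS at Fcgr1_−7.7Kb turned on the window, with 0.923 at 1000 bp and −1.720 at 500 bp. Each group has 2 samples, and an exact permutation test cannot give a p under 0.333. The paper concludes that IL-4 partially attenuates LPS-induced p65 binding at 1 of the 2 p65 peaks of the Il1b enhancer.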

Accordingly, IL-4-dependent repression of basal and LPS-induced eRNA expression was observed at the *Il1b*_−9.7Kb enhancer (Figure 7D). The IL-4-dependent repression of basal and LPS-induced *Il1b* mRNA and eRNA expression were completely abolished in the absence of STAT6 (Figures 7B and 7D). LPS-induced NLRP3 and pro-IL-1β expression were also attenuated at the protein level by IL-4-STAT6 signaling (Figures 7E and S7A), while the expression of other inflammasome components including proCaspase-1 and ASC was not altered following IL-4 and LPS stimulation of BMDMs (Figures 7E and S7A).

**Figure 7:**
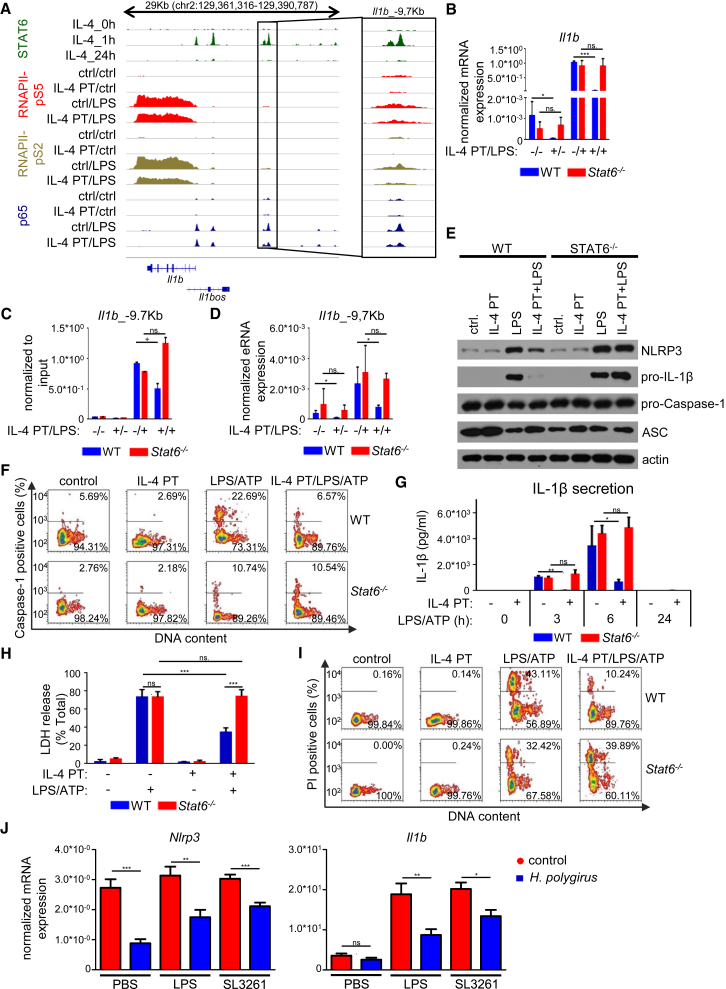
IL-4 Pretreatment Dampens the Inflammatory Response of Macrophages, Including Inflammasome Activation, IL-1β Production, and Pyroptosis (A) Genome browser view of STAT6-, RNAPII-pS5-, RNAPII-pS2-, and p65-specific ChIP-seq signals on the *Il1b* locus. Data are representative of two independent biological replicates. (B) RT-qPCR-based measurement of basal and LPS-induced *Il1b* expression in IL-4-pretreated and unstimulated WT and *Stat6*^−/−^ BMDMs. Data are cumulative of four individual animals per genotype from two independent experiments. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ns, no significant change. Error bars represent means ± SD. (C) ChIP-qPCR measurement of p65 binding at *Il1b*_−9.7Kb enhancer from WT and *Stat6*^−/−^ BMDMs. Data represent the mean and SD of two biological replicates. ^+^p < 0.1, ns, not significant change. (D) RT-qPCR measurement of basal and LPS-induced *Il1b*_−9.7Kb eRNA expression in IL-4-pretreated and unstimulated WT and *Stat6*^−/−^ BMDMs. Data are cumulative of four individual animals per genotype from two independent experiments. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ns, not significant change. Error bars represent means ± SD. (E) Western blot determination of basal and LPS-regulated Nlrp3, pro-IL-1β, pro-Caspase1, ASC, and β-actin expression in IL-4-pretreated and unstimulated WT and *Stat6*^−/−^ BMDMs. Data are representative of five individual animals per genotype from two independent experiments. (F) Contour map representation of laser-scanning imaging cytometry of Caspase-1 activity in WT and *Stat6*^−/−^ BMDMs. Data are representative of two independent experiments. (G) ELISA measurement of IL-1β secretion in IL-4-pretreated and unstimulated WT and *Stat6*^−/−^ mouse BMDMs. Data represent the mean and SD of three individual animals. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ns, no significant change. (H) Lactate dehydrogenase activity assay measurement of LPS and ATP co-stimulation-induced LDH release in IL-4-pretreated and unstimulated WT and *Stat6*^−/−^ BMDM supernatants. LDH release expressed as the percentage of Triton X-100-liberated total LDH release. Data represent the mean and SD of three individual animals. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ns, no significant change. (I) Contour map representation of laser-scanning imaging cytometry analysis of PI-labeled WT and *Stat6*^−/−^ BMDMs. Data are representative of two independent experiments. (J) Basal, LPS, and *Salmonella* Typhimurium (SL3261)-induced expression of Nlrp3 and *Il1b* expression in naive and *Heligmosomoides polygyrus* (*H. polygyrus*)-infected mice-derived peritoneal macrophages. Each data point represents the mean and SD of five to six individual animals per group. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ns, no significant change. BMDMs were pretreated with IL-4 for 24 hr followed by LPS exposure for 1 hr (A and C), 3 hr (B, D, E, F, H, and I), or the indicated period (G).

In order to determine whether IL-4-dependent repression of *Nlrp3* expression is associated with decreased inflammasome activity, we analyzed the LPS and ATP-induced Caspase-1 activity in IL-4-pretreated and unstimulated mouse BMDMs using laser scanning cytometry. As expected, Caspase-1 activation in WT BMDMs was induced dramatically by LPS and ATP costimulation (Figure 7F). Interestingly, LPS- and ATP-induced Caspase-1 activity was reduced significantly following 24 hr of IL-4 pretreatment, which was completely dependent on STAT6 (Figure 7F). To assess the functional consequence of IL-4-STAT6-dependent reduction of inflammasome activation, we measured the secretion of IL-1β in the presence of LPS and ATP in IL-4-pretreated and untreated WT and *Stat6*^−/−^ BMDMs. IL-1β secretion was induced dramatically in WT and *Stat6*^−/−^ BMDMs following LPS treatment (Figure 7G). However, LPS-dependent induction of IL-1β secretion was partially inhibited by IL-4 pretreatment in a STAT6-dependent manner (Figure 7G). Next, we investigated the role of IL-4-STAT6 signaling pathway in inflammasome activation-induced macrophage cell death, pyroptosis. A hallmark of pyroptosis is the insertion of pores into the plasma membrane that can be detected via LDH activity measurement from BMDM supernatants and propidium iodide (PI) staining. IL-4 pretreatment was able to effectively inhibit both LPS-induced LDH release and PI uptake in WT, but not in *Stat6*^−/−^ BMDMs (Figures 7H and 7I).

Finally, we determined whether the inflammatory responsiveness of *Nlrp3* and *Il1b* is influenced *in vivo* by nematode infection triggered alternative macrophage activation. Therefore, we infected mice with *Heligmosomoides polygyrus* (*H. polygyrus*) and injected LPS or *Salmonella* Typhimurium into the peritoneal cavity 9 days after nematode infection. As expected, the number of the M2 macrophage marker Ym1-positive macrophages was highly induced in peritoneal macrophages of *H. polygyrus*-infected mice, confirming alternative macrophage activation following nematode infection (Figure S7B; Rückerl et al., 2017). In addition, inflammatory marker NOS2-positive macrophage number was dramatically elevated in control and *H. polygyrus*-infected mice following LPS injection or *Salmonella* Typhimurium infection, showing the emergence of infection (Figure S7B). Although *Nlrp3* was not induced in the applied experimental system by LPS injection or *Salmonella* Typhimurium infection, steady-state expression was significantly inhibited by *H. polygyrus* infection, and the inhibitory effect of nematode infection was sustained in the presence of inflammatory stimuli (Figure 7J). Nematode infection did not result in *Il1b* expression by peritoneal macrophages but both LPS injection and *Salmonella* Typhimurium infection resulted in a robust induction of *Il1b* expression. This elevated expression was significantly diminished in macrophages from *H. polygyrus*-infected mice (Figure 7J).

These results suggest that prior *in vitro* or *in vivo* alternative macrophage polarization are able to restrain the subsequent inflammatory response of macrophages, including inflammasome activation and IL-1β secretion as well as pyroptosis due to direct repression of *Nlrp3* and *Il1b* gene expression by IL-4-STAT6 signaling.

## Discussion

We unraveled an unsuspected repressor activity of the macrophage polarizing transcription factor, STAT6. We identified the target enhancers of repressor STAT6, as well as the major components of the repressive mechanisms and its biological consequences.

Macrophages exhibit great functional diversity and the ability to undergo rapid reprogramming depending on the changing molecular milieu in physiological and pathological conditions (Mosser and Edwards, 2008, Rückerl et al., 2017). The epigenomic and molecular mechanisms of transcriptional activation by inflammatory mediators, cytokines, and lipids have been intensively studied in macrophages (for a review see Glass and Natoli, 2016). In contrast, the mechanistic background of macrophage polarization signal-mediated transcriptional repression is less understood, though LPS-reduced nascent RNA expression was described (Bhatt et al., 2012). In addition, LPS- and TNFα-dependent reduction of enhancer activity was also observed in macrophages and adipocytes in the absence of inflammation-activated NF-κB-p65 binding (Hah et al., 2015, Schmidt et al., 2015). In contrast, we show that the IL-4-STAT6 signaling pathway represses a significant portion of macrophage transcriptome via STAT6-bound enhancers, providing evidence that direct transcriptional repression also occurs during alternative macrophage polarization.

Although the global transcriptional repressor activity of the key TFs for macrophage polarization (NF-κB, AP-1, and STATs) is not fully understood, several other SDTFs have been shown to possess distinct repressor activities. Ligand-activated nuclear receptors including PPARs and LXRs are able to reduce the activity of inflammatory SDTFs through transrepression carried out by direct protein-protein interactions without direct DNA binding (Glass and Saijo, 2010). It has also been described that a specific NF-κB-binding motif is present in the promoter regions of tolerogenic inflammatory genes regulating LPS tolerance via recruitment of the p50-NCoR-HDAC3 repressosome (Yan et al., 2012). Our findings show that repressed enhancers exhibit lower STAT6 occupancy and underrepresented STAT6 *de novo* motifs compared to activated enhancers. These observations suggest that STAT6 acts as a transcriptional repressor either (1) without direct DNA binding or (2) by recognizing non-canonical STAT6-binding motifs. It remains to be identified which mechanism is at play and, if STAT6 binding to the DNA is indirect, which DNA-bound factor interacts with STAT6. Our motif analysis suggests that the lineage-determining factors (PU.1 and C/EBPα) are the most likely candidates though PU.1 and C/EBPα binding also decreased at STAT6-repressed enhancers. Thus this requires further investigations.

STAT6-mediated repression appears to be distinct from other repressive mechanisms. Histone acetylation and gene expression tightly depends on the cofactor composition (HAT:HDAC ratio) (Calo and Wysocka, 2013). Several findings show the extensive participation of co-repressor proteins and HDACs in the inhibition of transcriptional activation by cytokine-activated STAT proteins (Icardi et al., 2012). However, the molecular mechanisms of STAT6-mediated direct transcriptional repression following IL-4 activation have not been described. Our cistromic studies show diminished p300 binding at STAT6-repressed enhancers in IL-4-exposed macrophages, suggesting that reduced p300 binding is likely to be a key mechanism in the IL-4-STAT6 signaling pathway-mediated transcriptional repression. In addition, STAT6-repressed enhancers were occupied by HDAC1, 2, and 3, though their binding was not altered following IL-4 stimulation. Nevertheless, our findings show evidence for the participation of NCoR-HDAC3 corepressor complex in the IL-4-STAT6-induced transcriptional repression in a distinct subset of IL-4-repressed genes. Our data suggest that either the changed equilibrium between HATs and HDACs or perhaps the activity of HDAC3 are regulated upon IL-4 stimulus. Potential mechanisms for the latter include posttranslational modifications and allosteric regulation. The mechanisms of non-HDAC3-dependent repression also remain to be identified.

Alternatively, polarized macrophages are required for effective protection against different nematode infections reducing parasite number and inhibiting nematode-induced tissue damage (Allen and Sutherland, 2014). However, nematode infection-induced Th2 cell-type inflammation can also influence the immune response against other pathogens and the prevalence of autoimmune or inflammatory diseases (Elliott and Weinstock, 2012, Rückerl et al., 2017). Therefore, a better understanding of the potential interactions between Th2 and Th1 cell-type inflammation-activated signaling pathways has a great importance in macrophage biology and also in immune-inflammatory pathologies. It has been recently published that the IL-4-STAT6 signaling pathway can partially suppress IFN-γ-induced transcriptional program in macrophages following IL-4 and INF-γ co-treatment (Piccolo et al., 2017). However, our findings provide evidence that IL-4-STAT6 signaling pathway induces epigenetic changes that persist following the release of STAT6 from the DNA, leading to attenuated activation of inflammatory enhancers. The consequence of IL-4 priming-induced repression of inflammatory enhancers is the decreased responsiveness to inflammatory signals via diminished basal and LPS-induced expression of several components of Toll-like and Nod-like receptor signaling pathways. In addition, the majority of IL-4-STAT6-repressed genes show diminished expression in macrophages derived from *Brugia malayii*-implanted mice compared to thioglycollate-elicited macrophages. This formally suggests that alternative polarization likely induces partial desensitization of macrophages to further inflammatory signals *in vivo*. Accordingly, M2-type macrophages have been shown to protect mice against chemically induced colitis and a growing body of evidence indicates that clinically controlled helminth infection is able to ameliorate inflammatory bowel disease (IBD) (Weinstock and Elliott, 2013).

These studies suggest that complex bidirectional interactions exist between different polarization signals that determine the overall sensitivity and responsiveness of macrophages toward environmental stimuli. Our findings provide insights into this cross-talk at the level of individual enhancers and raise the intriguing possibility that IL-4-STAT6 signaling, through direct transcriptional repression of inflammatory enhancers, induces desensitization of macrophages to microbial-, stress-, and damage-associated endogenous signals.

## STAR★Methods

### Key Resource Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

H3K27Ac	Abcam	ab4729; RRID: AB_2118291
P300	Santa Cruz	sc-585; RRID: AB_2231120
PU.1	Santa Cruz	sc-352; RRID: AB_632289
JunB	Santa Cruz	sc-46x; RRID: AB_2130022
IRF8	Santa Cruz	sc-6058; RRID: AB_649510
STAT6	Santa Cruz	sc-981; RRID: AB_632450
C/EBPα	Santa Cruz	sc-61x; RRID: AB_631233
HDAC1	Abcam	ab7028; RRID: AB_305705
HDAC2	Abcam	ab7029; RRID: AB_305706
HDAC3	Abcam	ab7030; RRID: AB_305708
RNA PolII-pS5	Abcam	ab5131; RRID: AB_449369
RNA PolII-pS2	Abcam	ab5095; RRID: AB_304749
p65	Santa Cruz	sc-372; RRID: AB_632037
pro-IL-1β	R&D System	AF401-NA; RRID: AB_416684
ASC	Santa Cruz	sc22514-R; RRID: AB_2174874
NLRP3	AdipoGen	AG-20B-0014; RRID: AB_2490202
pro-caspase-1	AdipoGen	AG-20B-0042; RRID: AB_2490248
NOS2	eBioscience	12/5920; RRID: AB_2572641
Ym1	R&D Systems	BAF2446; RRID: AB_2260451

**Bacterial and Virus Strains**		

*Salmonella enterica enterica* serovar Typhimurium strain SL3261	Prof. David Gray	University of Edinburgh

**Chemicals, Peptides, and Recombinant Proteins**		

mouse recombinant IL-4	Peprotech	214-14
LPS (*Salmonella enterica* serotype minnesota Re 595)	Sigma Aldrich	L6261

**Critical Commercial Assays**		

TruSeq RNA Sample Prep Kit v2 -Set A (48rxn)	Illumina	RS-122-2001
Ovation Ultralow System v2 1-16 (32rxn) without magnetic beads	Nugen	0344NB-32
TruSeq ChIP SamplePreparation Kit - Set A	Illumina	IP-202-1012
Nextera DNA Sample Preparation Kit (24 Samples)	Illumina	FC-121-1030
NEBNext Multiplex Small RNA Prep Set for Illumina (Set1)	Illumina	E7300 S
IL-1β ELISA kit	R&D System	DY401-05
FLICA 660 far-red fluorescence Caspase-1 Assay Kit	ImmunoChemistry Technologies	9122

**Deposited Data**		

RNA-seq, ChIP-seq, GRO-seq and ATAC-seq	This paper	GEO: GSE106706
Microarray data from WT and HDAC3 KO BMDMs	(Mullican et al., 2011)	GEO: GSE33609
SMRT and NCoR ChIP-seq	(Barish et al., 2012)	GEO: GSE27060
H3K4m1 ChIP-seq	(Ostuni et al., 2013)	GEO: GSE38379
CTCF and RAD21 ChIP-seq	(Daniel et al., 2014)	SRA: SRP019970
RNA-seq data from Thio-Mac and Ne-Mac	(Thomas et al., 2012)	ArrayExpress: E-MTAB-995

**Experimental Models: Cell Lines**		

primary bone marrow-derived macrophages	WT C57BL/6 and *Stat6*^−/−^ mice	N/A
immortalized bone marrow-derived macrophages	WT C57BL/6 and *Ncor1^fl/fl^Lys2 Cre* mice	N/A

**Experimental Models: Organisms/Strains**		

C57BL/6	The Jackson Laboratory	N/A
*Stat6*^−/−^	The Jackson Laboratory	N/A
*Ncor1^fl/fl^*	Prof. Johan Auwerx	N/A

**Oligonucleotides**		

Primers for mRNA expression	This paper	see Table S6
Primers for eRNA expression	This paper	see Table S6
Primers for ChIP-qPCR experiments	This paper	see Table S6

**Software and Algorithms**		

GraphPad Prism	GraphPad Software, Inc	https://www.graphpad.com/
Ingenuity Pathway Analysis	QIAGEN	https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis/
TopHat	(Trapnell et al., 2013)	http://cole-trapnell-lab.github.io/projects/tophat/
Cufflinks	(Trapnell et al., 2013)	http://cole-trapnell-lab.github.io/projects/cufflinks/
Gene Set Enrichment Analysis (GSEA)	(Subramanian et al., 2005)	http://software.broadinstitute.org/gsea/index.jsp
DAVID 6.8	(Huang et al., 2009)	https://david.ncifcrf.gov/tools.jsp
Burrows-Wheeler Alignment Tool	(Li and Durbin, 2009)	http://bio-bwa.sourceforge.net/
MACS2	(Zhang et al., 2008)	https://github.com/taoliu/MACS
DiffBind v2.0.5	(Ross-Innes et al., 2012)	https://bioconductor.org/packages/release/bioc/html/DiffBind.html
VennMaster	(Kestler et al., 2008)	http://sysbio.uni-ulm.de/?Software:VennMaster
IGV2.3	(Thorvaldsdóttir et al., 2013)	http://software.broadinstitute.org/software/igv/igv2.3
ngs.plot	(Shen et al., 2014)	https://github.com/shenlab-sinai/ngsplot

**Other**		

*Heligmosomoides polygyrus*	Prof. Richard Grencis	University of Manchester

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Laszlo Nagy ().

### Experimental Model and Subject Details

#### Mice

All strains are on C57BL/6 genetic background. *Stat6*^−/−^ is a full body knockout and it was purchased from The Jackson Laboratory. Animals were housed under minimal disease conditions and the experiments were carried out under institutional ethical guidelines and licenses.

#### Bone Marrow-Derived Macrophages

Isolation and differentiation were completed as described earlier (Daniel et al., 2014). Isolated bone marrow-derived cells were differentiated for 6 days in the presence of L929 supernatant. Differentiated BMDMs were treated with IL-4 (20 ng/ml), LPS (100 nM) and ATP (5mM) for the indicated period of time.

#### Immortalization of mouse bone marrow-derived macrophages

Bone marrow-derived cells were immortalized using the J2 cell line continuously producing the J2 virus encoding v-raf and v-myc oncogenes (Gandino and Varesio, 1990). J2 cells were grown in DMEM containing 20% FBS. Bone marrow cells were seeded in immortalization media I. (90% J2 supernatant, 5% HyClone FBS, 10ug/ml Polybrene 0.1%, L929 supernatant 5%) and incubated overnight. On the second day supernatant was collected and spun down to pellet floating cells. Adherent cells were scraped and re-plated in a new Petri dish using immortalization media II. (20% J2 supernatant, 10% HyClone FBS, 10ug/ml Polybrene 0.1%, L929 supernatant 10%, 60% DMEM) and incubated for 6 days. After the immortalization cells were kept in regular macrophage differentiation media (20% FBS, 30% L929 supernatant and 50% DMEM containing 1% antibiotics).

### Method Details

#### RNA-seq

cDNA library for RNA-Seq was generated from 1 μg total RNA using TruSeq RNA Sample Preparation Kit (Illumina, San Diego, CA, USA) according to the manufacturer’s protocol. Briefly, poly-A tailed RNAs were purified by oligodT conjugated magnetic beads and fragmented on 94 C degree for 8 minutes, then 1^st^ strand cDNA was transcribed using random primers and SuperScript II reverse transcriptase (Lifetechnologies, Carslbad, CA, USA). Following this step second strand cDNA synthesized, double stranded cDNA end repaired and 3′ ends adenylated then Illumina index adapters were ligated. After adaptor ligation enrichment PCR was performed to amplify adaptor ligated cDNA fragments. Fragment size distribution and molarity of libraries were checked on Agilent BioAnalyzer DNA1000 chip (Agilent Technologies, Santa Clara, CA, USA). Paired read 100bp sequencing runs were performed on Illumina HiScan SQ instrument (Illumina, San Diego, CA, USA).

#### ChIP-seq and ChIP-qPCR

ChIP was performed essentially as previously described (Daniel et al., 2014). Libraries were prepared either with Ovation Ultralow Library Systems (Nugen) or TruSeq ChIP library systems (Illumina) according to the manufacturer’s instructions. The following antibodies were used: H3K27Ac (ab4729), P300 (sc-585), PU.1 (sc-352), JunB (sc-46x), IRF8 (sc-32528x), STAT6 (sc-981), C/EBPα (sc-61X), HDAC1 (ab7028), HDAC2 (ab7029), HDAC3 (ab4729), RNA PolII-pS5 (ab5131) and RNA PolII-pS2 (ab5095), p65 (sc-372). Primer sequences for ChIP-qPCR are available in Table S6.

#### ATAC-seq

ATAC-seq was carried out as described earlier with minor modification (Buenrostro et al., 2013). Cells were scraped and counted to achieve 50k/ml in ice-cold PBS. Cell suspension was further diluted to 25k/ml and nuclei were isolated with ATAC-LB (10mM Tris-HCl pH7.4, 10mM NaCl, 3mM MgCl2, 0.1% IGEPAL). Nuclei from 25k cells were used for tagmentation using Nextera DNA Library Preparation Kit (Illumina) from two biological replicates. After tagmentation DNA was purified with Minelute PCR Purification Kit (QIAGEN). Tagmented DNA was amplified with Kapa Hifi Hot Start Kit (Kapa Biosystems) using 9 PCR cycle. Amplified libraries were purified again with Minelute PCR Purification Kit. Fragment distribution of libraries was assessed with Agilent Bioanalyzer and libraries were sequenced on a HiSeq 2500 platform.

#### GRO-seq

GRO-seq was performed as described earlier (Daniel et al., 2014), but the libraries were prepared with NEBNext Small RNA Library Prep set for Illumina.

#### Real-Time Quantitative PCR for enhancer RNA and mRNA detection (qPCR)

RNA was isolated with Trizol reagent (Ambion). RNA was reverse transcribed with High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems) according to manufacturer’s protocol. Transcript quantification was performed by qPCR reactions using SYBR green master mix (BioRad). Transcript levels were normalized to *Ppia*. Primer sequences are available in Table S6.

#### LDH release

LDH activity was measured in the supernatants of unstimulated and IL-4-pretreated WT and STAT6KO bone marrow-derived macrophages after IL-4 pretreatment and/or LPS/ATP costimulation (LPS-exposed BMDMs were treated with ATP for 30 min) by commercially available LDH UV assay on Cobas c 501 instrument (Roche Diagnostics, Mannheim, Germany). This measurement is based on the conversion of L-lactate to pyruvate along with the reduction of NAD+ to NADH. The initial rate of the NADH formation was directly proportional to the catalytic LDH activity determined by photometrically measuring the absorbance increment at 340 nm.

#### Measurement of IL-1β production

LPS-exposed BMDMs were treated with ATP for 45 min. Supernatants from ATP-treated macrophages were collected, centrifuged and stored at −20°C until further use. IL-1β was measured from samples using ELISA kit (DY401-05, R&D System) according to the manufacturer’s instructions and analyzed on FlexStation 3 Microplate Reader (Molecular Devices). The minimum detectable dose is 15.6 pg/ml.

#### Western Blot analysis

Cells were harvested and centrifuged, then they were lysed in loading buffer (62,5mM Tris pH = 8.8, 25% glycerol, 2% SDS, 1% β-mercaptoethanol and 1% BPB). Before loading all samples were boiled for 10 minutes. Proteins were separated by SDS-PAGE and transferred onto nitrocellulose membranes. Membranes were then blocked with 5% non-fat milk, washed briefly, incubated with primary antibodies at 4°C overnight. Pro-IL-1β (AF401-NA) was from R&D System, ASC (sc22514-R) was from Santa Cruz, pro-caspase-1 (AG-20B-0042) and NLRP3 (AG-20B-0014) antibodies were obtained from AdipoGen. Primary antibodies were incubated with corresponding horseradish peroxidase-conjugated secondary antibodies from BioRad for 1 hour at room temperature. Proteins were visualized by Supersignal West-Pico peroxide/luminol enhancer solution from Pierce. To verify the loading of equal amount of protein sample, the β-actin (Sigma-Aldrich) expression was detected.

#### Laser Scanning Cytometry

Caspase-1 activity and pyroptotic cell death by propidium iodine staining was measured in single cells using imaging Laser Scanning Cytometry (LSC). Mouse macrophages were cultured, treated, stained and imaged in 8 well IBIDI (Martinsried, Germany) slides with an initial concentration of 15,000 cells per well. Sub-vital staining was performed in culture medium at room temperature for 20 minutes by Hoechst 34580 (10 microg/ml), propidium iodine (10 microg/ml), Alexa 488 tagged Annexin V (1 microg/ml) and caspase-1 specific FLICA® 660 (FLICA® 660 far-red fluorescence Caspase-1 Assay Kit was used according to the description of manufacturer; ImmunoChemistry Technologies, LLC). In some experiments specific Caspase-1/ICE Inhibitor Z-WEHD-FMK (R&D Systems, Inc. Minneapolis, MN, USA) was also used before FLICA labeling. For LSC imaging an iCys Research Cytometer (formerly CompuCyte; Thorlabs Imaging Systems, Sterling, VA) was used with its iNovator Application Development Toolkit software. Hoechst, Alexa, PI and FLICA fluorescence dyes were excited separately with 405, 488, 488, 633 nm laser lines and detected at 430-470, 515-545, 650-700, 650 and above nanometers, respectively. Single cell data were gated according to their area, DNA content and nuclear shape and fluorescence pixel integral, maximum pixel intensity and average pixel intensity parameters with raw images were recorded for all dyes. For cytoplasmic caspase-1 activity measurements dynamic background subtraction was applied. Gated single cell FCS data were exported from LSC software and contour plots were generated in FCS Express 5 flow and image cytometry data analysis software (*De Novo* Software, Glendale, CA, USA).

#### *In vivo* infection model

*Heligmosomoides polygyrus* life cycle was maintained in house and infective thirdstage larvae (L3) were obtained as described elsewhere (Johnston et al., 2015). Mice were infected with 200 *H polygyrus* L3 by oral gavage. The attenuated, aroA deficient *Salmonella enterica enterica* serovar Typhimurium strain SL3261 (Hoiseth and Stocker, 1981) was cultured as stationary overnight culture from frozen stock in Luria-Bertani broth. Co-infections were carried out as described previously (Rückerl et al., 2017). Briefly, animals were injected i.p. with ∼1x10ˆ6 CFU *Salmonella* Typhimurium diluted in PBS or received 1 mg/kg LPS from *Salmonella enterica* ser. Minnesota (Sigma Aldrich L4641) 9 days after *H.polygyrus* infection. 6h after bacterial inoculation peritoneal macrophages were isolated by lavage, purified by adherence for 2 h to cell culture plastic and total RNA extracted.

#### Flow cytometry

All antibodies were purchased from Biolegend UK unless otherwise indicated. Equal numbers of cells were stained with LIVE/DEAD cell viability assay (Life Technologies) and blocked with 5 μg/mL anti CD16/32 (2.4G2, BD Biosciences) and heatinactivated normal mouse serum (1:10) in FACS buffer (0.5% BSA and 2 mM EDTA in Dulbecco’s PBS) before surface staining with antibodies to F4/80 (BM8), SiglecF (E502440), Ly6C (HK1.4), Ly-6G (1A8), TCRβ (H57-597), CD11b (M1/70), CD11c (N418), I-A/I-E (M5/114.15.2), CD19 (6D5) and CD115 (AFS98). Detection of intracellular Ym1 and NOS2 was performed directly *ex vivo*. Cells were stained for surface markers then fixed with 2% paraformaldehyde (Sigma Aldrich), permeabilized using Permeabilization Buffer (eBioscience) and stained with directly labeled antibodies to NOS2 (CXNFT; eBioscience) or biotinylated polyclonal goat antiYm1 (R&D Systems) followed by streptavidin-PerCP (Biolegend). Expression of Ym1 and NOS2 was determined relative to appropriate polyclonal or monoclonal isotype controls.

Samples were acquired on a BD LSR II using BD FACSDiva software (BD Bioscience) and post-acquisition analysis performed using FlowJo v9 software (Tree Star Inc.). Macrophages were identified as lineage negative (CD19-,TCRb-,Ly6G-,SiglecF-), CD11b+ CD115+.

### Quantification and Statistical Analysis

#### RNA-seq analysis

TopHat and Cufflinks toolkits (Trapnell et al., 2013) were used for mapping spliced reads to the mm10 mouse assembly with default parameters, making transcript assemblies, and getting and sorting gene expression data. Genes with at least 1 FPKM (Fragments Per Kilobase per Million mapped reads) expression value in at least one sample were considered to be expressed. In the downstream analysis 2-way anova and post hoc tests were performed on WT and *Stat6*^−/−^ macrophages exposed to IL-4 for 1, 3, 6 and 24 hours in R using the aov() and TukeyHSD() functions of the MASS package. Differences were considered statistically significant at p value < 0.05 and FC > 2. For IL-4 pretreatment-LPS datasets, LPS-induced genes were considered statistically significant at p value < 0.05 compared to the control and then these genes were clustered based on their sensitivity (p value < 0.05) to IL-4 pretreatment as follows: attenuated response - Cluster 1; insensitive - Cluster 2; increased response - Cluster 3. K-means clustering was performed in R using the function kmeans from package stats. Gene Set Enrichment Analysis was done by GSEA v2.2.0 (Subramanian et al., 2005). KEGG pathway enrichment analyses were done using the DAVID web application (Huang et al., 2009). Heatmaps were drawn using the R package pheatmap.

#### ATAC-seq, ChIP-seq and GRO-seq analyses

The primary analysis of the ATAC-seq, ChIP-seq and GRO-seq raw sequence reads was carried out using our ChIP-seq analysis command line pipeline (Barta, 2011). Briefly, Burrows-Wheeler Alignment Tool (BWA, (Li and Durbin, 2009)) was used to align the reads to mm10 genome assembly with default parameters. MACS2 (Zhang et al., 2008) (with ‘-B’ and ‘-SPMR’ options) was used for predicting transcription factor peaks and nucleosome free regions (q-value ≤ 0.01), and findPeaks.pl (with ‘-size 1000’, ‘-minDist 2500’ and ‘-style histone’ options) for histone regions. Artifacts were removed using the ENCODE blacklist (ENCODE Project Consortium, 2012). Predicted peaks were sorted by average coverage (RPKM, Reads Per Kilobase per Million mapped reads). Average coverage of the predicted peaks and significantly changing regions (p value ≤ 0.05) were calculated by DiffBind v2.0.5 (Ross-Innes et al., 2012). Intersections, subtractions and merging of the predicted peaks were made with BedTools. Proportional Venn diagrams were generated with VennMaster (Kestler et al., 2008). Genome coverage files (bedgraph files) for visualization were generated by makeUCSCfile.pl (HOMER) and then converted into tdf files using igvtools with ‘toTDF’ option. *De novo* motif discovery was performed on the 100 bp vicinity of the peak summits using findMotifsGenome.pl with options ‘–len “10,12,14,16”’ and ‘-size 200’ on the repeat-masked mouse genome (mm10r) from HOMER. The HOMER option ‘-style groseq’ was used for GRO-seq samples. Integrative Genomics Viewer (IGV2.3, Broad Institute) was used for data browsing (Thorvaldsdóttir et al., 2013) and creating representative snapshots. Normalized tag counts for Meta histograms and RD plots were generated by annotatePeaks.pl from HOMER (with option ‘-hist 10’ for histograms and with options ‘-ghist’ and ‘-hist 10’ for RD plots) and visualized by R using package ggplot2 or by Java TreeView, respectively. Gene body metaplots were created using ngs.plot software (Shen et al., 2014). Pearson’s correlation coefficients between GRO-seq, PolII S2, PolII S5 and H3K27ac ChIP-seq data (fold change of RPKM values upon 1h IL-4 treatment on the merged replicates using a custom bash script) were calculated in R using function cor() from package stats. Changes on boxplots were considered significant at p < 0.00001 using paired t test and the average of fold differences at the individual enhancers ≥ 1.15.

#### Domain prediction

ChIP-seq raw reads of 47 CTCF and 42 Cohesin (RAD21, SMC1/3 or SA1/2) samples were downloaded from the Sequence Read Archive of NCBI and processed using our ChIP-seq analysis command line pipeline (Barta, 2011). Consensus CTCF peak summits were defined as the average genomic location of at least two summits within 51 bp. Consensus peak summits for Cohesin were defined in the same manner. Insulator peak summits were determined from those consensus CTCF peak summits that were closer to a consensus Cohesin peak summit than 51 bp. Motif enrichments were calculated in two rounds by findMotifsGenome.pl (HOMER) from the 100 bp region around the 5000 most ubiquitous insulator peak summits. Having mapped the putative elements matching with the CTCF motif of the first search by annotatePeaks.pl (HOMER), we used those top 5000 regions that lacked these hits. Score 6 was set as a threshold for both CTCF motif matrices, and to filter putative CTCF elements in the case of multiple occurrences at the same region those hits were preferred that followed the direction of the CTCF/Cohesin peak location compared to each other (Rao et al., 2014) and had the highest motif score. Insulators showing clear protein-binding direction without predicted element were also included in domain prediction. Average coverage (RPKM) of CTCF and RAD21 ChIP-seq derived from bone marrow-derived macrophages was calculated on the 100 bp region around insulators, and those regions were filtered out that had an RPKM value exceeding the hundred-thousandth of the summed density of all regions per sample in both samples. The closest insulators showing convergent direction within 1Mb distance but farther than 1kb were assigned to each other and called domains if their coverage showed less than 2-fold difference for both proteins. In the case of overlapping domains, those were filtered having the highest insulator coverage. “Negative” domains with divergent insulators were defined between the final convergent domains. Association scores between STAT6-bound enhancers and IL-4-regulated gene clusters were calculated and visualized by package pheatmap using option scale = ”column” (scaling by RNA-seq clusters).

#### Statistical analysis

Statistical analysis for qRT-PCR, ChIP-qPCR, ELISA, LDH-release assay, FACS analysis and densitometry analysis of western blot: the error bars represent standard deviation (SD). The two-tailed Student’s t test was used to evaluate the significance of differences between two groups. Quantification and alignments of NGS analysis for RNA-seq, ChIP-seq and ATAC-seq are also described in more detail in the methods section above.

### Data and Software Availability

The accession number for the RNA-seq, ChIP-seq, GRO-seq, and ATAC-seq data reported in this paper is GEO: GSE106706. Microarray and RNA-seq datasets were downloaded from NCBI GEO depository (GSE33609) and ArrayExpress (E-MTAB-995). ChIP-seq datasets were downloaded from NCBI GEO depository (GSE27060 and GSE38379) as well as Sequence Read Archive (SRP019970). The used genome-wide datasets are collected in Table S7.

# Supplementary material for: The Transcription Factor STAT6 Mediates Direct Repression of Inflammatory Enhancers and Limits Activation of Alternatively Polarized Macrophages
**Source:** Immunity. 2018 Jan 16;48(1):75–90.e6. doi: 10.1016/j.immuni.2017.12.010
**Supplement:** Document S2. Article plus Supplemental Information

# The Transcription Factor STAT6 Mediates Direct Repression of Inflammatory Enhancers and Limits Activation of Alternatively Polarized Macrophages

## Graphical Abstract

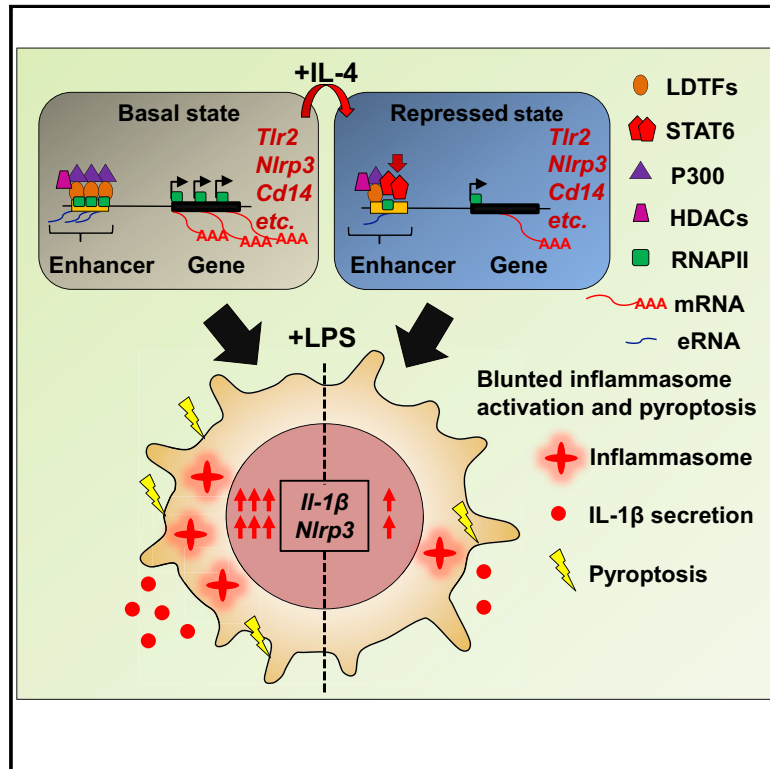

## Authors

Zsolt Czimmerer, Bence Daniel, Attila Horvath, ..., Judith E. Allen, Szilvia Benko, Laszlo Nagy

## In Brief

The molecular bases of repressive transcriptional mechanisms contributing to macrophage polarization are not well understood. Czimmerer et al. show that in alternatively polarized macrophages, IL-4-activated STAT6 represses a large set of enhancers modulating the transcriptional program. STAT6-repressed enhancers are characterized by reduced chromatin accessibility, eRNA expression, LDTF, and p300 binding. IL-4-STAT6-mediated repression limits the inflammatory responsiveness including inflammasome activation, IL-1 $\beta$  production, and pyroptosis. Thus, the IL4-STAT6 pathway establishes an epigenomic signature to selectively repress the macrophage inflammation program.

## Highlights

- IL-4-activated STAT6 acts as a transcriptional repressor in macrophages
- IL-4-STAT6-repressed enhancers associate with reduced LDTF and p300 binding
- Inflammatory responsiveness of the IL-4-repressed enhancers is attenuated
- IL-4 limits the LPS-induced inflammasome activation, IL-1 $\beta$  production, and pyroptosis

# The Transcription Factor STAT6 Mediates Direct Repression of Inflammatory Enhancers and Limits Activation of Alternatively Polarized Macrophages

Zsolt Czimmerer,<sup>1,15</sup> Bence Daniel,<sup>2,15</sup> Attila Horvath,<sup>1,15</sup> Dominik Rückerl,<sup>3,15</sup> Gergely Nagy,<sup>1,14</sup> Mate Kiss,<sup>1</sup> Matthew Peloquin,<sup>2</sup> Marietta M. Budai,<sup>4</sup> Ixchelt Cuarenta-Monroy,<sup>1</sup> Zoltan Simandi,<sup>2</sup> Laszlo Steiner,<sup>5</sup> Bela Nagy, Jr.,<sup>6</sup> Szilard Poliska,<sup>7</sup> Csaba Banko,<sup>8</sup> Zsolt Bacso,<sup>8</sup> Ira G. Schulman,<sup>9</sup> Sascha Sauer,<sup>10,11,12</sup> Jean-Francois Deleuze,<sup>13</sup> Judith E. Allen,<sup>3</sup> Szilvia Benko,<sup>4</sup> and Laszlo Nagy<sup>1,2,14,16,\*</sup>

<sup>15</sup>These authors contributed equally

<https://doi.org/10.1016/j.immuni.2017.12.010>

## SUMMARY

The molecular basis of signal-dependent transcriptional activation has been extensively studied in macrophage polarization, but our understanding remains limited regarding the molecular determinants of repression. Here we show that IL-4-activated STAT6 transcription factor is required for the direct transcriptional repression of a large number of genes during *in vitro* and *in vivo* alternative macrophage polarization. Repression results in decreased lineage-determining transcription factor, p300, and RNA polymerase II binding followed by reduced enhancer RNA expression, H3K27 acetylation, and chromatin accessibility. The repressor function of STAT6 is HDAC3 dependent on a subset of IL-4-repressed genes. In addition, STAT6-repressed enhancers show extensive overlap with the NF- $\kappa$ B p65 cistrome and exhibit decreased responsiveness to lipopolysaccharide after IL-4 stimulus on a subset of genes. As a consequence, macrophages exhibit diminished inflammasome activation, decreased IL-1 $\beta$  production, and pyroptosis. Thus, the IL-4-STAT6 signaling pathway establishes an alternative polarization-specific epigenomic signature resulting in dampened macrophage responsiveness to inflammatory stimuli.

## INTRODUCTION

Macrophage plasticity is ensured by dynamic and partially reversible responsiveness to pathogen-derived molecules as well as the cytokine and lipid microenvironment. The two well-characterized extreme functional outcomes of macrophage polarization are T helper 1 (Th1) cell-type cytokine interferon- $\gamma$  (IFN- $\gamma$ )-induced classical or M(IFN- $\gamma$ )-type polarization with enhanced bactericidal capacity and Th2 cell-type cytokine interleukin-4 (IL-4)-induced alternative or M(IL-4)-type polarization with anti-inflammatory properties, but complex molecular cues can generate an entire spectrum of different activation states (Gordon and Martinez, 2010; Murray et al., 2014).

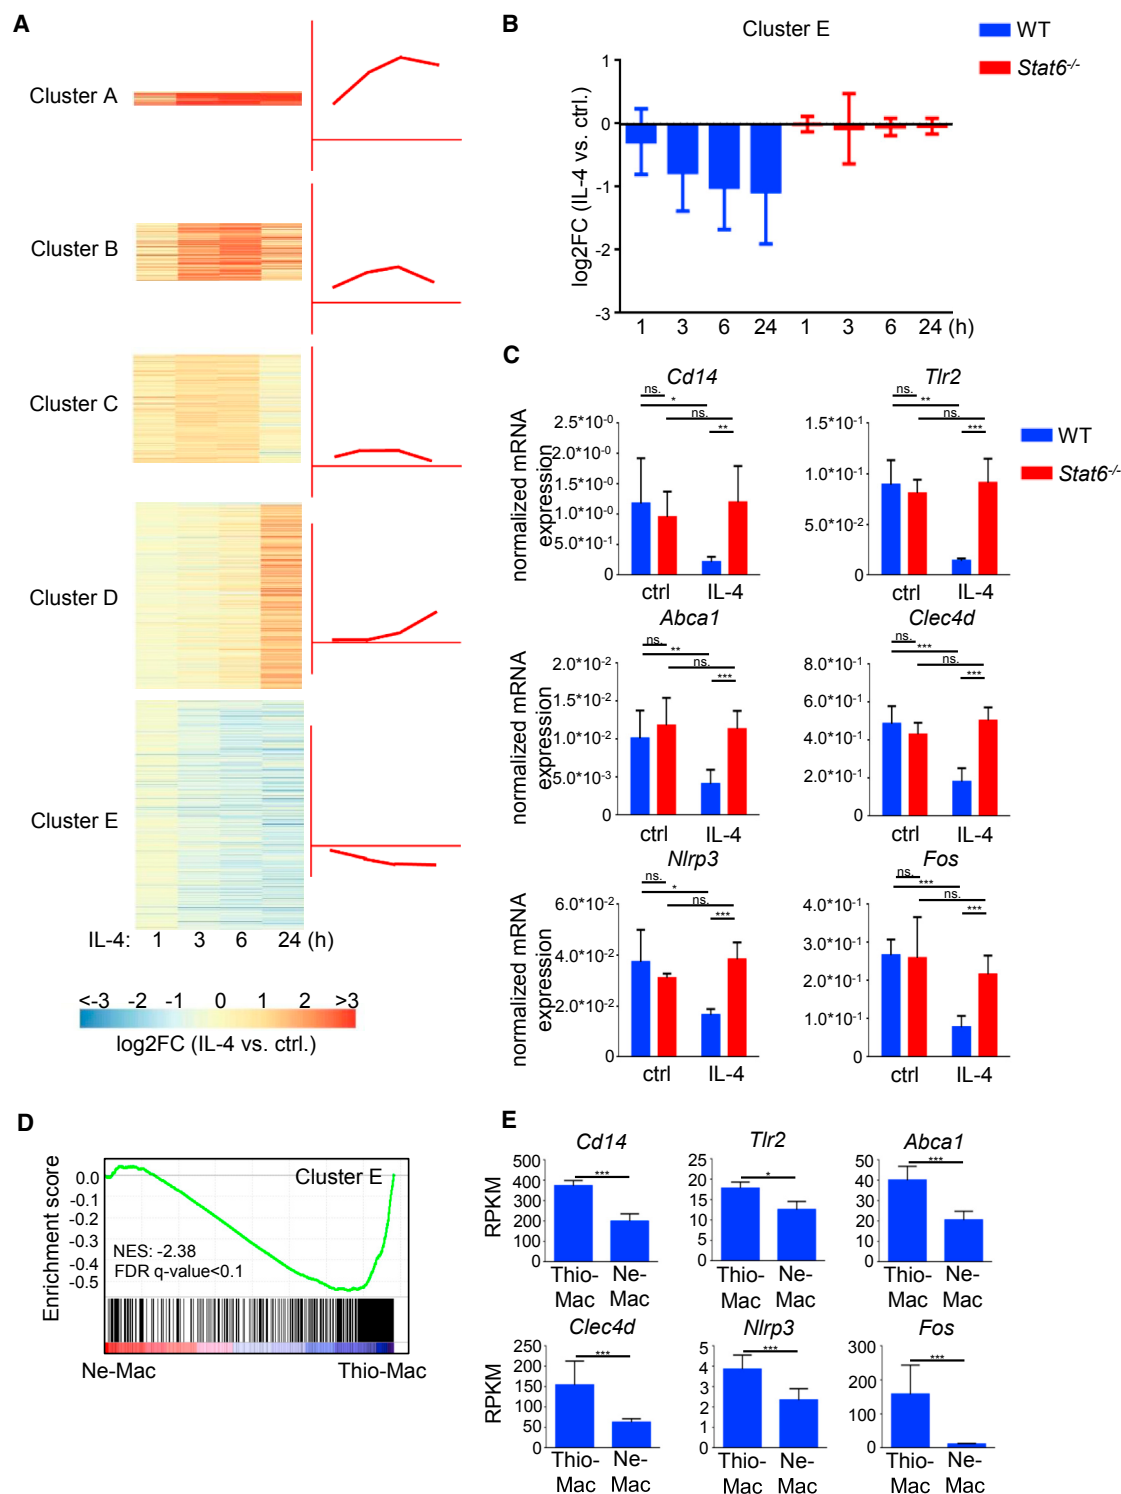

**Figure 1. The IL-4-STAT6 Signaling Pathway Induced Gene Expression during Mouse Alternative Macrophage Polarization**

(A) Heatmap of IL-4-regulated ( $p$  value  $\leq 0.05$ ,  $FC \geq 2$ ) gene expression clusters in WT murine BMDMs. Data represent the average fold changes of four individual animals.

(B) The average fold change from the IL-4-repressed gene cluster at the indicated time points following IL-4 stimulation in WT ( $n = 4$ ) and *Stat6*<sup>-/-</sup> ( $n = 2$ ) BMDMs. Error bars represent means  $\pm$  SD.

(C) RT-qPCR analysis of gene expression on a set of IL-4-repressed genes in WT and *Stat6*<sup>-/-</sup> BMDMs. BMDMs were treated with IL-4 for 6 hr. Data are representative of five individual animals per genotype from two independent experiments. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , ns, not significant change. Error bars represent means  $\pm$  SD.

(legend continued on next page)

features of transcriptional repression in macrophages at an unprecedented level (Hah et al., 2015; Kang et al., 2017).

IL-4- or IL-13-induced alternative macrophage polarization occurs in a number of pathological processes including nematode infection, tumor development, lung inflammation, and fibrosis (Gordon and Martinez, 2010). Given the complex immunological milieu that characterizes each of these conditions, alternatively polarized macrophages are likely to encounter inflammatory stimuli as well (Fort et al., 2001; Ruffell et al., 2012). It has been shown that *in vitro* modeling of complex immunological microenvironment by IL-4 and IFN- $\gamma$  co-stimulation leads to the attenuation of IFN- $\gamma$ -induced transcriptional activation due to the effects of IL-4 on restrictive set of auxiliary transcription factors in mouse macrophages (Piccolo et al., 2017). These results suggest that alternatively polarized macrophages exhibit an altered responsiveness to inflammatory signals. The underlying crosstalk at the epigenomic and transcriptional levels remained largely unexplored. One of the effector functions of macrophages is the integration of different danger signals with NLRP3 inflammasome activation (Rathinam and Fitzgerald, 2016). Inflammasomes play key roles in the generation of secreted forms of proinflammatory IL-1 $\beta$  and IL-18 from their precursors. In parallel, macrophages undergo active NLRP3 inflammasome-dependent cell death termed “pyroptosis” (Rathinam and Fitzgerald, 2016). The integration of this process to inflammatory epigenomic signaling is also not known.

We sought to address these questions regarding the integration and regulation of the alternatively polarized macrophage phenotype by carrying out systemic genome-wide studies.

## RESULTS

### IL-4 Induces Transcriptional Activation and Repression via STAT6

We determined the STAT6-dependent IL-4-regulated genes in a time course in wild-type (WT) and *Stat6*<sup>−/−</sup> bone marrow-derived macrophages (BMDMs) using RNA-seq (Figure S1A). First, we examined the gene expression pattern of the 1,614 IL-4-regulated genes ( $Fc \geq 2$ ,  $p$  value < 0.05) and identified four IL-4-induced gene expression clusters based on expression dynamics and fold induction (Figures 1A and S1B; Table S1). We also found that a high proportion of IL-4-responsive genes (39%) were repressed. Repression by IL-4 was observed after 3 hr and remained attenuated at later time points (6, 24 hr) (Figure 1A, cluster E; Table S1). IL-4-mediated repression is dependent on STAT6 (Figure 1B). For validation, we measured the mRNA level of six IL-4-repressed (*Abca1*, *Clec4d*, *Fos*, *Tlr2*, *Cd14*, and *Nlrp3*) and three activated (*Klf4*, *Hbegf*, and *Edn1*) genes with RT-qPCR, and we confirmed the IL-4-mediated and STAT6-dependent regulation (Figures 1C and S1C).

Filarial nematode infection is associated with the accumulation of alternatively polarized macrophages, exhibiting elevated expression of *Ym1* and *Fizz1*/RELM- $\alpha$  (Anthony et al., 2006). In or-

der to determine whether transcriptional repression in response to alternative polarization signals occurs *in vivo*, we compared the gene expression profile of peritoneal macrophages from *Brugia malayi* nematode-implanted mice (Ne-Mac) and thioglycollate-elicited peritoneal macrophages (Thio-Mac) utilizing publicly available RNA-seq data (Thomas et al., 2012). Gene set enrichment analysis (GSEA) showed that the *in vitro* IL-4-repressed gene set was significantly enriched (FDR  $q$ -value < 0.1, NER: −2.38) among the genes that were downregulated in response to nematode infection in peritoneal macrophages (Figure 1D). In addition, all selected IL-4-STAT6-repressed genes were significantly downregulated during *Brugia malayi*-induced *in vivo* alternative macrophage polarization compared to thioglycollate-elicited peritoneal macrophages (Figure 1E).

Next, we determined whether IL-4-STAT6 signaling represses gene expression at the transcriptional or post-transcriptional level. We assessed the immediate early effect of IL-4 on two serine phosphorylated forms of RNA polymerase II (RNAPII), the active histone mark H3K27Ac using chromatin immunoprecipitation sequencing (ChIP-seq), and nascent RNA expression by Global Run-On sequencing (GRO-seq) after 1 hr of exposure. Elongation-specific RNAPII-pS2 ChIP-seq revealed 5,931 gene bodies, exhibiting significantly changing read enrichments (3,008 downregulated and 2,923 upregulated,  $p \leq 0.1$ ) (Figure S2A and Table S2). RNAPII-pS2 binding showed positive correlation with transcription initiation-specific RNAPII-pS5 binding, H3K27Ac enrichment, and nascent RNA expression at the gene bodies (Figure S2B). Importantly, the gene bodies of IL-4-repressed genes (cluster E) showed attenuated RNAPII-pS2, RNAPII-pS5, and H3K27Ac enrichment and nascent RNA expression (Figures 2A, 2B, and S2C). In contrast, IL-4-dependent induction of RNAPII-pS2, RNAPII-pS5, and H3K27Ac enrichment as well as nascent RNA expression was detected at gene bodies of IL-4-induced genes (clusters A–C) (Figures 2A, S2C, and S2D). These results indicate that IL-4-STAT6 signaling directly represses gene expression, primarily at the transcriptional level during alternative macrophage polarization *in vitro* and *in vivo*.

### IL-4-Activated STAT6 Binding Is Required for Transcriptional Repression

We also determined the STAT6 cistrome using a time course of 1, 6, and 24 hr of IL-4 stimulation (Figure S1A). STAT6 binding was negligible in unstimulated BMDMs (Figure 3A), but as little as 1 hr of stimulation dramatically induced the binding of STAT6, which was followed by a decline after 24 hr (Figure 3A). Comparing the STAT6 cistrome (20,119 genomic regions in IL-4-stimulated cells) to the RNAPII-pS5-positive genomic regions revealed that 60.5% of STAT6 peaks overlapped with the union of those genomic regions bound by RNAPII-pS5 in resting or IL-4-treated BMDMs (Figure 3B), suggesting that transcription could be directly regulated by STAT6 at these sites. Therefore, we next classified the RNAPII-pS5-positive STAT6 peaks based on IL-4-dependent regulation of RNAPII-pS5 binding, and we

(D) GSEA analysis of IL-4-repressed genes (*in vitro*) against a ranked list of genes regulated in the *Brugia malayi*-implanted mice-derived macrophages (Ne-Mac) compared to the intraperitoneal thioglycollate-administrated mice-derived peritoneal macrophages (Thio-Mac).

(E) Expression of IL-4-repressed genes in the *Brugia malayi*-implanted mice-derived macrophages (Ne-Mac) and the intraperitoneal thioglycollate-administrated mice-derived peritoneal macrophages (Thio-Mac). Reads per kilobase per million values (RPKM) are presented as the mean and SD of three individual animals per group quantified by RNA-seq. \* $p$  < 0.05, \*\* $p$  < 0.01, \*\*\* $p$  < 0.001.

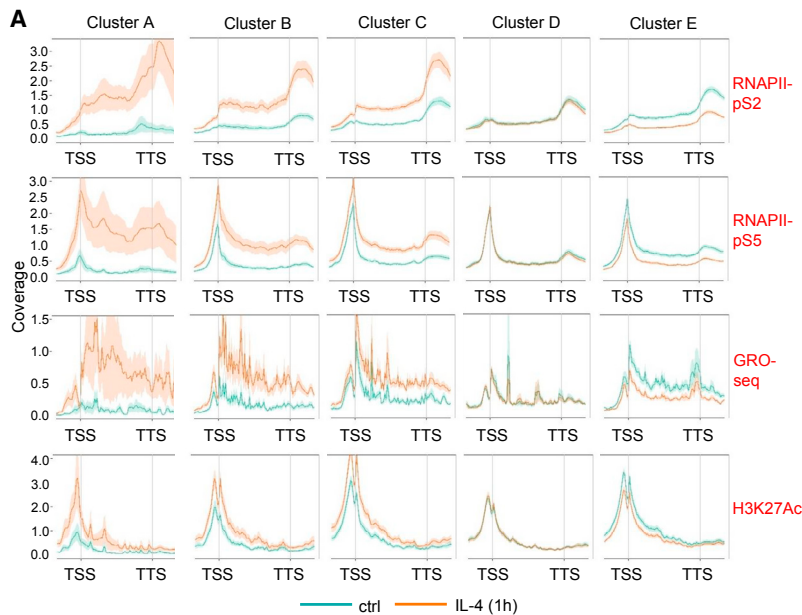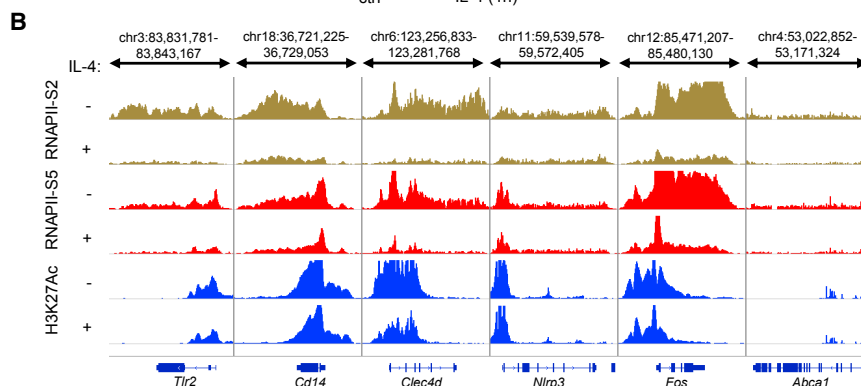

**Figure 2. Changes in RNAPII and H3K27Ac Enrichments as well as Nascent RNA Transcription Are Immediate Early Markers of IL-4-STAT6-Regulated Transcription**

(A) Metagene plot of RNAPII-pS2-, RNAPII-pS5-, and H3K27Ac-specific ChIP-seq enrichments and GRO-seq signals on the gene bodies of regulated gene clusters (Figure 1A) in the presence of IL-4 in WT BMDMs (TSS, transcription start site; TTS, transcription termination site). Coverage is defined as read count per million mapped reads. Data (H3K27Ac, RNAPII-pS2, and RNAPII-pS5) are combined from two independent biological replicates.

(B) H3K27Ac, RNAPII-pS5, and RNAPII-pS2 ChIP-seq signals at the selected IL-4-repressed gene bodies. ChIP-seq signals are visualized by the Integrative Genomics Viewer. Data are representative of two independent biological replicates. BMDMs were treated with IL-4 for 1 hr.

divided the STAT6-bound genomic regions into three different clusters: “repressor,” “neutral,” and “activator” STAT6 peak clusters (Figure 3C and Table S3). We noted that repressor and neutral STAT6 peaks showed typically lower occupancies if compared to the IL-4-induced RNAPII-pS5-associated activator STAT6 peaks (Figure S3A). Interestingly, IL-4-dependent regulation of RNAPII-pS2 binding as well as H3K27Ac enrichments showed similar patterns to RNAPII-pS5 in all three STAT6 clusters (Figures 3C and 3D). These findings support the conclusion that IL-4-activated STAT6 can be associated with either transcriptional activation or repression at different genomic loci.

Next we assigned STAT6-bound genomic regions to genes in order to assess the correlation between IL-4-repressed enhancer activity (RNAPII-pS5 by ChIP-seq) and gene expression (mRNA by RNA-seq). For this analysis, we predicted the sub-topologically associated domains (subTADs) in which gene regulation by STAT6 might take place, using CTCF and RAD21 ChIP-seq datasets from BMDM, utilizing a previously described algorithm (Daniel et al., 2014; Rao et al., 2014). As shown in Figure 3E, we found that repressor STAT6 peaks were tightly associated with the IL-4-repressed gene cluster (cluster E). In contrast, activator STAT6 peaks were associ-

ated with the immediate early IL-4-induced genes represented by clusters A–C (Figure 3E). These results suggest a tight connection between STAT6-dependent regulation of enhancer activity and neighboring gene expression in the same genomic compartment or transcription unit.

To understand the IL-4-STAT6 signaling-mediated transcriptional regulation in more detail, we carried out analyses on individual genes and enhancers. For the selected repressed and activated genes, we identified at least one STAT6-bound enhancer showing reduced and induced H3K27 acetylation and RNAPII binding, respectively (Figure 3F). Enhancer RNA (eRNA) expression is a reliable marker of enhancer activity (Natoli and Andrau, 2012). Therefore, we measured eRNA expression at the repressor and activator STAT6 peaks by RT-qPCR. The expression of eRNAs were regulated in a similar manner as the enrichment of RNAPII-pS5 and RNAPII-pS2 and changes of H3K27Ac levels at the repressor and activator STAT6 sites in WT BMDMs (Figures 3F, 3G, and S3B). Importantly, IL-4-mediated regulation of eRNA expression was abolished in the absence of STAT6 at the examined enhancers (Figures 3G and S3B). Taken together, these results show that IL-4-activated STAT6 is required for the transcriptional repression characterized by decreasing RNAPII binding, histone acetylation, and consequently enhancer activity.

STAT6 Binds to Repressed Sites in the Absence of a Canonical Binding Motif

In order to investigate whether the functional characteristics of STAT6 peaks (activator versus repressor) are influenced by their genomic localization and/or the DNA sequences they are associated with, we analyzed the genomic distribution of STAT6 peak clusters. We found only minor differences between the distinct STAT6 peak clusters regarding genomic localization

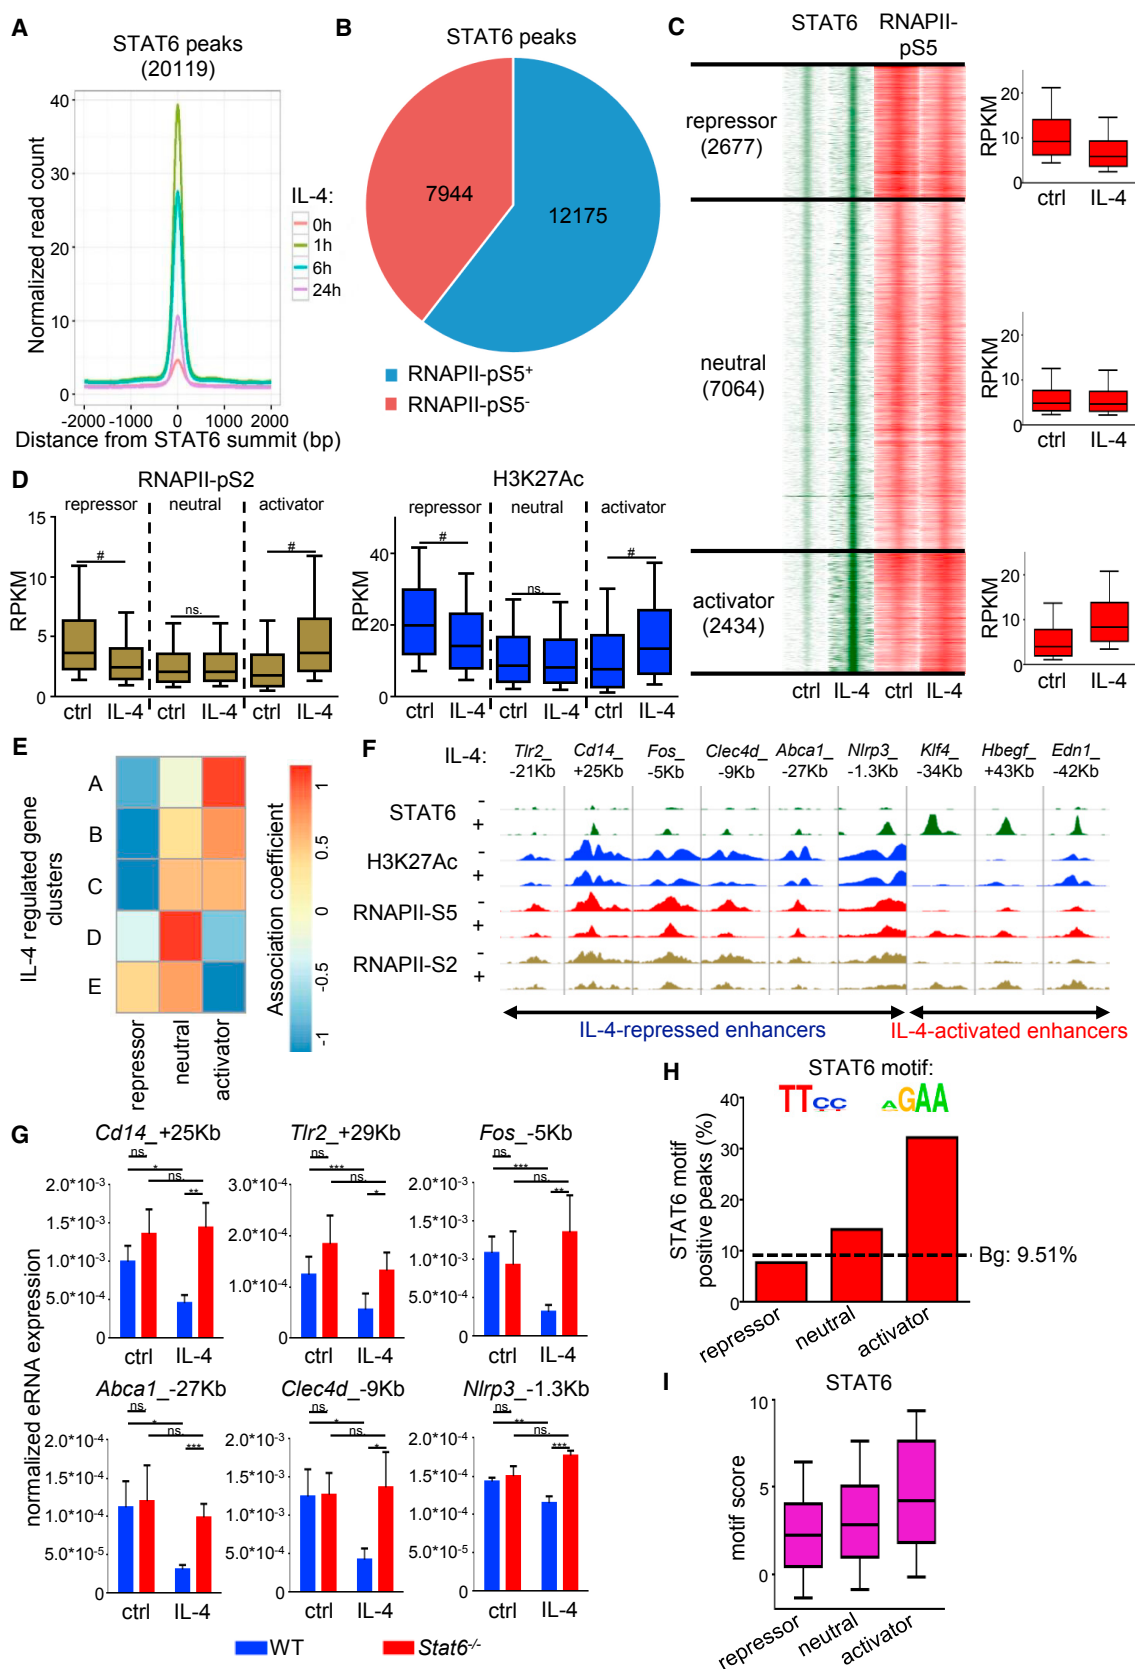

(legend on next page)

relative to genes (Table S4). The majority of STAT6 peaks were localized in intergenic and intronic regions in the genome in all three clusters, and only about 10% of STAT6 binding sites were detected in promoter-proximal regions (Table S4). We also examined the enrichment of active histone mark H3K4m1 at the STAT6-bound genomic regions using a publicly available ChIP-seq dataset (Ostuni et al., 2013). Although H3K4m1 enrichment was observed at more than 98% of STAT6-bound genomic regions, it was not influenced by IL-4 treatment (Table S4, Figure S3C). These findings suggest that STAT6 primarily binds enhancers and that the functional characteristics of different STAT6 peak clusters cannot be explained by their genomic localization relative to genes.

Next, we carried out *de novo* motif enrichment analysis of the sequences under the STAT6 peaks. PU.1, TRE, RUNX, and C/EBP motifs were enriched under all three clusters (Figure S3D). However, the canonical STAT6 motif was significantly under-represented under repressor and neutral STAT6 peaks if compared to the activator STAT6 peaks (Figures 3H and S3D). Plotting the motif scores for PU.1, TRE, RUNX, and C/EBP revealed no significant differences between the different STAT6 peak clusters (Figure S3E). In contrast, motif score for STAT6 was lower in the repressor and neutral STAT6 peak clusters compared to the activator STAT6 peak cluster (Figure 3I). Considering that the presence of STAT6 is needed for repression (Figure 1B), these findings raise the possibilities that STAT6 is bound without direct DNA contact or that it recognizes non-canonical STAT6-binding motifs at repressed enhancers.

### STAT6-Mediated Repression of Enhancer Activity Is Accompanied by Decreased Chromatin Accessibility and Lineage-Determining Transcription Factor Binding

We investigated whether chromatin accessibility is affected at the STAT6-bound genomic regions by performing Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq) experiments. Our genome-wide analyses showed increased chromatin accessibility at the activator STAT6-bound sites (Figure 4A), while significant reduction was detected in chromatin accessibility

at the repressor STAT6-bound genomic regions (Figure 4A). These results suggest that both STAT6-mediated enhancer activation and repression are associated with the modification of chromatin structure during alternative macrophage polarization.

Chromatin openness determines enhancer activity in different cell types (Shlyueva et al., 2014). Moreover, binding of macrophage LDTFs, PU.1, JUNB, IRF8, and C/EBP $\alpha$  are associated with active enhancers in macrophages (Glass and Natoli, 2016). In addition, their binding motifs were among the most enriched transcription factor motifs under STAT6 peaks (Figure S3D). Therefore, we decided to determine whether IL-4-STAT6 signaling-mediated repression is associated with modified binding of LDTFs and examined their binding at repressed enhancers in the presence or absence of IL-4 using ChIP-seq. A high portion of the STAT6 cistrome overlapped with the examined LDTF cistromes except for JUNB, which showed moderated overlap (Table S4). Intriguingly, PU.1, JUNB, and C/EBP $\alpha$  binding was significantly decreased, while IRF8 binding was not modulated at the repressed STAT6-bound genomic regions after 1 hr IL-4 treatment in BMDMs (Figures 4B and S4A). In contrast, all four LDTFs showed significantly elevated binding at the IL-4-activated enhancers following IL-4 stimulation (Figures 4B and S4A). These findings suggest that IL-4-STAT6 signaling pathway modulates the binding of LDTFs at STAT6-activated and -repressed enhancers to opposite directions.

### IL-4-STAT6 Signaling Pathway-Mediated Repression of Enhancers Is Characterized by an Altered p300:HDAC Ratio

The acetylation status and thus the activity of enhancers are tightly controlled by histone acetyltransferase (HAT) and histone deacetylase (HDAC) enzymes (Calo and Wysocka, 2013). Therefore, we examined the binding of the histone acetyltransferase p300 as well as classical histone deacetylases, including HDAC1, 2, and 3 at the STAT6-bound genomic regions after 1 hr of IL-4 exposure by ChIP-seq. We found that the majority of STAT6-bound genomic regions were either pre-loaded by p300 and classical HDACs or recruited these factors upon IL-4

### Figure 3. RNAPII-pS5-Based Characterization of IL-4-Activated STAT6 Cistrome in Mouse Macrophages

- (A) Histograms of the average coverage of STAT6 peaks at the indicated period of time following IL-4 treatment in WT BMDMs.  
 (B) Pie chart of the RNAPII-pS5-positive and -negative STAT6-bound regulatory regions, 1 hr of IL-4 stimulation.  
 (C) Read distribution plot of ChIP-seq intensities for STAT6 and RNAPII-pS5 around the summit of the detected STAT6 peaks in a 4 kb window (left). Clustering of STAT6-RNAPII-pS5 co-bound genomic regions was based on the usage of DiffBind analysis ( $p \leq 0.05$ ). Boxplots of the average RPKM values for RNAPII-pS5 in each cluster (right). Boxes encompass the 25<sup>th</sup> to 75<sup>th</sup> percentile RPKMs. Whiskers extend to the 10<sup>th</sup> and 90<sup>th</sup> percentiles.  
 (D) Boxplots of RNAPII-pS2 and H3K27Ac read enrichments (RPKM) around the identified STAT6 peak clusters in WT BMDMs. Boxes encompass the 25<sup>th</sup> to 75<sup>th</sup> percentile RPKMs. Whiskers extend to the 10<sup>th</sup> and 90<sup>th</sup> percentiles.  
 (E) Heatmap of correlations between STAT6 peak (C) and IL-4-regulated gene clusters (Figure 1A) based on genomic proximity and functional chromatin domain prediction.  
 (F) Integrative Genomics Viewer snapshots of STAT6, H3K27Ac, RNAPII-pS5, and RNAPII-pS2 ChIP-seq signals on a set of IL-4-repressed and activated genomic loci.  
 (G) RT-qPCR measurements of eRNA expression at IL-4-repressed enhancers in WT and *Stat6*<sup>-/-</sup> macrophages.  
 (H) Bar plots showing the percentage of the STAT6 motif-positive STAT6 peaks in the clusters on (C). The STAT6 binding motif was used for targeted search. Dashed line indicates background (Bg: 9.51%).  
 (I) Boxplot of STAT6 motif scores at the functionally distinct STAT6 peak clusters. Boxes encompass the 25<sup>th</sup> to 75<sup>th</sup> percentile motif scores. Whiskers extend to the 10<sup>th</sup> and 90<sup>th</sup> percentiles.

BMDMs (B–D, F, and G) were treated with IL-4 for 1 hr. Data in (A)–(D) are combined from two independent biological replicates. Changes in (D) were considered significant at  $p < 0.00001$  using paired t test and an average fold change cut off value of  $\geq 1.15$  was used between control and IL-4-treated samples. # means significant difference, n.s. indicates not significant change. Data in (F) are representative of two independent biological replicates. Data in (G) are representative of five individual animals per genotype from two independent experiments. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , ns, not significant change. Error bars represent mean  $\pm$  SD.

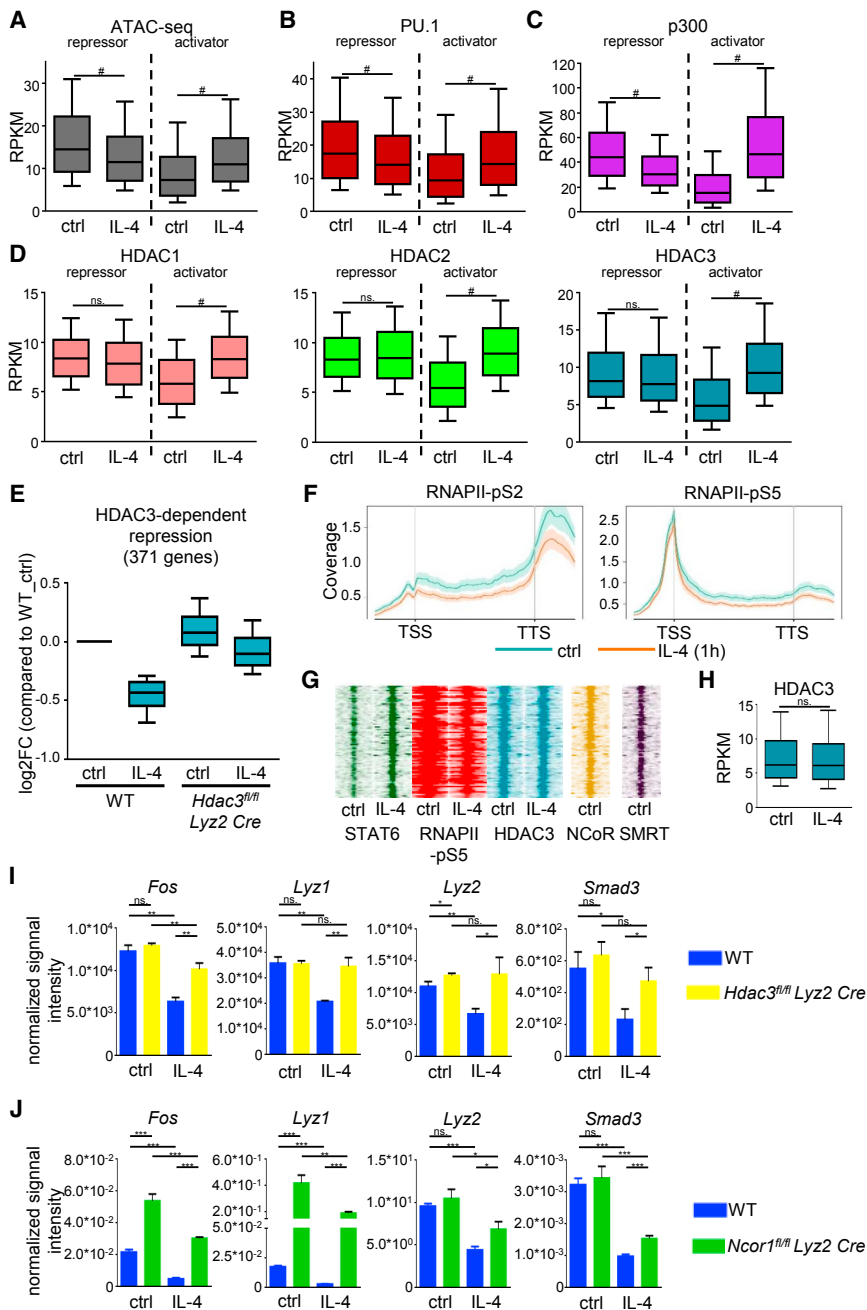

**Figure 4. IL-4-Induced Changes at Repressor and Activator STAT6 Sites and the Role of HDAC3 in IL-4-STAT6-Mediated Repression**

(A–D) Boxplots of ATAC-seq (A) and ChIP-seq (B–D) signals for PU.1 (B), p300 (C), HDAC1 (D), HDAC2 (D), and HDAC3 (D) on the repressor and activator STAT6 sites in WT BMDMs. Boxes encompass the 25<sup>th</sup> to 75<sup>th</sup> percentile RPKMs. Whiskers extend to the 10<sup>th</sup> and 90<sup>th</sup> percentiles. (E) Boxplots of the expression of IL-4-HDAC3-dependent repressed genes in WT (n = 3) and *Hdac3<sup>fl/fl</sup> Lyz2 Cre* (n = 3) BMDMs using publicly available microarray results. Boxes encompass the 25<sup>th</sup> to 75<sup>th</sup> percentile changes. Whiskers extend to the 10<sup>th</sup> and 90<sup>th</sup> percentiles. (F) Metagene plots of RNAPII-pS5 and RNAPII-pS2 signals at the gene bodies of IL-4-HDAC3-dependent repressed genes. Coverage is defined as read count per million mapped reads. (G) Read distribution plot of ChIP-seq intensities for RNAPII-pS5, STAT6, HDAC3, NCoR, and SMRT around the summit of the detected STAT6 peaks at the IL-4-repressed enhancers (n = 325) in the subTADs of HDAC3-dependent repressed genes, 1 hr of IL-4 stimulation. (H) Boxplot of the average HDAC3 binding intensity on the genomic regions (G). Boxes encompass the 25<sup>th</sup> to 75<sup>th</sup> percentile RPKMs. Whiskers extend to the 10<sup>th</sup> and 90<sup>th</sup> percentiles. (I) Normalized microarray signal intensity of *Fos*, *Lyz1*, *Lyz2*, and *Smad3* in control or IL-4-stimulated WT and *Hdac3<sup>fl/fl</sup> Lyz2 Cre* BMDMs. (J) RT-qPCR measurements of *Fos*, *Lyz1*, *Lyz2*, and *Smad3* expression in control or IL-4-stimulated WT and *Ncor1<sup>fl/fl</sup> Lyz2 Cre* BMDMs. BMDMs were treated with IL-4 for 1 hr (A–D, F–H) or 24 hr (E, I, and J). Data (A–D, F, and H) are combined from two independent biological replicates. Changes (A–D and H) were considered significant at  $p < 0.00001$  using paired t test and an average fold change cut off value of  $\geq 1.15$  was used between control and IL-4-treated samples. # means significant difference, ns indicates not significant change. Data (I) represent the mean and SD of three independent biological replicates. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , ns, no significant difference. Error bars represent means  $\pm$  SD. Data (J) represent the mean and SD of three independent biological replicates. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , ns, no significant difference. Error bars represent means  $\pm$  SD.

stimulation (Table S4). The binding of p300 was significantly increased at STAT6-activated enhancers, but significantly reduced at STAT6-repressed enhancers upon IL-4 treatment (Figure 4C). Interestingly, genome-wide analysis of IL-4-modulated HDAC binding showed significantly enhanced HDAC1, 2, and 3 occupancy at STAT6-activated enhancers, while STAT6-repressed enhancers showed no effect to IL-4, but exhibited HDAC binding at the basal state (Figure 4D). Collectively, these results show that STAT6-repressed enhancers are bound by both HATs and HDACs at the steady state and that p300 binding is selectively reduced by IL-4, resulting in a changed equilibrium favoring HDAC activity.

### The Presence of HDAC3 Is Required for IL-4-STAT6-Mediated Repression on a Subset of Genes

Direct interactions between classical HDACs and STAT transcription factors have been observed previously in numerous cell types influencing STAT-mediated direct transcriptional regulation (Icardi et al., 2012; Nusinzon and Horvath, 2003). In addition, HDAC3 has been shown to participate in the regulation of alternative macrophage polarization *in vitro* and *in vivo* (Mullican et al., 2011). Thus, we hypothesized that HDAC3, which is present at repressed enhancers (Figure 4D), might also contribute to IL-4-STAT6-induced repression. Therefore, we decided to examine the role of HDAC3 using a dataset from Mullican et al.

(2011). Applying K-mean clustering method, we found 1,628 IL-4-repressed genes ( $p \leq 0.05$ ) in WT BMDMs (Figure S4B) and identified an IL-4-repressed gene cluster (cluster III, 371 genes) that showed attenuated repression in *Hdac3<sup>fl/fl</sup> Lyz2 Cre* BMDMs following IL-4 treatment (Figures 4E and S4B). Although the basal expression of these genes did not show major differences between WT and *Hdac3<sup>fl/fl</sup> Lyz2 Cre* BMDMs, the IL-4-induced repression was partially or completely abolished in the absence of HDAC3 (Figures 4E and S4B). In addition, enrichments of RNAPII-pS5 and RNAPII-S2 were reduced at these gene bodies after 1 hr of IL-4 treatment in WT BMDMs (Figure 4F). Interestingly, 325 STAT6-repressed enhancers were found within the subTADs of IL-4-HDAC3-repressed genes (Figure 4G). These enhancers were bound by HDAC3, but HDAC3 occupancy was not altered by IL-4 stimulation (Figures 4G and 4H). Our results indicate that HDAC3 is required for the IL-4-induced repression of a specific subset of genes.

Due to the fact that HDAC3 is one of the key components of NCoR and SMRT corepressor complexes (Karagianni and Wong, 2007), we decided to determine whether the NCoR-SMRT complex itself participates in IL-4-STAT6-HDAC3-mediated repression as well. First, we determined the occupancy of NCoR and SMRT at HDAC3-bound enhancers using ChIP-seq data generated by others (Barish et al., 2012). We found that the IL-4-STAT6-HDAC3-repressed enhancer set was bound by both NCoR and SMRT in unstimulated BMDMs (Figure 4G). Next, we investigated the requirement of NCoR in the IL-4-STAT6-HDAC3-mediated repression using *Ncor1<sup>fl/fl</sup> Lyz2 Cre* immortalized bone marrow-derived macrophages (iBMDMs). We selected four genes for this analysis (*Fos*, *Lyz1*, *Lyz2*, and *Smad3*) based on their IL-4-STAT6-HDAC3-dependent repression (Figures 4I, S4C, and S4D) and due to the fact that their enhancers were bound by HDAC3, NCoR, and SMRT (Figure S4C). Gene expression analysis showed that *Fos* and *Lyz1* were expressed at a significantly higher level in unstimulated iBMDMs in the absence of NCoR compared to WT iBMDMs, while the basal expression of *Lyz2* and *Smad3* were not affected by NCoR (Figure 4J). In addition, IL-4-mediated repression of these genes was diminished in *Ncor1<sup>fl/fl</sup> Lyz2 Cre* iBMDMs (Figures 4J and S4E). In contrast, the basal expression and IL-4-induced repression of HDAC3-independent genes were not affected by NCoR, except for *Abca1* (Figure S4F). Taken together, our findings suggest that IL-4-activated STAT6 mediates transcriptional repression via the NCoR-HDAC3 complex at a subset of genes representing one of the molecular mechanisms for STAT6-dependent transcriptional repression.

#### IL-4-STAT6-Mediated Direct Transcriptional Repression Affects the LPS-Induced Inflammatory Program of Macrophages

Next we were wondering whether the repressive action of IL-4-STAT6 leaves its footprint on the epigenome and affects the subsequent response of the cells to other stimuli. Using KEGG pathway analysis, we identified 12 signaling pathways whose overrepresentation was specific to IL-4-repressed genes (Figure S5A). NOD-like receptor signaling and Toll-like receptor signaling among the top hits, which are known to be two major regulators of the inflammatory response (Figure S5A; Chen et al., 2009; Takeda et al., 2003). In addition, upstream transcrip-

tional regulator analysis with Ingenuity Pathway Analysis (IPA) software revealed that the LPS-activated p65 (RelA) is one of the most significantly inhibited transcriptional regulators upon IL-4 stimulation (Figure S5B). Interestingly, the majority of IL-4-STAT6-repressed genes included several members of NOD-like and Toll-like receptor signaling pathways showing attenuated mRNA expression following 24 hr of IL-4 stimulation and reduced STAT6 binding at the repressed enhancers (Figures 1A, 1B, S5C, and S5D). These results raised the possibility that IL-4 is able to modulate the subsequent inflammatory response of the macrophage epigenome via directly repressed enhancers following the dissociation of STAT6.

In order to determine whether prior activation of IL-4-STAT6 signaling is able to influence the inflammatory program of macrophages, we performed RNA-seq as well as RNAPII-pS5-, RNAPII-pS2-, and p65-specific ChIP-seq experiments on IL-4-pretreated and LPS-activated BMDMs (Figure 5A). Our global transcriptome analysis identified 1,350 LPS-activated genes ( $p \leq 0.05$ ) in BMDMs (Figure 5B, Table S5). Intriguingly, 520 genes showed significantly attenuated ( $p \leq 0.05$ ) LPS responsiveness following IL-4 pretreatment including the above examined *Tlr2*, *Cd14*, *Clec4d*, and *Nlrp3* (Figure 5B, Table S5). In addition, LPS-mediated induction of 686 genes was not influenced significantly by IL-4 pretreatment, while 144 genes showed significantly elevated LPS activation in IL-4-pretreated BMDMs (Figure 5B and Table S5), suggesting that the interaction between the two pathways is not a general interference or attenuation, but it takes place on selective genomic regions. Interestingly, 6 out of 12 IL-4-repressed signaling pathways were also significantly overrepresented among the genes that were less induced by LPS following IL-4 pretreatment, including NOD-like receptor and Toll-like receptor signaling pathways (Figure S5E). Next, we investigated whether IL-4-STAT6 signaling modulates LPS-dependent activation of inflammatory genes at the transcriptional or post-transcriptional level. We examined the IL-4- and LPS-regulated binding of RNAPII-pS2 at the gene bodies of LPS-induced genes using ChIP-seq. RNAPII-pS2 binding showed a similar pattern to “steady-state” mRNA level in all three gene expression clusters, suggesting that IL-4 pretreatment modulates LPS-induced gene expression primarily at the transcriptional level (Figure 5C). In order to investigate whether the IL-4-attenuated inflammatory response is STAT6 dependent, we measured the expression of *Tlr2*, *Cd14*, *Clec4d*, and *Nlrp3* in WT and *Stat6<sup>-/-</sup>* BMDMs after 24 hr of IL-4 pretreatment followed by 3 hr of LPS activation. As expected, IL-4 pretreatment failed to inhibit the LPS response of these genes in the absence of STAT6 (Figure 5D), raising the possibility that IL-4-activated STAT6 can directly modulate LPS responsiveness in macrophages via transcriptional repression of certain components of the inflammatory program.

To determine whether the crosstalk between IL-4-STAT6 signaling and inflammation-activated signaling pathways can also be observed at the enhancer level, we compared the IL-4-activated STAT6- and LPS-activated p65 cistromes in the subTADs of IL-4-attenuated LPS-responsive genes. 961 genomic regions were identified with overlapping STAT6 and p65 peaks revealing a partial overlap between the STAT6 and p65 cistromes (Figures 6A and 6B). Next, we decided to investigate whether IL-4-STAT6 and inflammatory signaling pathways are

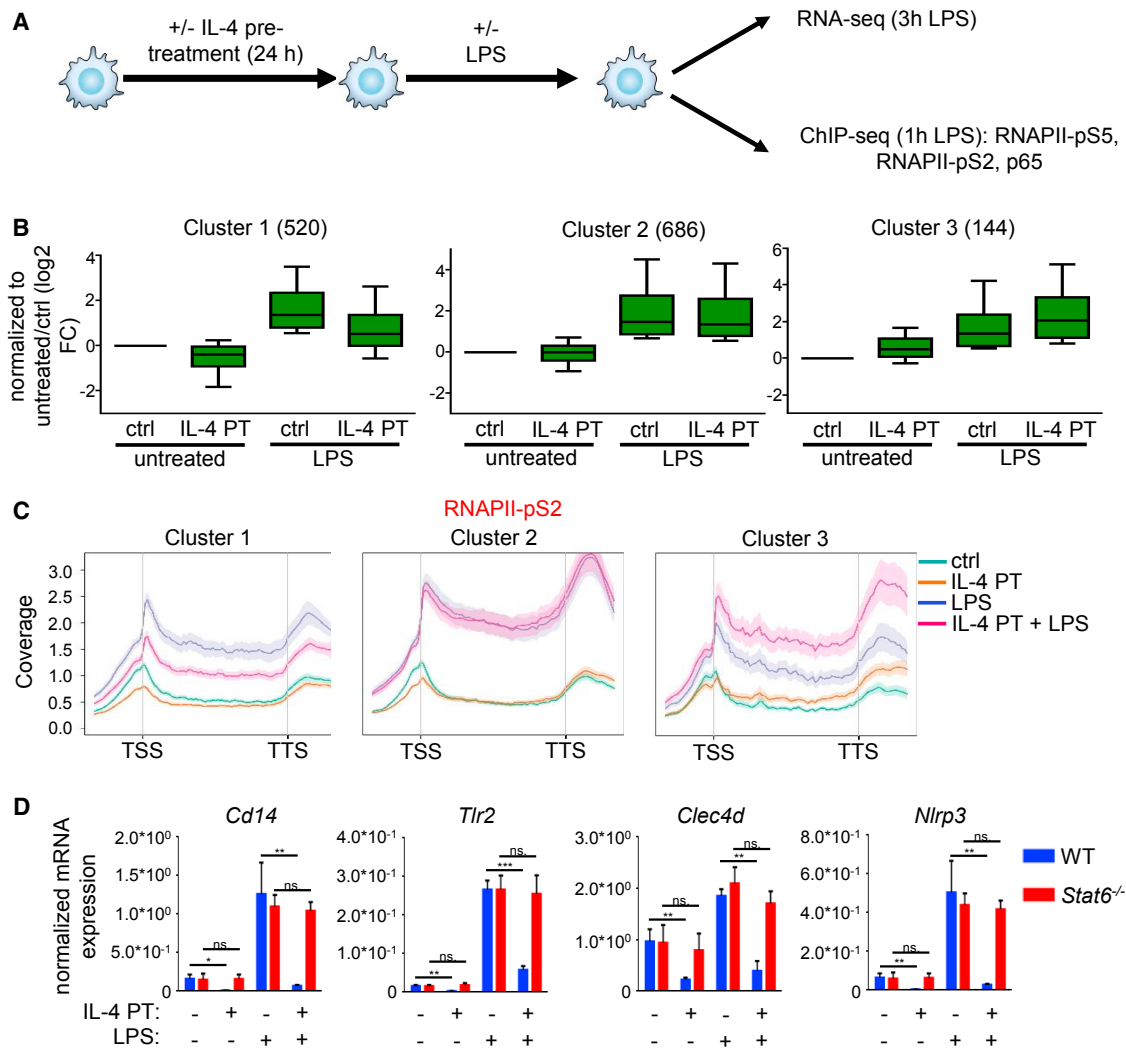

**Figure 5. Selective Repression of LPS-Activated Inflammatory Program by IL-4-Activated STAT6**

(A) Schematic representation of the experimental system.

(B) Boxplot of the fold changes of LPS-activated genes (RNA-seq). Clustering was based on the different LPS-induced gene expression effects on IL-4-pretreated and untreated BMDMs ( $p < 0.05$ ). Data represent the average fold changes of three individual animals from two independent experiments. Boxes encompass the 25<sup>th</sup> to 75<sup>th</sup> percentile changes. Whiskers extend to the 10<sup>th</sup> and 90<sup>th</sup> percentiles.

(C) Metagenes plot of RNAPII-pS2 signals over the gene bodies of the genes in the clusters (B). Coverage is defined as read count per million mapped reads. Data are combined from two independent biological replicates.

(D) RT-qPCR measurements of basal and LPS-induced expression of the inflammation-associated genes in IL-4-pretreated and unstimulated WT and *Stat6*<sup>-/-</sup> BMDMs. Data are cumulative of four individual animals per genotype from two independent experiments. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , ns, no significant difference. Error bars represent means  $\pm$  SD.

BMDMs were pretreated with IL-4 for 24 hr followed by LPS exposure for 3 hr (B and D) or 1 hr (C).

able to interact with each other using RNAPII-specific ChIP-seq analysis. 641 out of 961 genomic regions were associated with significantly elevated RNAPII-binding following LPS activation (Figure 6B). Intriguingly, 70% (448/641) of LPS-activated enhancers showed significantly reduced basal and LPS-induced RNAPII binding after 24 hr of IL-4 pretreatment (Figures 6B–6E). To further explore the mechanism of IL-4-STAT6-attenuated inflammatory responsiveness, we determined LPS-induced p65 binding at this enhancer set in IL-4-pretreated and unstimulated BMDMs. Based on p65 binding, we could

identify two subsets of these enhancers including IL-4-insensitive and IL-4-attenuated p65 binding-associated enhancers (Figures 6E and 6F). LPS-induced p65 binding was significantly reduced at 74 IL-4-repressed enhancers, while IL-4-repressed inflammatory response was not associated with modulated p65 binding at 374 enhancers (Figures 6E and 6F). To investigate the STAT6 dependency of IL-4-repressed enhancer activity and p65 binding, we selected three enhancers for both analyses. RT-qPCR-based mRNA expression analysis confirmed IL-4-mediated and STAT6-dependent repression of basal and

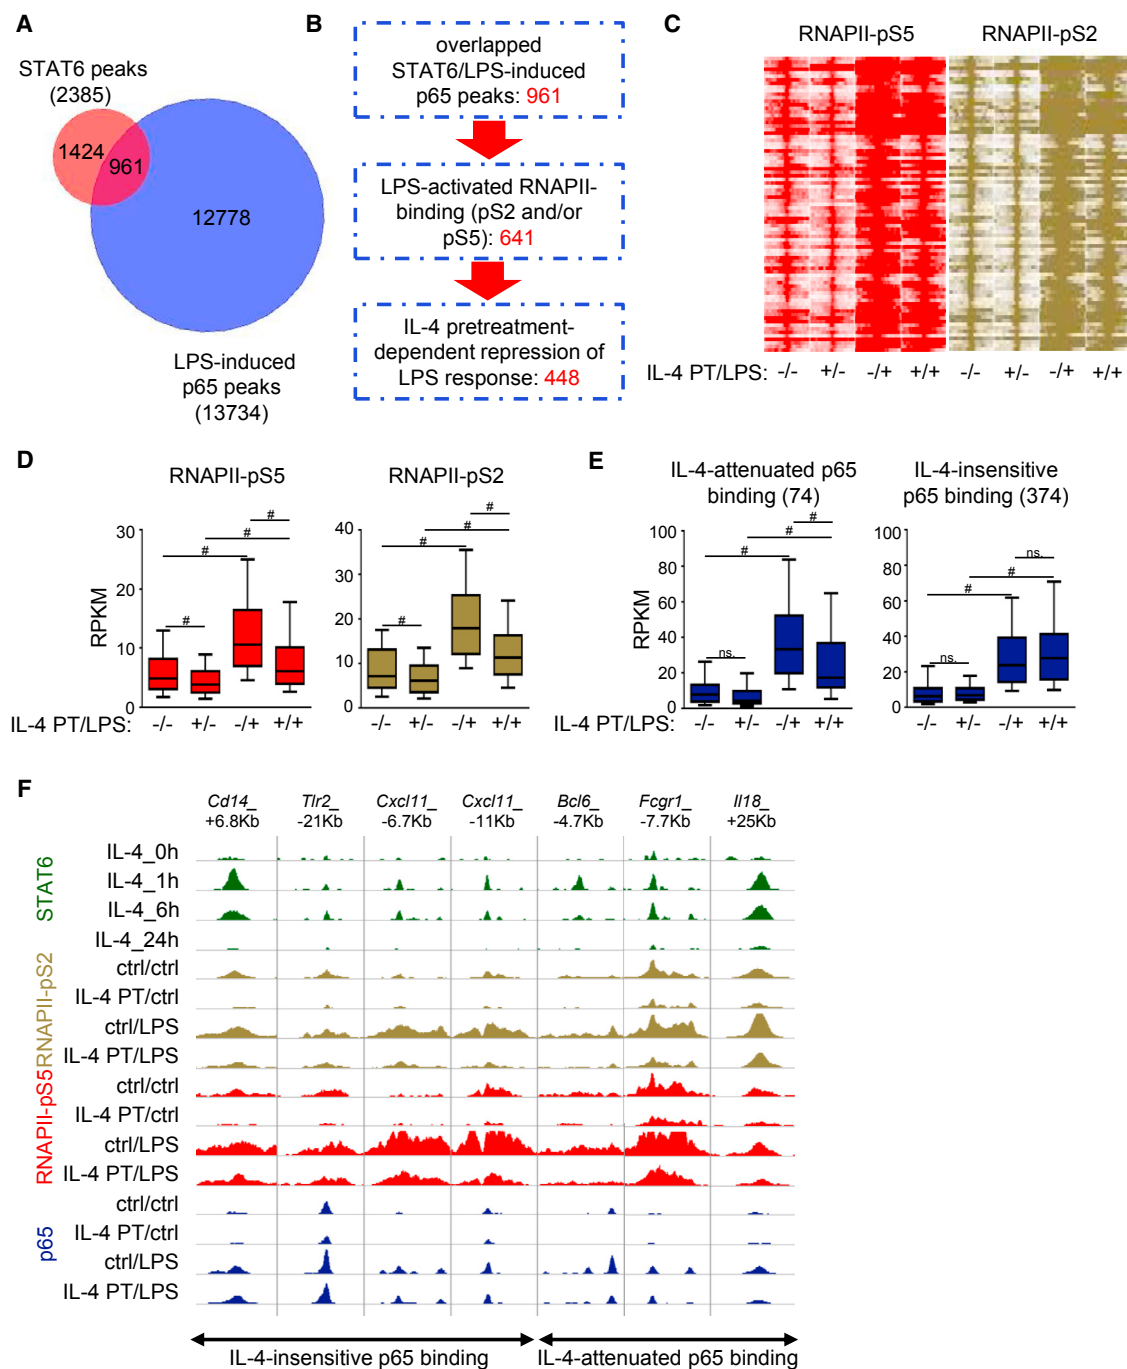

**Figure 6. Attenuated Inflammatory Response Is Conferred by the Repressive Action of IL-4-STAT6 Signaling on a Subset of Enhancers**

(A) Venn diagram of the overlap between the STAT6-bound regulatory regions associated to IL-4-inhibited LPS-responsive genes and the LPS-activated p65 cistrome.

(B) Flowchart of the identification of IL-4-repressed, LPS-inducible inflammatory enhancers. Significant changes in RNAPII binding were identified by DiffBind analysis ( $p \leq 0.05$ ).

(C) Read distribution plot of ChIP-seq intensities for RNAPII-pS5 and RNAPII-pS2 around the summit of STAT6 peaks on the identified 448 overlapping STAT6 and p65-bound regulatory elements exhibiting IL-4-dependent attenuation of LPS response.

(D) Boxplot of the average coverage (RPKM) for RNAPII-pS5 and RNAPII-pS2 binding at the regulatory regions presented on the read distribution plot on (C), exhibiting attenuated LPS response in IL-4-pretreated BMDMs. Boxes encompass the 25<sup>th</sup> to 75<sup>th</sup> percentile RPKMs. Whiskers extend to the 10<sup>th</sup> and 90<sup>th</sup> percentiles.

(E) Boxplot of the average coverage (RPKM) for p65 binding at the regulatory regions presented on the read distribution plot on (C), exhibiting attenuated LPS response in IL-4-pretreated BMDMs. Regulatory regions showing repressed (left) and not influenced (right) p65 binding are shown. Boxes encompass the 25<sup>th</sup> to 75<sup>th</sup> percentile RPKMs. Whiskers extend to the 10<sup>th</sup> and 90<sup>th</sup> percentiles.

(legend continued on next page)

LPS-induced activity at the selected enhancers (Figure S6A). By performing ChIP-qPCR on the selected IL-4-reduced p65 binding-associated enhancers, we confirmed that IL-4-dependent reduction of LPS-induced p65 binding was completely abolished in the absence of STAT6 (Figure S6B).

Taken together, these findings suggest that the activation of IL-4-STAT6 signaling is able to attenuate the inflammatory response of macrophages through selective, direct repression of a distinct LPS-activated enhancer set.

### IL-4-Mediated Repression of Inflammatory Response Results in Attenuated Inflammasome Activation, Decreased IL-1 $\beta$ Production, and Pyroptosis

Genes showing antagonistic regulation by IL-4 and LPS were mostly associated with inflammation-associated pathways, including NOD-like and Toll-like receptor signaling (Figure S5E). It is known that NOD-like receptors are required for inflammasome activation leading to IL-1 $\beta$  secretion and inflammasome-associated cell death, pyroptosis (Rathinam and Fitzgerald, 2016). As shown above, IL-4-STAT6 was able to reduce the basal and LPS-induced expression of a key inflammasome component, *Nlrp3* (Figures 1C and 5D). Therefore, we investigated whether IL-4-STAT6 signaling is able to influence IL-1 $\beta$  production and pyroptosis. First, we examined the transcriptional regulation of *I11b* expression in IL-4-pretreated and LPS-activated BMDMs. Reduced basal and LPS-induced RNAPII-pS2 and RNAPII-pS5 binding at *I11b* gene body as well as *I11b* mRNA expression were found in IL-4-pretreated BMDMs (Figures 7A and 7B). Moreover, *I11b*<sub>−9.7Kb</sub> enhancer located within the predicted subTAD of *I11b* showed antagonistic regulation by LPS and IL-4 (Figure 7A). Intriguingly, LPS-induced p65-binding at the STAT6-bound *I11b*<sub>−9.7Kb</sub> enhancer (in case of one out of two p65 peaks) was partially attenuated by IL-4-STAT6 signaling pathway similarly to *Fcgr1*<sub>−7.7Kb</sub> and *I18*<sub>+25Kb</sub> enhancers described above (Figures 7A and 7C). Accordingly, IL-4-dependent repression of basal and LPS-induced eRNA expression was observed at the *I11b*<sub>−9.7Kb</sub> enhancer (Figure 7D). The IL-4-dependent repression of basal and LPS-induced *I11b* mRNA and eRNA expression were completely abolished in the absence of STAT6 (Figures 7B and 7D). LPS-induced NLRP3 and pro-IL-1 $\beta$  expression were also attenuated at the protein level by IL-4-STAT6 signaling (Figures 7E and S7A), while the expression of other inflammasome components including proCaspase-1 and ASC was not altered following IL-4 and LPS stimulation of BMDMs (Figures 7E and S7A).

In order to determine whether IL-4-dependent repression of *Nlrp3* expression is associated with decreased inflammasome activity, we analyzed the LPS and ATP-induced Caspase-1 activity in IL-4-pretreated and unstimulated mouse BMDMs using laser scanning cytometry. As expected, Caspase-1 activation in WT BMDMs was induced dramatically by LPS and ATP costimulation (Figure 7F). Interestingly, LPS- and ATP-induced Caspase-1 activity was reduced significantly following 24 hr of IL-4

pretreatment, which was completely dependent on STAT6 (Figure 7F). To assess the functional consequence of IL-4-STAT6-dependent reduction of inflammasome activation, we measured the secretion of IL-1 $\beta$  in the presence of LPS and ATP in IL-4-pretreated and untreated WT and *Stat6*<sup>−/−</sup> BMDMs. IL-1 $\beta$  secretion was induced dramatically in WT and *Stat6*<sup>−/−</sup> BMDMs following LPS treatment (Figure 7G). However, LPS-dependent induction of IL-1 $\beta$  secretion was partially inhibited by IL-4 pretreatment in a STAT6-dependent manner (Figure 7G). Next, we investigated the role of IL-4-STAT6 signaling pathway in inflammasome activation-induced macrophage cell death, pyroptosis. A hallmark of pyroptosis is the insertion of pores into the plasma membrane that can be detected via LDH activity measurement from BMDM supernatants and propidium iodide (PI) staining. IL-4 pretreatment was able to effectively inhibit both LPS-induced LDH release and PI uptake in WT, but not in *Stat6*<sup>−/−</sup> BMDMs (Figures 7H and 7I).

Finally, we determined whether the inflammatory responsiveness of *Nlrp3* and *I11b* is influenced *in vivo* by nematode infection triggered alternative macrophage activation. Therefore, we infected mice with *Heligmosomoides polygyrus* (*H. polygyrus*) and injected LPS or *Salmonella* Typhimurium into the peritoneal cavity 9 days after nematode infection. As expected, the number of the M2 macrophage marker Ym1-positive macrophages was highly induced in peritoneal macrophages of *H. polygyrus*-infected mice, confirming alternative macrophage activation following nematode infection (Figure S7B; Rückerl et al., 2017). In addition, inflammatory marker NOS2-positive macrophage number was dramatically elevated in control and *H. polygyrus*-infected mice following LPS injection or *Salmonella* Typhimurium infection, showing the emergence of infection (Figure S7B). Although *Nlrp3* was not induced in the applied experimental system by LPS injection or *Salmonella* Typhimurium infection, steady-state expression was significantly inhibited by *H. polygyrus* infection, and the inhibitory effect of nematode infection was sustained in the presence of inflammatory stimuli (Figure 7J). Nematode infection did not result in *I11b* expression by peritoneal macrophages but both LPS injection and *Salmonella* Typhimurium infection resulted in a robust induction of *I11b* expression. This elevated expression was significantly diminished in macrophages from *H. polygyrus*-infected mice (Figure 7J).

These results suggest that prior *in vitro* or *in vivo* alternative macrophage polarization are able to restrain the subsequent inflammatory response of macrophages, including inflammasome activation and IL-1 $\beta$  secretion as well as pyroptosis due to direct repression of *Nlrp3* and *I11b* gene expression by IL-4-STAT6 signaling.

## DISCUSSION

We unraveled an unsuspected repressor activity of the macrophage polarizing transcription factor, STAT6. We identified the

(F) Genome browser views of the IL-4 repressed regulatory regions showing attenuated LPS response in IL-4-pretreated BMDMs. ChIP-seq signals for RNAPII-pS5, RNAPII-pS2, and p65 are shown.

BMDMs were pretreated with IL-4 for 24 hr followed by 1 hr LPS exposure (A–E). Data (A–E) are combined from two independent biological replicates. Changes (D, E) were considered significant at  $p < 0.00001$  using paired t test and an average fold change cut off value of  $\geq 1.15$  was used between control and IL-4-treated samples. # means significant difference, ns indicates not significant difference. Data (F) are representative of two independent biological replicates.

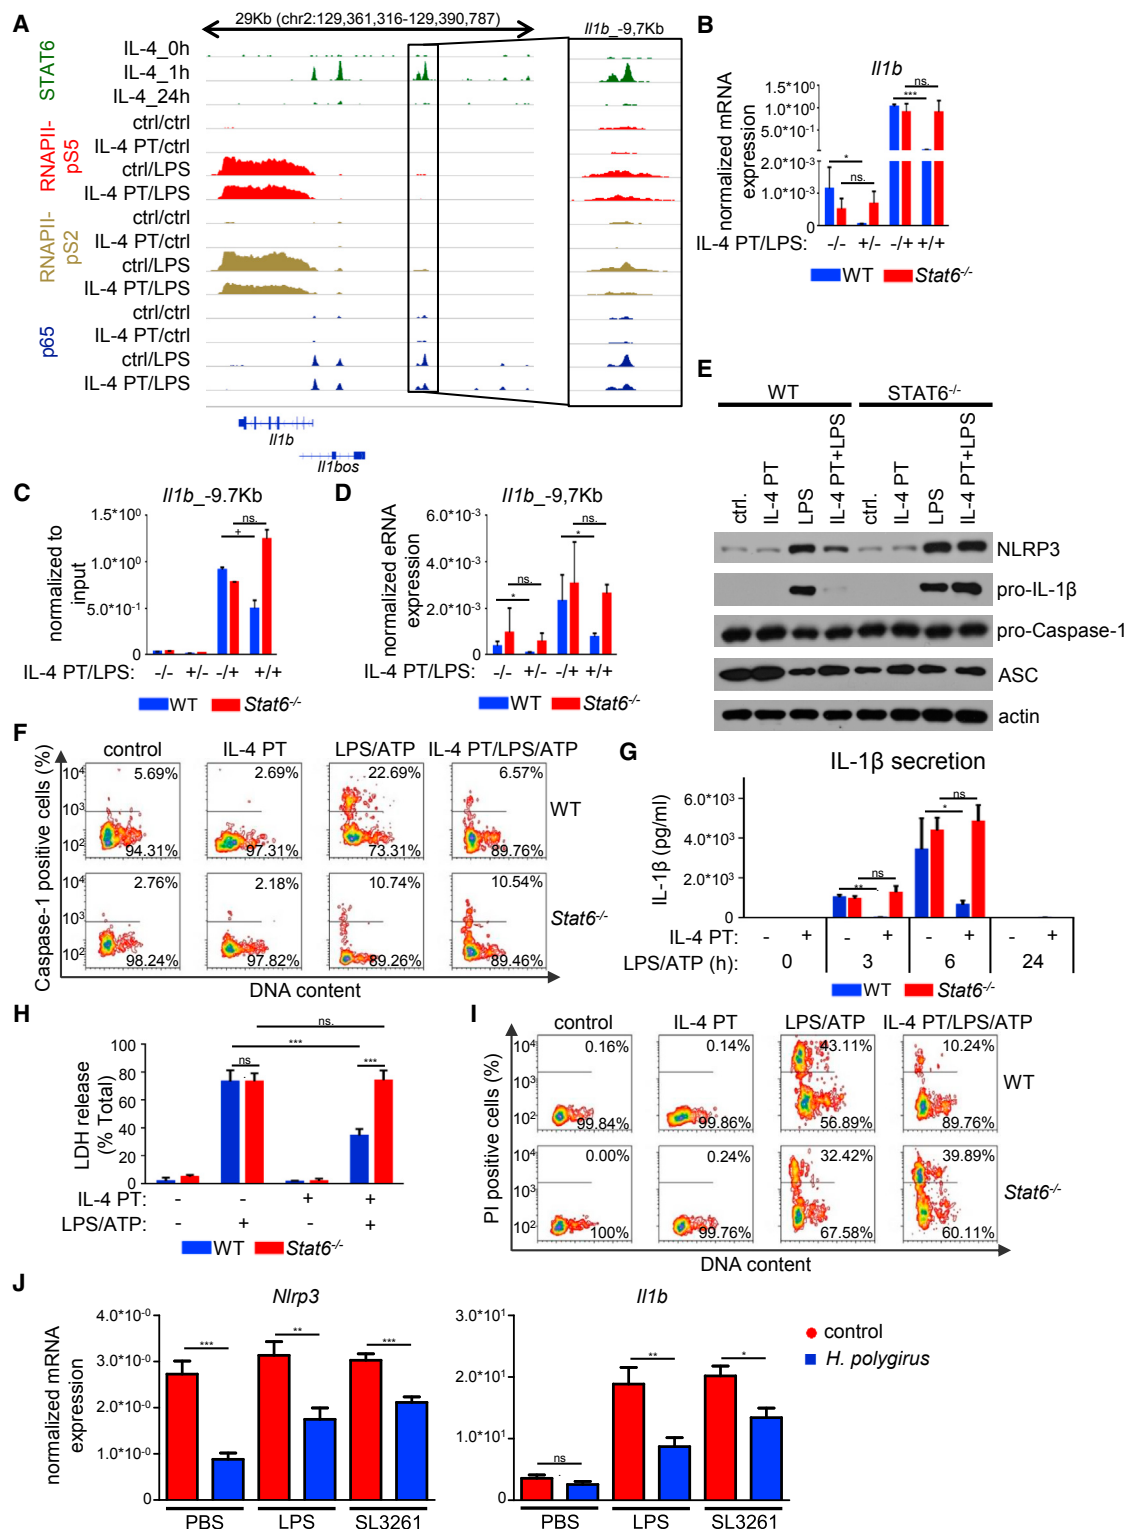

**Figure 7. IL-4 Pretreatment Dampens the Inflammatory Response of Macrophages, Including Inflammasome Activation, IL-1 $\beta$  Production, and Pyroptosis**

(A) Genome browser view of STAT6-, RNAPII-pS5-, RNAPII-pS2-, and p65-specific ChIP-seq signals on the *Il1b* locus. Data are representative of two independent biological replicates.

(legend continued on next page)

target enhancers of repressor STAT6, as well as the major components of the repressive mechanisms and its biological consequences.

Macrophages exhibit great functional diversity and the ability to undergo rapid reprogramming depending on the changing molecular milieu in physiological and pathological conditions (Mosser and Edwards, 2008; Rückerl et al., 2017). The epigenomic and molecular mechanisms of transcriptional activation by inflammatory mediators, cytokines, and lipids have been intensively studied in macrophages (for a review see Glass and Natoli, 2016). In contrast, the mechanistic background of macrophage polarization signal-mediated transcriptional repression is less understood, though LPS-reduced nascent RNA expression was described (Bhatt et al., 2012). In addition, LPS- and TNF $\alpha$ -dependent reduction of enhancer activity was also observed in macrophages and adipocytes in the absence of inflammation-activated NF- $\kappa$ B-p65 binding (Hah et al., 2015; Schmidt et al., 2015). In contrast, we show that the IL-4-STAT6 signaling pathway represses a significant portion of macrophage transcriptome via STAT6-bound enhancers, providing evidence that direct transcriptional repression also occurs during alternative macrophage polarization.

Although the global transcriptional repressor activity of the key TFs for macrophage polarization (NF- $\kappa$ B, AP-1, and STATs) is not fully understood, several other SDTFs have been shown to possess distinct repressor activities. Ligand-activated nuclear receptors including PPARs and LXRs are able to reduce the activity of inflammatory SDTFs through transrepression carried out by direct protein-protein interactions without direct DNA binding (Glass and Saijo, 2010). It has also been described that a specific NF- $\kappa$ B-binding motif is present in the promoter regions of tolerogenic inflammatory genes regulating LPS tolerance via recruitment of the p50-NCoR-HDAC3 repressorosome (Yan et al., 2012). Our findings show that repressed enhancers exhibit lower STAT6 occupancy and underrepresented STAT6 *de novo* motifs compared to activated enhancers. These observations suggest that STAT6 acts as a transcriptional repressor either (1) without

direct DNA binding or (2) by recognizing non-canonical STAT6-binding motifs. It remains to be identified which mechanism is at play and, if STAT6 binding to the DNA is indirect, which DNA-bound factor interacts with STAT6. Our motif analysis suggests that the lineage-determining factors (PU.1 and C/EBP $\alpha$ ) are the most likely candidates though PU.1 and C/EBP $\alpha$  binding also decreased at STAT6-repressed enhancers. Thus this requires further investigations.

STAT6-mediated repression appears to be distinct from other repressive mechanisms. Histone acetylation and gene expression tightly depends on the cofactor composition (HAT:HDAC ratio) (Calo and Wysocka, 2013). Several findings show the extensive participation of co-repressor proteins and HDACs in the inhibition of transcriptional activation by cytokine-activated STAT proteins (Icardi et al., 2012). However, the molecular mechanisms of STAT6-mediated direct transcriptional repression following IL-4 activation have not been described. Our cistromic studies show diminished p300 binding at STAT6-repressed enhancers in IL-4-exposed macrophages, suggesting that reduced p300 binding is likely to be a key mechanism in the IL-4-STAT6 signaling pathway-mediated transcriptional repression. In addition, STAT6-repressed enhancers were occupied by HDAC1, 2, and 3, though their binding was not altered following IL-4 stimulation. Nevertheless, our findings show evidence for the participation of NCoR-HDAC3 corepressor complex in the IL-4-STAT6-induced transcriptional repression in a distinct subset of IL-4-repressed genes. Our data suggest that either the changed equilibrium between HATs and HDACs or perhaps the activity of HDAC3 are regulated upon IL-4 stimulus. Potential mechanisms for the latter include posttranslational modifications and allosteric regulation. The mechanisms of non-HDAC3-dependent repression also remain to be identified.

Alternatively, polarized macrophages are required for effective protection against different nematode infections reducing parasite number and inhibiting nematode-induced tissue damage (Allen and Sutherland, 2014). However, nematode

(B) RT-qPCR-based measurement of basal and LPS-induced *Il1b* expression in IL-4-pretreated and unstimulated WT and *Stat6*<sup>-/-</sup> BMDMs. Data are cumulative of four individual animals per genotype from two independent experiments. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, ns, no significant change. Error bars represent means  $\pm$  SD.

(C) ChIP-qPCR measurement of p65 binding at *Il1b*<sub>-9.7Kb</sub> enhancer from WT and *Stat6*<sup>-/-</sup> BMDMs. Data represent the mean and SD of two biological replicates. \*p < 0.1, ns, not significant change.

(D) RT-qPCR measurement of basal and LPS-induced *Il1b*<sub>-9.7Kb</sub> eRNA expression in IL-4-pretreated and unstimulated WT and *Stat6*<sup>-/-</sup> BMDMs. Data are cumulative of four individual animals per genotype from two independent experiments. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, ns, no significant change. Error bars represent means  $\pm$  SD.

(E) Western blot determination of basal and LPS-regulated Nlrp3, pro-IL-1 $\beta$ , pro-Caspase1, ASC, and  $\beta$ -actin expression in IL-4-pretreated and unstimulated WT and *Stat6*<sup>-/-</sup> BMDMs. Data are representative of five individual animals per genotype from two independent experiments.

(F) Contour map representation of laser-scanning imaging cytometry of Caspase-1 activity in WT and *Stat6*<sup>-/-</sup> BMDMs. Data are representative of two independent experiments.

(G) ELISA measurement of IL-1 $\beta$  secretion in IL-4-pretreated and unstimulated WT and *Stat6*<sup>-/-</sup> mouse BMDMs. Data represent the mean and SD of three individual animals. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, ns, no significant change.

(H) Lactate dehydrogenase activity assay measurement of LPS and ATP co-stimulation-induced LDH release in IL-4-pretreated and unstimulated WT and *Stat6*<sup>-/-</sup> BMDM supernatants. LDH release expressed as the percentage of Triton X-100-liberated total LDH release. Data represent the mean and SD of three individual animals. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, ns, no significant change.

(I) Contour map representation of laser-scanning imaging cytometry analysis of PI-labeled WT and *Stat6*<sup>-/-</sup> BMDMs. Data are representative of two independent experiments.

(J) Basal, LPS, and *Salmonella* Typhimurium (SL3261)-induced expression of Nlrp3 and *Il1b* expression in naive and *Heligmosomoides polygyrus* (*H. polygyrus*)-infected mice-derived peritoneal macrophages. Each data point represents the mean and SD of five to six individual animals per group. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, ns, no significant change.

BMDMs were pretreated with IL-4 for 24 hr followed by LPS exposure for 1 hr (A and C), 3 hr (B, D, E, F, H, and I), or the indicated period (G).

infection-induced Th2 cell-type inflammation can also influence the immune response against other pathogens and the prevalence of autoimmune or inflammatory diseases (Elliott and Weinstock, 2012; Rückerl et al., 2017). Therefore, a better understanding of the potential interactions between Th2 and Th1 cell-type inflammation-activated signaling pathways has a great importance in macrophage biology and also in immune-inflammatory pathologies. It has been recently published that the IL-4-STAT6 signaling pathway can partially suppress IFN- $\gamma$ -induced transcriptional program in macrophages following IL-4 and INF- $\gamma$  co-treatment (Piccolo et al., 2017). However, our findings provide evidence that IL-4-STAT6 signaling pathway induces epigenetic changes that persist following the release of STAT6 from the DNA, leading to attenuated activation of inflammatory enhancers. The consequence of IL-4 priming-induced repression of inflammatory enhancers is the decreased responsiveness to inflammatory signals via diminished basal and LPS-induced expression of several components of Toll-like and Nod-like receptor signaling pathways. In addition, the majority of IL-4-STAT6-repressed genes show diminished expression in macrophages derived from *Brugia malayi*-implanted mice compared to thioglycollate-elicited macrophages. This formally suggests that alternative polarization likely induces partial desensitization of macrophages to further inflammatory signals *in vivo*. Accordingly, M2-type macrophages have been shown to protect mice against chemically induced colitis and a growing body of evidence indicates that clinically controlled helminth infection is able to ameliorate inflammatory bowel disease (IBD) (Weinstock and Elliott, 2013).

These studies suggest that complex bidirectional interactions exist between different polarization signals that determine the overall sensitivity and responsiveness of macrophages toward environmental stimuli. Our findings provide insights into this cross-talk at the level of individual enhancers and raise the intriguing possibility that IL-4-STAT6 signaling, through direct transcriptional repression of inflammatory enhancers, induces desensitization of macrophages to microbial-, stress-, and damage-associated endogenous signals.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCE TABLE
- CONTACT FOR REAGENT AND RESOURCE SHARING
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Mice
  - Bone Marrow-Derived Macrophages
  - Immortalization of mouse bone marrow-derived macrophages
- METHOD DETAILS
  - RNA-seq
  - ChIP-seq and ChIP-qPCR
  - ATAC-seq
  - GRO-seq
  - Real-Time Quantitative PCR for enhancer RNA and mRNA detection (qPCR)
  - LDH release

- Measurement of IL-1 $\beta$  production
- Western Blot analysis
- Laser Scanning Cytometry
- *In vivo* infection model
- Flow cytometry

## ● QUANTIFICATION AND STATISTICAL ANALYSIS

- RNA-seq analysis
- ATAC-seq, ChIP-seq and GRO-seq analyses
- Domain prediction
- Statistical analysis

## ● DATA AND SOFTWARE AVAILABILITY

## SUPPLEMENTAL INFORMATION

Supplemental Information includes seven figures and seven tables and can be found with this article online at <https://doi.org/10.1016/j.immuni.2017.12.010>.

## ACKNOWLEDGMENTS

We thank Ms. Cseh, Szalka, Kriston, and Beladi for technical assistance and Dr. Szatmari and members of the Nagy laboratory for discussions and comments on the manuscript. This work was supported by the Hungarian Scientific Research Fund (K100196, K111941, and K116855 to L.N. and K109429 to S.B.) and by SBP Medical Discovery Institute to L.N. Library preparation and bioinformatic analysis were performed at the Genomic Medicine and Bioinformatic Core Facility of the University of Debrecen. RNA sequencing was performed at the Centre National de Genotypage (CNG) Evry, by S. McGinn, A. Boland, D. Lechner, and M.T. Bihoreau and supported by the European Sequencing and Genotyping Infrastructure (funded by the European Commission, FP7/2007-2013) under no. 26205 (ESGI) to L.N., and also at the Analytical Genomics Core Facility at the SBP. Z.C. was supported by funding from the European Union, the European Social Fund, and the State of Hungary (TÁMOP 4.2.4. A/2-11-1-2012-0001 "National Excellence Program"), B.D. by the American Heart Association (AHA) postdoctoral fellowship (17POST33660450), J.E.A. by the Medical Research Council UK (MR/K01207X/1), S.B. by a Bolyai and a Szodoray Postdoctoral Fellowship, and M.M.B. by the ÚNKP-17-4 New National Excellence Program of the Ministry of Human Capacities. The funders had no role in study design, data collection and analysis, decision to publish, or preparation of the manuscript.

## AUTHOR CONTRIBUTIONS

L.N. and Z.C. directed the study and L.N., Z.C., and B.D. wrote the paper. Z.C., B.D., M.K., M.P., M.M.B., I.C.-M., Z.S., B.N., S.P., C.B., Z.B., I.G.S., S.B., D.R., and J.E.A. performed the experiments. A.H. designed the bioinformatic approaches and A.H., G.N., and L.S. analyzed and integrated the NGS data. S.S. and J.-F.D. directed sequencing. All authors provided input into data analysis and approved the final version of the manuscript.

## DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: September 7, 2017

Revised: November 9, 2017

Accepted: December 11, 2017

Published: January 16, 2018

## REFERENCES

- Allen, J.E., and Sutherland, T.E. (2014). Host protective roles of type 2 immunity: parasite killing and tissue repair, flip sides of the same coin. *Semin. Immunol.* 26, 329–340.
- Anthony, R.M., Urban, J.F., Jr., Alem, F., Hamed, H.A., Roza, C.T., Boucher, J.L., Van Rooijen, N., and Gause, W.C. (2006). Memory T(H)2 cells induce

alternatively activated macrophages to mediate protection against nematode parasites. *Nat. Med.* 12, 955–960.

Barish, G.D., Yu, R.T., Karunasiri, M.S., Becerra, D., Kim, J., Tseng, T.W., Tai, L.J., Leblanc, M., Diehl, C., Cerchietti, L., et al. (2012). The Bcl6-SMRT/NCOR cistrome represses inflammation to attenuate atherosclerosis. *Cell Metab.* 15, 554–562.

Barta, E. (2011). Command line analysis of ChIP-seq results. *EMBnet.journal* 17, <https://doi.org/10.14806/ej.17.1.209>.

Bhatt, D.M., Pandya-Jones, A., Tong, A.J., Barozzi, I., Lissner, M.M., Natoli, G., Black, D.L., and Smale, S.T. (2012). Transcript dynamics of proinflammatory genes revealed by sequence analysis of subcellular RNA fractions. *Cell* 150, 279–290.

Buenrostro, J.D., Giresi, P.G., Zaba, L.C., Chang, H.Y., and Greenleaf, W.J. (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. *Nat. Methods* 10, 1213–1218.

Calo, E., and Wysocka, J. (2013). Modification of enhancer chromatin: what, how, and why? *Mol. Cell* 49, 825–837.

Chen, G., Shaw, M.H., Kim, Y.G., and Nuñez, G. (2009). NOD-like receptors: role in innate immunity and inflammatory disease. *Annu. Rev. Pathol.* 4, 365–398.

ENCODE Project Consortium (2012). An integrated encyclopedia of DNA elements in the human genome. *Nature* 489, 57–74.

Daniel, B., Nagy, G., Hah, N., Horvath, A., Zimmerer, Z., Poliska, S., Gyuris, T., Keirsse, J., Gysemans, C., Van Ginderachter, J.A., et al. (2014). The active enhancer network operated by liganded RXR supports angiogenic activity in macrophages. *Genes Dev.* 28, 1562–1577.

Elliott, D.E., and Weinstock, J.V. (2012). Helminth-host immunological interactions: prevention and control of immune-mediated diseases. *Ann. N Y Acad. Sci.* 1247, 83–96.

Fort, M., Lesley, R., Davidson, N., Menon, S., Brombacher, F., Leach, M., and Rennick, D. (2001). IL-4 exacerbates disease in a Th1 cell transfer model of colitis. *J. Immunol.* 166, 2793–2800.

Gandino, L., and Varesio, L. (1990). Immortalization of macrophages from mouse bone marrow and fetal liver. *Exp. Cell Res.* 188, 192–198.

Glass, C.K., and Natoli, G. (2016). Molecular control of activation and priming in macrophages. *Nat. Immunol.* 17, 26–33.

Glass, C.K., and Saijo, K. (2010). Nuclear receptor transrepression pathways that regulate inflammation in macrophages and T cells. *Nat. Rev. Immunol.* 10, 365–376.

Gordon, S., and Martinez, F.O. (2010). Alternative activation of macrophages: mechanism and functions. *Immunity* 32, 593–604.

Hah, N., Benner, C., Chong, L.W., Yu, R.T., Downes, M., and Evans, R.M. (2015). Inflammation-sensitive super enhancers form domains of coordinately regulated enhancer RNAs. *Proc. Natl. Acad. Sci. USA* 112, E297–E302.

Hoiseth, S.K., and Stocker, B.A. (1981). Aromatic-dependent *Salmonella typhimurium* are non-virulent and effective as live vaccines. *Nature* 291, 238–239.

Huang, W., Sherman, B.T., and Lempicki, R.A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nat. Protoc.* 4, 44–57.

Icardi, L., Mori, R., Gesellchen, V., Eyckerman, S., De Cauwer, L., Verhelst, J., Vercauteren, K., Saelens, X., Meuleman, P., Leroux-Roels, G., et al. (2012). The Sin3a repressor complex is a master regulator of STAT transcriptional activity. *Proc. Natl. Acad. Sci. USA* 109, 12058–12063.

Johnston, C.J., Robertson, E., Hargus, Y., Grainger, J.R., Coakley, G., Smyth, D.J., McSorley, H.J., and Maizels, R. (2015). Cultivation of *Heligmosomoides polygyrus*: an immunomodulatory nematode parasite and its secreted products. *J. Vis. Exp.* e52412.

Kang, K., Park, S.H., Chen, J., Qiao, Y., Giannopoulou, E., Berg, K., Hanidu, A., Li, J., Nabozny, G., Kang, K., et al. (2017). Interferon- $\gamma$  represses M2 gene expression in human macrophages by disassembling enhancers bound by the transcription factor MAF. *Immunity* 47, 235–250.e4.

Karagianni, P., and Wong, J. (2007). HDAC3: taking the SMRT-N-CoR road to repression. *Oncogene* 26, 5439–5449.

Kestler, H.A., Müller, A., Kraus, J.M., Buchholz, M., Gress, T.M., Liu, H., Kane, D.W., Zeeberg, B.R., and Weinstein, J.N. (2008). VennMaster: area-proportional Euler diagrams for functional GO analysis of microarrays. *BMC Bioinformatics* 9, 67.

Li, H., and Durbin, R. (2009). Fast and accurate short read alignment with Burrows-Wheeler transform. *Bioinformatics* 25, 1754–1760.

Martinez, F.O., Helming, L., Milde, R., Varin, A., Melgert, B.N., Draijer, C., Thomas, B., Fabbri, M., Crawshaw, A., Ho, L.P., et al. (2013). Genetic programs expressed in resting and IL-4 alternatively activated mouse and human macrophages: similarities and differences. *Blood* 121, e57–e69.

Mosser, D.M., and Edwards, J.P. (2008). Exploring the full spectrum of macrophage activation. *Nat. Rev. Immunol.* 8, 958–969.

Mullican, S.E., Gaddis, C.A., Alenghat, T., Nair, M.G., Giacomini, P.R., Everett, L.J., Feng, D., Steger, D.J., Schug, J., Artis, D., and Lazar, M.A. (2011). Histone deacetylase 3 is an epigenomic brake in macrophage alternative activation. *Genes Dev.* 25, 2480–2488.

Murray, P.J., Allen, J.E., Biswas, S.K., Fisher, E.A., Gilroy, D.W., Goerdt, S., Gordon, S., Hamilton, J.A., Ivashkiv, L.B., Lawrence, T., et al. (2014). Macrophage activation and polarization: nomenclature and experimental guidelines. *Immunity* 41, 14–20.

Natoli, G., and Andrau, J.C. (2012). Noncoding transcription at enhancers: general principles and functional models. *Annu. Rev. Genet.* 46, 1–19.

Nusinzon, I., and Horvath, C.M. (2003). Interferon-stimulated transcription and innate antiviral immunity require deacetylase activity and histone deacetylase 1. *Proc. Natl. Acad. Sci. USA* 100, 14742–14747.

Ostuni, R., Piccolo, V., Barozzi, I., Polletti, S., Termanini, A., Bonifacio, S., Curina, A., Prosperini, E., Ghisletti, S., and Natoli, G. (2013). Latent enhancers activated by stimulation in differentiated cells. *Cell* 152, 157–171.

Piccolo, V., Curina, A., Genua, M., Ghisletti, S., Simonatto, M., Sabò, A., Amati, B., Ostuni, R., and Natoli, G. (2017). Opposing macrophage polarization programs show extensive epigenomic and transcriptional cross-talk. *Nat. Immunol.* 18, 530–540.

Rao, S.S., Huntley, M.H., Durand, N.C., Stamenova, E.K., Bochkov, I.D., Robinson, J.T., Sanborn, A.L., Machol, I., Omer, A.D., Lander, E.S., and Aiden, E.L. (2014). A 3D map of the human genome at kilobase resolution reveals principles of chromatin looping. *Cell* 159, 1665–1680.

Rathinam, V.A., and Fitzgerald, K.A. (2016). Inflammasome complexes: emerging mechanisms and effector functions. *Cell* 165, 792–800.

Ross-Innes, C.S., Stark, R., Teschendorff, A.E., Holmes, K.A., Ali, H.R., Dunning, M.J., Brown, G.D., Gojis, O., Ellis, I.O., Green, A.R., et al. (2012). Differential oestrogen receptor binding is associated with clinical outcome in breast cancer. *Nature* 481, 389–393.

Rückert, D., Campbell, S.M., Duncan, S., Sutherland, T.E., Jenkins, S.J., Hewitson, J.P., Barr, T.A., Jackson-Jones, L.H., Maizels, R.M., and Allen, J.E. (2017). Macrophage origin limits functional plasticity in helminth-bacterial co-infection. *PLoS Pathog.* 13, e1006233.

Ruffell, B., Affara, N.I., and Coussens, L.M. (2012). Differential macrophage programming in the tumor microenvironment. *Trends Immunol.* 33, 119–126.

Schmidt, S.F., Larsen, B.D., Loft, A., Nielsen, R., Madsen, J.G., and Mandrup, S. (2015). Acute TNF-induced repression of cell identity genes is mediated by NF- $\kappa$ B-directed redistribution of cofactors from super-enhancers. *Genome Res.* 25, 1281–1294.

Shen, L., Shao, N., Liu, X., and Nestler, E. (2014). ngs.plot: Quick mining and visualization of next-generation sequencing data by integrating genomic databases. *BMC Genomics* 15, 284.

Shlyueva, D., Stampfel, G., and Stark, A. (2014). Transcriptional enhancers: from properties to genome-wide predictions. *Nat. Rev. Genet.* 15, 272–286.

Subramanian, A., Tamayo, P., Mootha, V.K., Mukherjee, S., Ebert, B.L., Gillette, M.A., Paulovich, A., Pomeroy, S.L., Golub, T.R., Lander, E.S., and Mesirov, J.P. (2005). Gene set enrichment analysis: a knowledge-based

- p>approach for interpreting genome-wide expression profiles.
- Proc. Natl. Acad. Sci. USA*
- 102**
- , 15545–15550.
- Takeda, K., Kaisho, T., and Akira, S. (2003). Toll-like receptors. *Annu. Rev. Immunol.* **21**, 335–376.
- Thomas, G.D., Rückerl, D., Maskrey, B.H., Whitfield, P.D., Blaxter, M.L., and Allen, J.E. (2012). The biology of nematode- and IL4R $\alpha$ -dependent murine macrophage polarization in vivo as defined by RNA-Seq and targeted lipidomics. *Blood* **120**, e93–e104.
- Thorvaldsdóttir, H., Robinson, J.T., and Mesirov, J.P. (2013). Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. *Brief. Bioinform.* **14**, 178–192.
- Trapnell, C., Hendrickson, D.G., Sauvageau, M., Goff, L., Rinn, J.L., and Pachter, L. (2013). Differential analysis of gene regulation at transcript resolution with RNA-seq. *Nat. Biotechnol.* **31**, 46–53.
- Weinstock, J.V., and Elliott, D.E. (2013). Translatability of helminth therapy in inflammatory bowel diseases. *Int. J. Parasitol.* **43**, 245–251.
- Yan, Q., Carmody, R.J., Qu, Z., Ruan, Q., Jager, J., Mullican, S.E., Lazar, M.A., and Chen, Y.H. (2012). Nuclear factor- $\kappa$ B binding motifs specify Toll-like receptor-induced gene repression through an inducible repressosome. *Proc. Natl. Acad. Sci. USA* **109**, 14140–14145.
- Zhang, Y., Liu, T., Meyer, C.A., Eeckhoute, J., Johnson, D.S., Bernstein, B.E., Nusbaum, C., Myers, R.M., Brown, M., Li, W., and Liu, X.S. (2008). Model-based analysis of ChIP-Seq (MACS). *Genome Biol.* **9**, R137.

## STAR★METHODS

## KEY RESOURCE TABLE

(Continued on next page)

**Continued**

**CONTACT FOR REAGENT AND RESOURCE SHARING**

**EXPERIMENTAL MODEL AND SUBJECT DETAILS****Mice**

All strains are on C57BL/6 genetic background. *Stat6*<sup>-/-</sup> is a full body knockout and it was purchased from The Jackson Laboratory. Animals were housed under minimal disease conditions and the experiments were carried out under institutional ethical guidelines and licenses.

### Bone Marrow-Derived Macrophages

Isolation and differentiation were completed as described earlier (Daniel et al., 2014). Isolated bone marrow-derived cells were differentiated for 6 days in the presence of L929 supernatant. Differentiated BMDMs were treated with IL-4 (20 ng/ml), LPS (100 nM) and ATP (5mM) for the indicated period of time.

### Immortalization of mouse bone marrow-derived macrophages

Bone marrow-derived cells were immortalized using the J2 cell line continuously producing the J2 virus encoding v-raf and v-myc oncogenes (Gandino and Varesio, 1990). J2 cells were grown in DMEM containing 20% FBS. Bone marrow cells were seeded in immortalization media I. (90% J2 supernatant, 5% HyClone FBS, 10ug/ml Polybrene 0.1%, L929 supernatant 5%) and incubated overnight. On the second day supernatant was collected and spun down to pellet floating cells. Adherent cells were scraped and re-plated in a new Petri dish using immortalization media II. (20% J2 supernatant, 10% HyClone FBS, 10ug/ml Polybrene 0.1%, L929 supernatant 10%, 60% DMEM) and incubated for 6 days. After the immortalization cells were kept in regular macrophage differentiation media (20% FBS, 30% L929 supernatant and 50% DMEM containing 1% antibiotics).

## METHOD DETAILS

### RNA-seq

cDNA library for RNA-Seq was generated from 1 µg total RNA using TruSeq RNA Sample Preparation Kit (Illumina, San Diego, CA, USA) according to the manufacturer's protocol. Briefly, poly-A tailed RNAs were purified by oligodT conjugated magnetic beads and fragmented on 94 C degree for 8 minutes, then 1<sup>st</sup> strand cDNA was transcribed using random primers and SuperScript II reverse transcriptase (Lifetechnologies, Carlsbad, CA, USA). Following this step second strand cDNA synthesized, double stranded cDNA end repaired and 3' ends adenylated then Illumina index adapters were ligated. After adaptor ligation enrichment PCR was performed to amplify adaptor ligated cDNA fragments. Fragment size distribution and molarity of libraries were checked on Agilent BioAnalyzer DNA1000 chip (Agilent Technologies, Santa Clara, CA, USA). Paired read 100bp sequencing runs were performed on Illumina HiScan SQ instrument (Illumina, San Diego, CA, USA).

### ChIP-seq and ChIP-qPCR

How the deposited data were processed for this re-analysis (not part of the article)

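The files analysed hold 56 lists of ChIP-seq peaks from mouse BMDMs, 1 per sample, for 9 antibodies. RNAPII-pS5, RNAPII-pS2, H3K27Ac, PU.1, p300, HDAC1, HDAC2, and HDAC3 were measured in 2 untreated samples and 2 samples treated with IL-4 for 1 hr, or 4 samples per antibody. RNAPII-pS5, RNAPII-pS2, and p65 were also measured in 2 samples each of ctrl/ctrl, IL-4 PT/ctrl, ctrl/LPS, and IL-4 PT/LPS, or 8 samples per antibody. Conditions were taken from the sample labels. In the 4 RNAPII-pS2 lists of the 1 hr experiment the names of the peaks carry the opposite treatment, and the labels were kept.

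The authors aligned the reads to mm10 with BWA under its default settings, removed blacklisted regions, and annotated peaks with HOMER. For all antibodies except H3K27Ac, the authors called peaks with MACS2 (q-value cut-off of 0.01), and the deposited score of a peak is the −log10 of a p- or q-value, which was inferred from the values. Between 0% and 0.94% of the peaks of a sample had a score under 2, although the stated cut-off corresponds to 2. For H3K27Ac, the authors called regions with HOMER's findPeaks (size of 1000 bp, histone style), and the deposited value is a signal of normalized tags in regions of 1001 bp. The authors gave no version of BWA, MACS2, or HOMER, and no input control is stated. No reads or coverage were in the files analysed here, so depth is unknown, and the number of peaks per sample stands in for it. It ran from 8440 (HDAC3, untreated replicate 2) to 71027 (PU.1, IL-4 replicate 2). A score of −log10 type rises with depth, so small changes between samples of different depth are imprecise.

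Sites were the STAT6 sites of Table S3, of which 1998 per cluster were available because the lists were cut off, and genes were those of Tables S1 and S5. The value of a site was the highest score of an overlapping peak (at least 1 bp), and the value of a gene was the sum of scores of peaks annotated to it and not intergenic. Missing peaks received the lowest score in the antibody's files, values were put on a log2 scale, and each sample was centred on the median of peaks or genes shared by all samples. Sites and genes with a peak in at least 1 sample were used for mean changes, and genes with a peak in at least 2 samples for limma and for correlations. Mean changes were tested with a sign-flip permutation test across sites or genes (100000 resamples, fixed seed, exact for fewer than 10 genes). A change at sites was past the threshold at p of at most 0.0001 and a ratio of at least 1.15 either way, and a change at genes at p of at most 0.05. Correlations across genes were tested by permuting the pairs. RNAPII-pS2 genes were counted with limma at p of at most 0.1, and STAT6-p65 sites with limma over merged peaks at p of at most 0.05.

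A STAT6-p65 site was a listed STAT6 site with a p65 peak in at least 1 ctrl/LPS replicate that the files annotate to an attenuated gene. The rule for named genes was set before the files arrived: only genes and enhancers named by the paper were printed, and none was chosen by its value. Named enhancers were placed by their distance from the transcription start site in GENCODE vM21, with a window of 1000 bp either side. The files use the same assembly as the reference, GRCm38. Replicate numbers come from the labels, and fits with the replicate number as a block are given beside those without it. The alternatives were no centring, ranks, a peak in every sample, a floor 4 times as high, an overlap of 50% of a site, the upper 50% of peaks, shared chromosomes, other rules for the peaks of a gene, Benjamini-Hochberg adjustment, windows of 500 and 2000 bp, and leaving out each sample in turn. Scores of at least 2 and the gene span were added after seeing the data. The test and the limma fit were tested on simulated data. For limma, features with a peak in every sample and independent noise were given a change of 2 log2 units. Of the changed features 99% were found, and 4.3% of unchanged features passed the cut-off. Most changes reported here are smaller, and missing peaks set to a floor were not simulated. The 99% is therefore not the power of the comparisons made here.

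The scripts used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, R 4.3.3, and limma 3.58.1. STAT6, JUNB, IRF8, C/EBPα, CTCF, RAD21, ATAC-seq, GRO-seq, and RNA-seq were not in the files analysed here, so the claims on them, the calling of STAT6 peaks, and the assignment by subTAD were left out. The authors' read-based comparison with DiffBind could not be repeated without reads.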

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

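The effect of IL-4 on RNAPII-pS2 at STAT6 sites differed between the 1 hr experiment and the 24 hr pretreatment without LPS, which is a difference between time points. By the labels, at 1295 repressor sites the mean log2 change was 0.6468 at 1 hr and −0.1382 at 24 hr, a difference of −0.785 (sign-flip permutation p = 1e-05 across sites, the smallest it can give). At 1149 activator sites it was −1.2109 at 1 hr and 0.5188 at 24 hr, a difference of 1.7297 (permutation p = 1e-05). For comparison, RNAPII-pS5 changed at activator sites by 1.2104 and 0.5228, in the same direction at both times. At repressor sites it changed by −0.6104 and −0.0021, so the size of its change also differed between the times. The paper grouped the sites by these 1 hr RNAPII-pS5 samples, so a smaller RNAPII-pS5 change at 24 hr is expected from that choice. A technical explanation is a swap of the treatments between the labels of the 4 RNAPII-pS2 samples at 1 hr, whose peak names carry the opposite treatment. If the labels were swapped, the change by the labels was predicted, before it was seen, to run against the log2 fold change of Table S2 and against the RNAPII-pS5 change. It did: rho was −0.528 across 2443 genes for Table S2 and −0.249 across 8028 genes for RNAPII-pS5 (permutation p = 1e-05 for both). Of the 2443 genes, 70.2% changed the opposite way to Table S2, while RNAPII-pS5 had a rho of 0.38 with Table S2 across 3208 genes. These tests use the 1 hr data only, where a biological difference between 1 and 24 hr plays no part, so a swap of labels is the candidate explanation they favour. With the labels exchanged, the signs at the 2 times would agree, and the difference by the labels should not be read as an effect of time. The times also come from separate experiments, and that was not tested.

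The paper reports p65 binding at selected enhancers. A signal it does not report is a gain of p65 peaks across the genome with IL-4 pretreatment under LPS. Of 49264 merged p65 peaks under LPS, 7568 were called in both IL-4 PT/LPS samples and in neither ctrl/LPS sample, and 1083 the other way round, while 18099 were called in all 4 samples. A difference in depth was weighed first, with a prediction made only after the peak numbers had been seen. The median log2 score of shared peaks was 3.683 and 3.7 in ctrl/LPS and 4.094 and 4.2 in IL-4 PT/LPS, a difference of 0.456, as a difference in depth or in the yield of the antibody would give. Depth alone would add peaks without regard to STAT6 sites, a prediction made before the test. The gained peaks overlapped 173 activator and 60 repressor sites and the shared peaks 852 and 1311, an odds ratio of 4.437 (Fisher's exact test, p = 1.6e-24). That ratio does not set depth aside, because most repressor sites already had a p65 peak in ctrl/LPS and could not gain one. A further test, its prediction written after this was seen, took only sites without a p65 peak in either ctrl/LPS sample. Of 877 such activator sites 185 gained a peak in both IL-4 PT/LPS samples (21.1%), and of 368 such repressor sites 68 did (18.5%), an odds ratio of 1.179 (Fisher's exact test, p = 0.316). Depth or antibody yield may therefore account for the gain, and a preference for activator sites was not detected among these sites. Batches of sequencing are not recorded and were not tested.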

How the results depend on the processing

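Of 79 headline results, 31 kept direction and side of the threshold under every alternative, or for a count were not labelled as moved, though their size could differ. They are the RNAPII-pS5 and RNAPII-pS2 changes at repressor and activator sites, the H3K27Ac change at activator sites, the PU.1, p300, HDAC1, HDAC2, and HDAC3 changes at activator sites, the HDAC2 change at repressor sites, the RNAPII-pS5 changes at clusters A, B, C, and E, the H3K27Ac changes at clusters A to E, and the RNAPII-pS2 changes at clusters B, C, and E. The others are both correlations across genes, the RNAPII-pS2 LPS effects at the attenuated, insensitive, and increased genes, the pretreatment effect under LPS at attenuated genes, the RNAPII-pS5 pretreatment effect without LPS at STAT6-p65 sites, and the number of STAT6-p65 sites with RNAPII raised by LPS, which was 130 and ranged from 92 to 137. Of the 759 alternative rows of headline results, 625 kept direction and side of the threshold, 34 reversed, 26 lost the threshold, 23 gained it, and 51 values or counts moved. Most alternatives were set before the processed files arrived. An exchange of the labels of the RNAPII-pS2 samples at 1 hr was not among them. It would reverse the sign of the RNAPII-pS2 changes after 1 hr of IL-4 and of both correlations. The use of scores of at least 2 and of the gene span was chosen after seeing the data. Values without a unit are mean log2 changes of the score.

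Without centring, the sign reversed for PU.1 0.18 (repressor sites), p300 0.4405 (repressor sites), HDAC3 0.1489 (repressor sites), RNAPII-pS5 −0.0193 (cluster D), −0.1547 (LPS effect at STAT6-p65 sites), RNAPII-pS2 0.1687 (LPS effect at STAT6-p65 sites), p65 0.022 (pretreatment effect under LPS at STAT6-p65 sites). In addition, the threshold was no longer passed by RNAPII-pS5 −0.1904 (pretreatment effect under LPS at STAT6-p65 sites), p65 0.081 (pretreatment effect without LPS at STAT6-p65 sites). Conversely, the threshold was passed, unlike in the main analysis, by H3K27Ac −0.2271 (repressor sites), PU.1 0.4993 (neutral sites), HDAC1 −0.4177 (neutral sites), RNAPII-pS2 −0.1457 (cluster D), 0.0943 (pretreatment effect under LPS at insensitive genes), −0.2366 (pretreatment effect under LPS at STAT6-p65 sites). Centring removes the shift of the median of shared peaks between samples, which differs with depth, so small changes could follow depth when it is left out.

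With ranks in place of log2 scores, the sign reversed for H3K27Ac −0.3207 (neutral sites), HDAC3 1.2493 (repressor sites), RNAPII-pS5 −3.2036 (LPS effect at STAT6-p65 sites). In addition, the threshold was no longer passed by p300 −0.3204 (repressor sites), p65 −0.0198 (pretreatment effect under LPS at STAT6-p65 sites). Conversely, the threshold was passed, unlike in the main analysis, by RNAPII-pS5 −2.8668 (neutral sites), H3K27Ac −3.8846 (repressor sites), PU.1 −2.5295 (repressor sites), 2.756 (neutral sites), HDAC1 −7.5812 (neutral sites), HDAC2 2.8876 (neutral sites), RNAPII-pS2 −4.8666 (pretreatment effect under LPS at STAT6-p65 sites). Ranks, in percentile points, drop the size of strong peaks and depend on how many weak peaks a sample has.

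With only sites or genes that have a peak in every sample, the sign reversed for HDAC1 0.0129 (neutral sites), RNAPII-pS2 0.0127 (cluster D), −0.0112 (pretreatment effect under LPS at insensitive genes), 0.064 (LPS effect at STAT6-p65 sites), 0.0138 (pretreatment effect without LPS at STAT6-p65 sites). In addition, the threshold was no longer passed by p300 0.169 (neutral sites), HDAC1 −0.0171 (repressor sites), HDAC3 0.0004 (neutral sites), RNAPII-pS2 −0.4989 (cluster A), 0.0402 (pretreatment effect under LPS at increased genes), p65 0.1909 (LPS effect at STAT6-p65 sites), 0.103 (pretreatment effect without LPS at STAT6-p65 sites), −0.0761 (pretreatment effect under LPS at STAT6-p65 sites). Conversely, the threshold was passed, unlike in the main analysis, by H3K27Ac −0.478 (repressor sites). Further, the value moved for 560 (RNAPII-pS2 genes down after IL-4), 626 (RNAPII-pS2 genes up after IL-4). This leaves out sites or genes whose peak is gained or lost, which could remove the largest changes.

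With a floor 4 times as high, the sign reversed for RNAPII-pS5 0.0261 (neutral sites), RNAPII-pS2 0.0309 (neutral sites), HDAC1 0.0629 (repressor sites), 0.098 (neutral sites), HDAC3 −0.0717 (neutral sites). In addition, the threshold was no longer passed by p65 0.1061 (LPS effect at STAT6-p65 sites), 0.1805 (pretreatment effect without LPS at STAT6-p65 sites), −0.1543 (pretreatment effect under LPS at STAT6-p65 sites). Conversely, the threshold was passed, unlike in the main analysis, by H3K27Ac −0.2396 (repressor sites). A higher floor shrinks the gain or loss of weak peaks, so mean changes that rest on such peaks could vanish.

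With the upper 50% of peaks, the sign reversed for RNAPII-pS2 0.0206 (neutral sites), HDAC1 0.0239 (repressor sites), 0.0546 (neutral sites), HDAC3 −0.0365 (neutral sites). In addition, the threshold was no longer passed by p300 0.2012 (neutral sites), p65 −0.0489 (pretreatment effect under LPS at STAT6-p65 sites). Conversely, the threshold was passed, unlike in the main analysis, by H3K27Ac −0.2587 (repressor sites), PU.1 −0.2171 (repressor sites). The RNAPII-pS2 pretreatment effect under LPS at STAT6-p65 sites, short of the threshold in the main analysis as well, shrank to −0.0064 (permutation p = 0.821). Weak peaks are treated as missing here, which could move sites of low score most.

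On the chromosomes shared by the clusters, the sign reversed for RNAPII-pS5 −0.0717 (LPS effect at STAT6-p65 sites). In addition, the threshold was no longer passed by HDAC1 −0.1688 (repressor sites). The cut-off lists cover different chromosomes, so the sites differ. With scores of at least 2, the threshold was no longer passed by HDAC1 −0.1389 (repressor sites), HDAC3 0.133 (neutral sites). This alternative, chosen after seeing the data, drops the weakest peaks and raises the floor, which could shrink changes at missing peaks.

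With an overlap of at least 50% of the site, the sign reversed for RNAPII-pS5 −0.0457 (LPS effect at STAT6-p65 sites). With all annotated peaks, the threshold was passed, unlike in the main analysis, by RNAPII-pS2 0.0909 (pretreatment effect under LPS at insensitive genes). With the highest peak of each gene, the threshold was no longer passed by RNAPII-pS2 0.1291 (pretreatment effect under LPS at increased genes). With the gene span, chosen after seeing the data, the sign reversed for RNAPII-pS5 −0.0081 (cluster D). With Benjamini-Hochberg adjustment, the value moved for 33 (RNAPII-pS2 genes down after IL-4), 23 (RNAPII-pS2 genes up after IL-4), 12 (STAT6-p65 sites with RNAPII raised by LPS and lowered by IL-4 pretreatment), 4 (STAT6-p65 sites with lowered p65). Requiring more overlap or other peaks of a gene changes which peaks count, and adjustment raises the bar that each gene or site has to pass.

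Shares of STAT6 sites with a peak fell most under the rules below, and changed little with an overlap of 50% of the site (repressor sites with PU.1 98.1%, main 98.6%) or with scores of at least 2, chosen after seeing the data (98.6%). A peak in both replicates of a condition gave shares of PU.1 95.35% (repressor), 95.05% (neutral), HDAC1 79.18% (repressor), 77.93% (neutral), 64.41% (activator), HDAC2 82.23% (repressor), 81.68% (neutral), 71.67% (activator), HDAC3 65.67% (repressor), 59.66% (neutral), RNAPII-pS5 90.74% (neutral). A peak in every sample gave shares of PU.1 91.44% (repressor), 88.44% (neutral), 68.87% (activator), p300 97.55% (repressor), 95.65% (neutral), 78.18% (activator), HDAC1 55.81% (repressor), 54.9% (neutral), 37.34% (activator), HDAC2 63.76% (repressor), 62.76% (neutral), 39.84% (activator), HDAC3 48.6% (repressor), 39.44% (neutral), 24.37% (activator), RNAPII-pS5 78.43% (repressor), 67.17% (neutral), 50.25% (activator). The upper 50% of peaks gave shares of PU.1 94.79% (repressor), 93.79% (neutral), HDAC1 76.98% (repressor), 74.72% (neutral), 61.86% (activator), HDAC2 80.73% (repressor), 79.33% (neutral), 69.32% (activator), HDAC3 59.91% (repressor), 53.15% (neutral), 50.5% (activator), RNAPII-pS5 78.33% (repressor), 56.96% (neutral), 67.82% (activator). Weak peaks are called in some samples only, so rules that need more samples or higher scores could lower the shares most where peaks are few, as for HDAC3.

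Across the fits that each left out one replicate, these results changed sign, side of the threshold, or size: RNAPII-pS5 neutral sites from −0.074 to 0.0285, RNAPII-pS2 neutral sites from −0.0989 to 0.0361, H3K27Ac repressor sites from −0.2233 to −0.1247, PU.1 repressor sites from −0.2138 to −0.0945, PU.1 neutral sites from 0.1241 to 0.2062, p300 repressor sites from −0.3512 to −0.1084, HDAC1 repressor sites from −0.2857 to −0.1345, HDAC2 neutral sites from −0.013 to 0.1483, HDAC3 repressor sites from −0.2506 to −0.0264, HDAC3 neutral sites from 0.133 to 0.2764, RNAPII-pS5 cluster D from −0.0102 to 0.0248, RNAPII-pS5 LPS effect at STAT6-p65 sites from −0.0128 to 0.0637, STAT6-p65 sites with lowered p65 from 6 to 16. Size here refers to counts, and mean changes that kept sign and side of the threshold are not listed, although their size could vary. Among those, HDAC2 at repressor sites ranged from −0.1678 to −0.0132 and HDAC1 at neutral sites from −0.1656 to −0.0317. The RNAPII-pS5 pretreatment effect without LPS at STAT6-p65 sites ranged from −0.1255 to −0.0396. Each group has 2 samples, so every such fit rests on a single sample of a group.

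Among 199 single results at named enhancers and genes, 347 alternative rows kept their sign, 17 reversed, and 2 moved. With a window of 500 bp, the sign reversed for PU.1 −2.581 (IL-4 effect at Cd14_+25Kb), p300 −0.707 (IL-4 effect at Cd14_+25Kb), p300 3.011 (IL-4 effect at Edn1_−42Kb), HDAC1 −2.604 (IL-4 effect at Fcgr1_−7.7Kb), RNAPII-pS2 1.431 (LPS effect at Cxcl11_−11Kb), p65 −1.72 (LPS effect at Fcgr1_−7.7Kb), RNAPII-pS5 1.723 (pretreatment effect under LPS at Edn1_−42Kb), RNAPII-pS2 −3.78 (pretreatment effect under LPS at Cxcl11_−11Kb). With a window of 2000 bp, the sign reversed for PU.1 −0.537 (IL-4 effect at Nlrp3_−1.3Kb), p300 −0.397 (IL-4 effect at Nlrp3_−1.3Kb), HDAC1 1.02 (IL-4 effect at Cxcl11_−11Kb), PU.1 0.377 (IL-4 effect at Irak3_+10Kb), p300 0.828 (IL-4 effect at Irak3_+10Kb). At the Il1b gene, the LPS effect reversed with all annotated peaks to 2.294 for RNAPII-pS5 and 0.829 for RNAPII-pS2, and with the gene span, chosen after seeing the data, to 5.169 and 4.876. A narrow window could miss a peak beside the named position, and a wide one could take in another peak.

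Depth is not recorded in the files, and a score of −log10 type rises with it. It limits small changes most: those of PU.1, p300, and HDAC3 at repressor sites, and of p65 with pretreatment under LPS, had signs that turned on the centring.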

Differences from the paper's values

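For the sites where STAT6 and p65 overlap near attenuated genes, the paper reports 961 regions, and 414 were found here among the listed STAT6 sites, or 362 with a p65 peak in both ctrl/LPS replicates. RNAPII was raised by LPS at 641 regions in the paper and at 130 sites here. Of these, IL-4 pretreatment lowered RNAPII at 448 regions in the paper and at 36 sites here, which is 70% in the paper and 27.7% here. p65 was lowered at 74 of them in the paper and at 12 here, and not lowered at 374 in the paper and at 24 here. With the replicate block, which pairs samples by number, the counts were 115, 29, 10, and 19, with 25.2% lowered. Among fits to all samples, the fit over 2 groups only came nearest to the paper's percentage, with 32.3%, and fits without one replicate reached at most 32.7%. The counts cannot be compared directly with the paper's, because the STAT6 lists were cut off and sites were assigned by the nearest gene. For the percentage, none of the alternatives set before the files arrived closed the gap. Benjamini-Hochberg adjustment gave 13%, no centring 22.6%, and p65 in both replicates 29.2%.

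For RNAPII-pS2 after 1 hr of IL-4, the paper reports 3,008 downregulated and 2,923 upregulated gene bodies, and 962 genes were lower and 950 higher here by the labels. None of the alternatives set before the files arrived closed the gap. All annotated peaks came nearest, with 1260 lower and 1334 higher, and the replicate block gave 989 and 928. The gene span, chosen after seeing the values, gave 941 and 881 and did not close it either.

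The paper states that RNAPII-pS2 varies with RNAPII-pS5 and H3K27Ac in the same direction across gene bodies, and by the labels the correlations here were −0.2566 and −0.2076. It describes lower RNAPII-pS2 at cluster E and higher RNAPII-pS2 at clusters A–C, and by the labels the mean log2 changes were 0.6655 at cluster E and −1.7469, −1.1202, and −0.7832 at clusters A, B, and C. For STAT6 sites it states that RNAPII-pS2 follows RNAPII-pS5, and by the labels RNAPII-pS2 changed by 0.6483 at repressor and −1.2183 at activator sites. At single enhancers of Figure 3F the RNAPII-pS2 changes by the labels were 1.715 at Tlr2_−21Kb and −2.891 at Hbegf_+43Kb, against the directions the figure shows, while Clec4d_−9Kb, Fos_−5Kb, and Cd14_+25Kb had 2 pairs of samples up and 2 down. The names of the peaks in these lists carry the treatment opposite to the labels. The tests above favour swapped labels, with a rho of −0.528 with the paper's gene values, against 0.38 for RNAPII-pS5. With the labels exchanged, these signs would be the paper's, apart from the enhancers with pairs both ways. They should not be read as a disagreement on direction.

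Among the enhancers the paper calls repressed, RNAPII-pS5 changed by 0.591 at Fos_−5Kb and by 0.058 at Abca1_−27Kb after IL-4. No peak of RNAPII or H3K27Ac was called within 1000 bp of Nlrp3_−1.3Kb. Within 2000 bp of it, RNAPII-pS5 changed by 0.092 and RNAPII-pS2 by 0.373 by the labels. The paper states a reduction of H3K27Ac and PU.1 at repressor sites, and the changes here, −0.174 and −0.1541, had that direction but did not reach the ratio of 1.15. For HDACs at repressor sites the paper states no effect of IL-4, and HDAC1 changed here by −0.2101, past the threshold. This difference turned on the processing. HDAC1 changed by −0.0171 with a peak in every sample (permutation p = 0.249), by 0.0629 with a floor 4 times as high, and by −0.5291 without centring.

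The paper describes lower RNAPII without LPS after pretreatment at the enhancers it selected. Across all STAT6-p65 sites the changes here were −0.0826 for RNAPII-pS5 and −0.0406 for RNAPII-pS2, neither past the threshold. RNAPII-pS5 moved furthest with a peak in every sample, to −0.1818 (permutation p = 0.0114). RNAPII-pS2 moved furthest on the shared chromosomes, to −0.1662 (permutation p = 0.0179). Both stayed short of the threshold, and with a peak in every sample RNAPII-pS2 reversed to 0.0138. It assigns Tlr2_−21Kb to the enhancers with unchanged p65, where p65 changed by −0.435 here, lower in 4 of 4 pairs of samples. It names Il18_+25Kb and 2 Cxcl11 enhancers as bound by p65, and no p65 peak was called within 1000 bp of them here. Their positions were placed by the rounded distance in the name. The Il18_+25Kb window held no peak of any antibody, and Cxcl11_−6.7Kb only a PU.1 peak in untreated replicate 1. The windows may therefore miss the enhancers the paper shows. Within 2000 bp, LPS changed p65 by 2.565 at Cxcl11_−6.7Kb and by −0.467 at Cxcl11_−11Kb, and Il18_+25Kb still had no p65 peak. For the Il1b gene it states lower RNAPII without LPS, and over the gene span, chosen after seeing the values, ctrl/ctrl had no peak, so no reduction was measurable. By the annotation rule set before the files arrived, the changes without LPS were 1.945 for RNAPII-pS5 and 1.236 for RNAPII-pS2, increases. By that rule LPS changed RNAPII-pS2 at Il1b by −4.336, where the paper shows an increase, but the files annotate the peaks over the gene under LPS to Gm14047. All annotated peaks, an alternative set before the files arrived, gave 0.829 and the gene span 4.876, both increases.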

Other observations

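The labels give the HDAC3 antibody the catalogue number that the methods give for H3K27Ac, so a mix-up of the libraries was tested, with the prediction written before the test. Across 13170 merged HDAC3 peaks, the untreated HDAC3 score had a Spearman rho of 0.072 with H3K27Ac, 0.433 with HDAC1, 0.482 with HDAC2, 0.515 with p300, and 0.375 with PU.1. The rho with H3K27Ac minus the larger of those with HDAC1 and HDAC2 was −0.41, the opposite of what H3K27Ac libraries would give. No biological explanation was tested.

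The p300 change at repressor sites, −0.2298, was weighed against a difference in depth, since untreated replicate 1 had 44787 peaks and the other 3 samples between 66710 and 69360. This prediction was written after the result was seen. Without that sample the change was −0.1084, with the same sign but short of the ratio of 1.15, so part of the size may come from the depth of that sample.

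RNAPII-pS5 at repressor sites changed by −0.6104 after 1 hr and −0.0021 after 24 hr of IL-4 without LPS (1854 sites), and at activator sites by 1.2104 and 0.5228 (1536 sites). The sites were grouped by the 1 hr RNAPII-pS5 samples themselves, which enlarges the 1 hr change. A smaller change at 24 hr is expected from that choice, so these values do not measure a loss over time. The times also come from separate experiments.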
